# An Erg-driven transcriptional program controls B cell lymphopoiesis

**DOI:** 10.1038/s41467-020-16828-y

**Published:** 2020-06-15

**Authors:** Ashley P. Ng, Hannah D. Coughlan, Soroor Hediyeh-zadeh, Kira Behrens, Timothy M. Johanson, Michael Sze Yuan Low, Charles C. Bell, Omer Gilan, Yih-Chih Chan, Andrew J. Kueh, Thomas Boudier, Rebecca Feltham, Anna Gabrielyan, Ladina DiRago, Craig D. Hyland, Helen Ierino, Sandra Mifsud, Elizabeth Viney, Tracy Willson, Mark A. Dawson, Rhys S. Allan, Marco J. Herold, Kelly Rogers, David M. Tarlinton, Gordon K. Smyth, Melissa J. Davis, Stephen L. Nutt, Warren S. Alexander

**Keywords:** VDJ recombination, Gene regulation in immune cells, Lymphopoiesis, B cells

## Abstract

B lymphoid development is initiated by the differentiation of hematopoietic stem cells into lineage committed progenitors, ultimately generating mature B cells. This highly regulated process generates clonal immunological diversity via recombination of immunoglobulin V, D and J gene segments. While several transcription factors that control B cell development and V(D)J recombination have been defined, how these processes are initiated and coordinated into a precise regulatory network remains poorly understood. Here, we show that the transcription factor ETS Related Gene (*Erg*) is essential for early B lymphoid differentiation. Erg initiates a transcriptional network involving the B cell lineage defining genes, *Ebf1* and *Pax5*, which directly promotes expression of key genes involved in V(D)J recombination and formation of the B cell receptor. Complementation of Erg deficiency with a productively rearranged immunoglobulin gene rescued B lineage development, demonstrating that Erg is an essential and stage-specific regulator of the gene regulatory network controlling B lymphopoiesis.

## Abstract (web summary)

B cell development is tightly regulated in a stepwise manner to ensure proper generation of repertoire diversity via somatic gene rearrangements. Here, the authors show that a transcription factor, Erg, functions at the earliest stage to critically control two downstream factors, Ebf1 and Pax5, for modulating this gene rearrangement process.

## Introduction

Transcription factors are critical for controlling the expression of genes that regulate B-cell development. The importance of specific B-lymphoid transcription factors is highlighted by the phenotype of gene knockout models. Failure of B-cell lineage specification from multi-potential progenitors occurs with deletion of *Ikzf1*^1^ and *Spi1* (*Pu.1)*^2^, while deletion of *Tcf3 (E2A)*^3^ and *Foxo1*^4^ results in failure of B-cell development from common lymphoid progenitors (CLPs). Developmental arrest later in B lymphopoiesis is observed with deletion of *Ebf1* and *Pax5* at the pre–proB and proB stages, respectively^5,6^. This sequential pattern of developmental arrest associated with the loss of gene function, along with ectopic gene complementation studies^2^, gene expression profiling^7^ and analysis of transcription factor binding to target genes, support models in which transcription factors are organised into hierarchical gene regulatory networks that specify B-lymphoid lineage fate, commitment and function^8^.

Two transcription factors that have multiple roles during B-cell development are Ebf1, a member of the COE family, and Pax5, a member of the PAX family. While Ebf1 and Pax5 have been shown to bind to gene regulatory elements of a common set of target genes in a co-dependent manner during later stages of B lineage commitment^9^, both manifest distinct roles during different developmental stages. Ebf1 has been proposed to form a transcriptional network with E2A and Foxo1 in CLPs that appears important in early B-lymphoid fate determination^10^, while during later stages of B lymphopoiesis, Ebf1 acts as a pioneer transcription factor that regulates chromatin accessibility at a subset of genes co-bound by Pax5^11^ as well as at the *Pax5* promoter itself^12^. Pax5 in contrast, regulates B-cell genomic organisation^13^ including the *Immunoglobulin heavy chain (Igh)* locus during V(D)J recombination, co-operating with factors such as CTCF^14^, as well as transactivating^15^ and facilitating the activity of the recombinase activating gene (Rag) complex^16^.

It is unclear, however, how these various functions of Ebf1 and Pax5 are co-ordinated during different stages of B-lymphoid development. In particular, it would be important to ensure co-ordinated *Ebf1* and *Pax5* co-expression before the pre-BCR checkpoint, such that *Ebf1* and *Pax5* co-regulated target genes required for V(D)J recombination and pre-B-cell receptor complex formation are optimally expressed^9^.

Here we show that the ETS-related gene (*Erg*), a member of the ETS family of transcription factors, plays this vital role in B lymphopoiesis. Deletion of *Erg* from early lymphoid progenitors resulted in developmental arrest at the early pre–proB-cell stage and loss of V_H_-to-DJ_H_ recombination. Gene expression profiling, DNA-binding analysis and complementation studies demonstrated Erg to be a transcriptional regulator that lies at the apex of an Erg-dependent Ebf1 and Pax5 gene regulatory network commencing in pre–proB cells. This co-dependent transcriptional network directly controls expression of the *Rag1/Rag2* recombinase activating genes and the *Lig4* and *Xrcc6* DNA repair genes required for V(D)J recombination, as well as expression of components of the pre-BCR complex such as *CD19, Igll1, Vpreb1* and *Vpreb2*. Taken together, we define an essential Erg-mediated transcription factor network required for regulation of *Ebf1* and *Pax5* expression that is exquisitely stage specific during early B-lymphoid development.

## Results

### *Erg* is required for B-cell development

To build on prior work defining the role of the transcription factor *Erg* in regulation of hematopoietic stem cells (HSCs)^17^ and megakaryocyte-erythroid specification^18^, we sought to identify whether *Erg* played roles in other hematopoietic lineages. *Erg* expression in adult hematopoiesis was first examined by generating mice carrying the *Erg*^tm1a(KOMP)wtsi^ knock-in first reporter allele (*Erg*^*KI*^) (Fig. 1a). Consistent with the known role for *Erg* in hematopoiesis^17–21^, significant *LacZ* expression driven by the endogenous *Erg* promoter was observed in HSCs and multi-potential progenitor cells, as well as in granulocyte-macrophage and megakaryocyte-erythroid progenitor populations, with declining activity accompanying erythroid maturation (Fig. 1b with definitions of cells examined provided in Supplementary Table 1 and representative flow cytometry plots in Supplementary Fig. 1). In other lineages, transcription from the *Erg* locus was evident in CLP, all lymphoid and B-cell-biased lymphoid progenitor cells, as well as in B lineage committed pre–proB, proB and preB cells and double-negative thymic T-lymphoid cell subsets, with a reduction in transcription with later B- and T-cell maturation (Fig. 1b, c). We confirmed these findings with RNA-sequencing (RNA-seq) analysis that showed significant *Erg* RNA in pre–proB, proB and preB cells (Fig. 1d). This detailed characterisation of *Erg* expression raised the possibility that *Erg* plays a stage-specific function at early developmental stages of the lymphoid lineages.

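The RNA-seq data cover 4 sorted bone marrow populations with 2 biological replicates each, 8 libraries in all. Pre–proB, proB and preB cells, which are successive stages of early B lymphopoiesis, came from *Erg* fl/fl control mice. The fourth population was pre–proB cells of *Rag1Cre* T/+;*Erg*Δ/Δ mice, in which Cre recombinase deletes the floxed *Erg* alleles in lymphoid progenitors. The *Erg* fl/fl controls carried no *Rag1Cre* allele, so the genotypes differ in Cre as well as in *Erg*. The authors aligned paired-end reads to mm10 with STAR, counted them per gene with featureCounts and Rsubread's Entrez Gene annotation, and deposited the counts without normalization for 27179 Entrez Gene identifiers. Counts summed to 15565381 and 16958979 in the *Erg* fl/fl pre–proB libraries, 17510969 and 18457632 in proB, 17053431 and 17447141 in preB and 16733045 and 16267700 in *Rag1Cre* T/+;*Erg*Δ/Δ pre–proB. A gene without a count in the shallowest library can therefore lie at up to 0.193 CPM (counts scaled to library size), the level of 3 counts. The stages were compared in one edgeR fit of the 6 *Erg* fl/fl libraries, over the 13650 genes with at least 0.5 CPM in at least 2 of them, with TMM normalization and quasi-likelihood tests. The paper's text does not name which mouse gave which library. Replicates of every population differed by more than the sampling noise of their counts, with a chi-square per degree of freedom between 3.82 in proB and 8.29 in *Rag1Cre* T/+;*Erg*Δ/Δ pre–proB cells. With 2 libraries against 2, an exact two-sided permutation test of a single value cannot go below p = 0.33, so the tests rest on the spread that edgeR shares across genes.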

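*Erg* (Entrez Gene 13876) lies on chromosome 16 of GRCm38 (mm10) from 95359169 to 95586600. It was counted in every *Erg* fl/fl library, at 69.1 and 25.3 CPM in pre–proB, 144 and 127 in proB and 19.6 and 28.7 in preB cells after TMM normalization. In FPKM, which divide CPM by the gene length, here the 2214 bp listed in Supplementary Data 1, this was 21.3 ± 14.0 (SD, n = 2) in pre–proB, 61.2 ± 5.70 (SD, n = 2) in proB and 10.9 ± 2.90 (SD, n = 2) in preB cells. The rise from pre–proB to proB was a log2 fold change of 1.56 (standard error 0.353, adjusted p = 0.00360 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From proB to preB cells *Erg* RNA fell again, with a log2 fold change of -2.48 (standard error 0.374, adjusted p = 0.000623 from the same edgeR test). Both comparisons kept their direction and an adjusted p below 0.05 under all 16 alternatives, the first between 0.98 and 2.40 and the second between -2.83 and -2.22. The alternatives that moved the first most were those that left out a pre–proB library, 2.40 without replicate 1 and 0.98 without replicate 2. The adjusted p of the first lay between 3.14e-06 and 0.0183. The difference between preB and pre–proB cells was not past the threshold, with a log2 fold change of -0.92 (standard error 0.389, adjusted p = 0.0619 from the edgeR test). It passed in 3 of 16 alternatives, among them leaving out pre–proB replicate 2, with -1.51, and its adjusted p ranged from 4.67e-05 to 0.692. The paper sets these RNA levels beside the *lacZ* reporter activity and raises from both the possibility of a stage-specific function of *Erg* early in the lymphoid lineages.

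**Figure D1:**
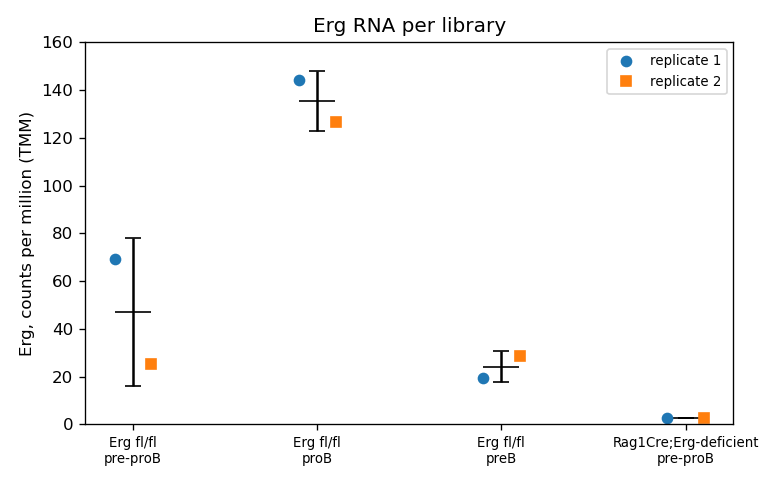
*Erg* RNA in each library, in TMM-normalized CPM on a linear axis from 0. Circles are replicate 1 and squares replicate 2 of each population, and the black lines show mean ± SD (n = 2). The proB libraries, at 144 and 127, lie above the other libraries, and the *Rag1Cre* T/+;*Erg*Δ/Δ pre–proB libraries, at 2.50 and 2.58, lie below them.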

**Fig. 1:**
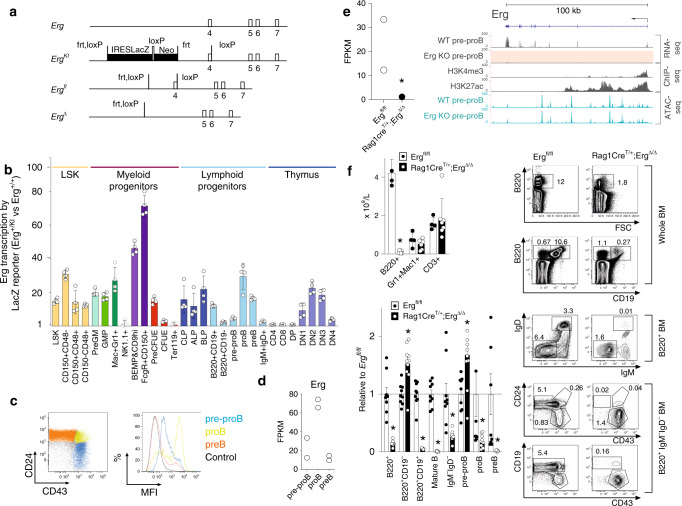
Expression and targeted disruption of *Erg* in lymphopoiesis. **a** Wild-type (*Erg)*, *Erg*^tm1a(KOMP)wtsi^ *lacZ* reporter (*Erg*^*KI*^), conditional (*Erg*^*fl*^), and Cre recombinase-deleted (*Erg*^*Δ*^) alleles with exons, Cre (loxP) and Flp (frt) recombinase recognition sites. IRES, internal ribosome entry site; Neo, neomycin-resistance cassette. **b** *Erg* transcriptional activity by *lacZ* expression in *Erg*^*KI*^ bone marrow (BM) and thymus cell populations (see “Methods” and Supplementary Fig. 1, Supplementary Table 1). Mean fluorescent intensity (MFI) ratio mean ± S.D of *Erg*^*KI*^ (*n* = 4) to C57BL/6 (*n* = 4) biologically independent samples. *P*_adj_ < 0.028 by the Student’s two-tailed unpaired *t* test corrected using the Holm’s modification for multiple testing for each population except BM Ter119^+^ and NK1.1^+^, and thymic DP, CD4^+^CD8^−^ and CD8^+^CD4^−^ populations (*P*_adj_ > 0.05). **c** Representative flow cytometry plots: BM pre–proB (blue), proB (green), preB (orange) and control wild-type (black) B220^+^IgM^−^IgD^−^ (left) with *lacZ* MFI (right). **d** *Erg* expression by RNA-seq (mean ± SD, Fragments Per kilobase of transcript per million mapped reads, FPKM) in *Erg*^*fl/fl*^ pre–proB, proB and preB cells (*n* = 2 biologically independent samples) **e** *Erg* RNA-seq (FPKM) in *Erg*^*fl/fl*^ and *Rag1Cre*^*T/+*^*;Erg*^*Δ/Δ*^ pre–proB cells (*n* = 2 biologically independent samples; *edgeR two-sided adjusted *P* value for multiple comparisons = 1.41e−5, Supplementary Data 1) and *Erg* locus RNA-seq in *Erg*^*fl/fl*^ (WT) and *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^ (Erg KO, with pink highlighting absent expression) in pre–proB cells, H3K4me3 and H3k27ac ChIP-seq in wild-type proB cells and chromatin accessibility (ATAC-seq, blue). **f** *Erg*^*fl/fl*^ (*n* = 4) and *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^ (*n* = 7) biologically independent samples: B220^+^B-cell, Gr1^+^Mac1^+^ myeloid cell, and CD3^+^T-cell blood counts, mean ± SD; *P = 6.6e−8 by the Student’s two-tailed unpaired *t* test (top left). B-lymphoid populations in *Erg*^*fl/fl*^ (*n* = 9) and *Rag1Cre*^*T/+*^*;Erg*^*Δ/Δ*^ (*n* = 10) biologically independent samples: BM as ratio of cell number to *Erg*^*fl/fl*^ (mean ± SD, bottom left, see Supplementary Table 1). *P_adj_ = 3.5e−6 (B220^+^), 3.5e−3 (B220^+^CD19^−^), 4.9e−10 (B220^+^CD19^+^), 3.0e−10 (IgM^+^IgD^+^), 3.5e−3 (IgM^−^IgD^−^), 1.7e−2 (pre–proB), 4.0e−2 (proB), 1.7e−2 (preB) by the Student’s two-tailed unpaired *t* test corrected using the Holm’s modification for multiple testing. Representative flow cytometry plots (right) with mean percentage of viable cells indicated. Source data are provided in the Source data file.

To determine whether *Erg* had a role in lymphoid development, mice carrying floxed *Erg* alleles (*Erg*^*fl/fl*^, Fig. 1a) were interbred with *Rag1Cre* transgenic mice that efficiently delete floxed alleles in CLPs and T- and B-committed progenitor cells^22^, but have normal lymphoid development (Supplementary Fig. 2a). The resulting *Rag1Cre*^T/+^;*Erg*^Δ*/*Δ^ mice specifically lack *Erg* throughout lymphopoiesis (Fig. 1e*,* Supplementary Fig. 2b). 

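In the sorted pre–proB cells, *Erg* RNA was 1.15 ± 0.0264 FPKM (SD, n = 2) in *Rag1Cre* T/+;*Erg*Δ/Δ mice, and 80 counts over both libraries against 1494 over both *Erg* fl/fl libraries. The log2 fold change against *Erg* fl/fl pre–proB cells was -4.23 (standard error 0.547, adjusted p = 0.0250 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the *Rag1Cre* T/+;*Erg*Δ/Δ libraries 5.38% of the mean *Erg* fl/fl CPM remained. The counts are per gene, and the deleted allele in Fig. 1a keeps exons outside the floxed part, so reads from those exons still count towards *Erg*. Supplementary Fig. 2b reports deletion of exon 4, in thymocytes. The share that remained over the whole gene is therefore not a measure of how complete the deletion was. The *Erg* fl/fl pre–proB libraries themselves differed, replicate 1 holding 2.73 times the level of replicate 2. Over 16 alternatives the log2 fold change lay between -4.80 and -3.32, and it moved most without *Erg* fl/fl replicate 1, to -3.32. The adjusted p was below 0.05 in 12 of them, ranging from 7.03e-08 to 0.363. It was 0.229 with limma-voom and 0.363 with robust quasi-likelihood estimation in edgeR. It was also above 0.05 without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 1 or replicate 2, where the log2 fold changes were -4.20 and -4.25. Those fits took their spread within groups from the *Erg* fl/fl pair alone. The fits without an *Erg* fl/fl library took it from the *Rag1Cre* T/+;*Erg*Δ/Δ pair alone. Adjusted p from such fits does not measure robustness.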

While numbers of red blood cells, platelets and other white cells were normal, *Rag1Cre*^T/+^;*Erg*^Δ*/*Δ^ mice displayed a deficit in circulating lymphocytes (Supplementary Table 2). This was due to a specific absence of B cells; the numbers of circulating T cells and thymic progenitors were not decreased (Fig. 1f*,* Supplementary Fig. 2c).

B cells are produced from bone marrow progenitor cells that progress through regulated developmental stages. B-lymphoid development was markedly compromised in *Rag1Cre*^T/+^;*Erg*^Δ*/*Δ^ mice, with proB, preB, immature B and mature recirculating B cells (Hardy fractions C-F, defined in Supplementary Table 1) markedly reduced in number or virtually absent (Fig. 1f). A B-lymphoid developmental block was clearly evident at the pre–proB (Hardy fraction A-to-B) stage, with excess numbers of these cells present in the bone marrow.

### *Erg* deficiency perturbs V_H_-to-DJ_H_ recombination

To further characterise the developmental B lineage block in *Rag1Cre*^T/+^;*Erg*^Δ*/*Δ^ mice, B220^+^ bone marrow cells were examined for *Igh* somatic recombination. Unlike cells from control *Erg*^*fl/fl*^ mice, B220^+^ cells from *Rag1Cre*^T/+^;*Erg*^Δ*/*Δ^ mice had not undergone significant V_H_-to-DJ_H_ immunoglobulin heavy chain gene rearrangement, although D_H_-to-J_H_ recombination was relatively preserved (Fig. 2a).

**Fig. 2:**
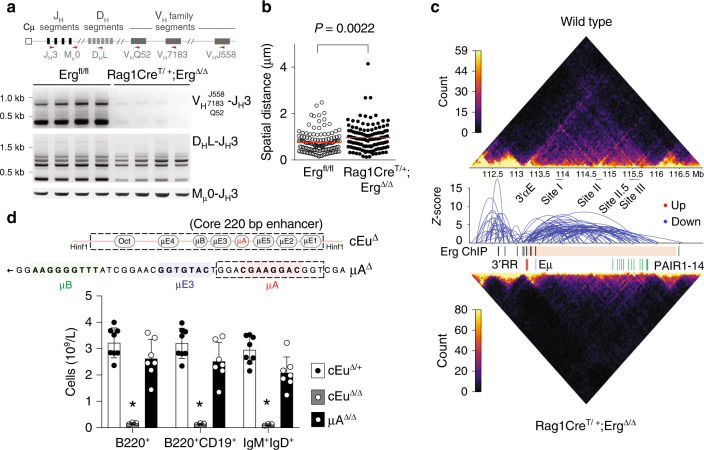
The immunoglobulin heavy chain locus in *Rag1Cre*^*T/+*^*;Erg*^*Δ/Δ*^ mice. **a** Genomic PCR using degenerate primers (approximate locations indicated by red arrowheads) to *Igh* locus V_H_J558, V_H_7183, V_H_Q52 segments for detection of V_H_ to DJ_H_ (top panel) and D_H_ to J_H_ (middle panel) recombination with Mu0 loading controls (bottom panel) in B220^+^ BM cells. Representative of three independent experiments. **b** Intra-chromosomal distance between distal V_H_J558 and proximal V_H_7183 V_H_ families by fluorescent in situ hybridisation from (*n* = 129) *Igh* alleles from *Erg*^*fl/fl*^ and *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^ proB cells and pre–proB cells, respectively. *P* value by the Student’s two-tailed unpaired *t* test. **c** Differential long-range chromatin interactions identified by high-throughput chromatin conformation capture analysis (in situ Hi-C) of the *Igh* locus between C57BL6 (wild-type) proB cells and *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^ pre–proB cells with interaction counts across the *Igh* locus shown. Reduced long-range interactions in *Rag1Cre*^*T/+*^*;Erg*^*Δ/Δ*^ B-cell progenitors are indicated by blue arcs. Erg binding by ChIP (black bars) across the heavy chain locus (pink shading) as indicated. The location of 3′regulatory region (3′RR, red bars), iEμ enhancer (Eμ, purple bar) and PAIR domains (green bars) are indicated. **d** Schematic representation of iEμ enhancer with the core 220 bp cEμ^Δ^ deletion and μA^Δ^ deletion shown (top). Peripheral blood counts of B220^+^, B220^+^CD19^+^ and IgM^+^IgD^+^ cells in cEμ^Δ/+^ (*n* = 8), cEμ^Δ/Δ^ (*n* = 3) and μA^Δ/Δ^ (*n* = 7) mice (bottom). *P_adj_ value 2.6e−5 (B220^+^), 1.8e−5 (B220^+^CD19^+^) and 9.0e−6 (IgM^+^IgD^+^) by the Student’s two-tailed unpaired *t* test comparing cEμ^Δ/Δ^ to cEμ^Δ/+^ controls with the Benjamini Hochberg correction for multiple testing. Source data are provided in the Source data file.

We next investigated the abnormalities underlying *Igh* recombination in greater detail. We first undertook fluorescence in situ hybridisation (FISH) at the *Igh* locus to measure the intra-chromosomal distance between distal V_H_J558 and proximal V_H_7183 V_H_ family genes, as cell stage-specific contraction of the *Igh* locus is essential for efficient V(D)J recombination^23^. This revealed that pre–proB cells from *Rag1Cre*^T/+^;*Erg*^Δ*/*Δ^ mice had reduced locus contraction compared with *Erg*^*fl/fl*^ controls (Fig. 2b). To assess whether other structural perturbations across the *Igh* locus were also present, high throughput chromatin conformation capture (in situ Hi-C) was performed. We performed a differential analysis of the data and revealed a reduction of long-range interactions across the *Igh* locus in *Rag1Cre*^T/+^;*Erg*^Δ*/*Δ^ pre–proB cells when compared with *Erg*^*fl/fl*^ and C57BL/6 controls (Fig. 2c). As these findings were also observed in *Pax5* deficient cells^13,23^ reflecting a direct role for Pax5 in co-ordinating the structure of the *Igh* locus^14^, we mapped *Erg* binding sites across the *Igh* locus by ChIP-seq. Unlike well-defined Pax5 binding to Pax5- and CTCF-associated intergenic regions (PAIR domains)^14,16^, Erg binding to V_H_ families was not identified across the locus (Fig. 2c, Supplementary Fig. 3a). Thus, a structural role for Erg in maintaining the multiple long-range interactions and V_H_-to-DJ_H_ recombination in normal cells is unlikely and cannot account for the absence of these in *Rag1Cre*^T/+^;*Erg*^Δ*/*Δ^ pre–proB cells. Analysis of *Igh* locus accessibility by ATAC-seq did not reveal any significant difference between Erg-deficient pre–proB, proB and preB cells and control cells (Supplementary Fig. 3a), suggesting that the loss of locus accessibility either by chromatin regulation^24^ or by peripheral nuclear positioning with lamina-associated domain silencing^25^ were not mechanisms that could adequately explain reduced *Igh* locus contraction, reduction of long range interactions, and loss of V_H_-to-DJ_H_ recombination in the absence of *Erg*.

A potential role for ETS family of transcription factors in regulation of immunoglobulin gene rearrangement was proposed from experiments investigating the iEμ enhancer: a complex *cis*-activating element located in the intronic region between the *Igh* joining region (J_H_) and constant region (Cμ) implicated in efficient V_H_-to-DJ_H_ recombination and *Igh* chain transcription^26^. The iEμ enhancer is proposed to nucleate a three-loop domain at the 3′ end of *Igh* interacting with the V_H_ region to juxtapose 5′ and 3′ ends of the heavy chain locus^27^. Erg and its closest related ETS family member, Fli1, were shown to bind to the μA element and trans-activate iEμ co-operatively with a bHLH transcription factor in vitro^28^. We therefore sought to determine whether the lack of Erg, and Erg binding in particular to the μA site of iEμ, could account for the loss of V_H_-to-DJ_H_ recombination observed in *Rag1Cre*^T/+^;*Erg*^Δ*/*Δ^ mice in vivo. While ChIP-PCR demonstrated Erg binding to the iEμ enhancer containing the μA element (Supplementary Fig. 3b), mice in which the μA region (μA^Δ/Δ^) was deleted had preserved numbers of circulating mature B cells compared with cEμ^Δ/+^ controls (Fig. 2d) and intact V_H_-to-DJ_H_ recombination (Supplementary Fig. 3c). This was in contrast to cEμ^Δ/Δ^ mice, in which a core 220 bp element of iEμ was deleted, in which a marked reduction of circulating mature IgM^+^IgD^+^ B cells was evident in peripheral blood, in keeping with previous models^29^ (Fig. 2d). Importantly, ChIP-seq did not demonstrate Erg binding to other iEμ enhancer regions in μA^Δ/Δ^ proB cells (Supplementary Fig. 3d). Together these data show that while Erg can bind to the μA region of the iEμ in vivo, deletion of this region did not result in significant perturbation of B lymphoid development. It is therefore unlikely that Erg binding to μA element of iEμ could account for the loss of V_H_-to-DJ_H_ recombination in particular, or the *Rag1Cre*^T/+^;*Erg*^Δ*/*Δ^ phenotype in general.

### Rearranged *IgH* allele permits *Erg*-deficient B lymphopoiesis

Given the loss of V_H_-to-DJ_H_ recombination associated with structural perturbation of the *Igh* locus in Erg-deficient pre–proB cells, we sought to complement the loss of formation of a functional *Igh* μ transcript and in doing so, determine whether failure to form a pre-BCR complex was a principal reason for the developmental block in *Rag1Cre*^T/+^;*Erg*^Δ*/*Δ^ mice^30^. Complementation with a functionally rearranged *Igh* allele in models of defective V_H_-to-DJ_H_ recombination such as deletion of *Rag1, Rag2*, or components of DNA-dependent protein kinase (DNA-PK) that mediate V_H_-to-DJ_H_ recombination, can overcome the pre-BCR developmental block^31–34^.

The *IgH*^*VH10tar*^ knock-in allele that expresses productive *Igh*^HEL^ transcripts under endogenous *Igh* locus regulation^32^ was therefore used to generate mice that lacked *Erg* in B-cell progenitors but would undergo stage-appropriate expression of the rearranged *Igh*^HEL^ chain (*Rag1Cre*^T/+^;*Erg* ^Δ/Δ^;*IgH*^VH10tar/+^). The presence of the *IgH*^*VH10tar*^ allele permitted B-cell development in the absence of *Erg*. The bone marrow of *Rag1Cre*^T/+^;*Erg*^Δ/Δ^;*IgH*^VH10tar/+^ mice contained significant numbers of B220^+^IgM^+^ B cells and, notably, CD25^+^CD19^+^IgM^−^ preB cells, a population coincident with successful pre-BCR formation^35^, that were virtually absent in *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ mice (Fig. 3a). The rescued preB cells, however, were at lower numbers compared with *Erg*^*fl/fl*^, *Erg*^*fl/fl*^;*IgH*^VH10tar/+^ and *Rag1Cre*^T/+^ controls. This was likely due to restriction of the clonal repertoire permitted by the *IgH*^*VH10tar*^ allele as the predominant *Igh* clone (Fig. 3c).

**Fig. 3:**
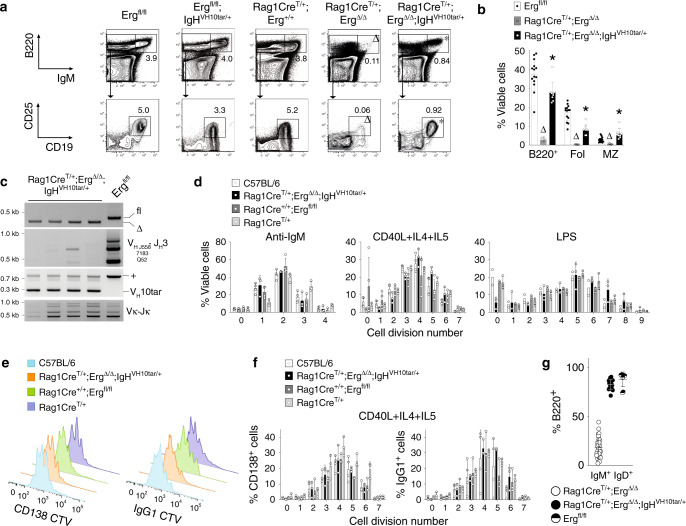
Rearranged *Igh* allele permits B-lymphoid development in the absence of Erg. **a** Representative flow cytometry plots of BM B lymphoid populations (*n* = 9 *Erg*^*fl/fl*^, *n* = 8 *Erg*^*fl/fl*^;*IgH*^*VH10tar/+*^, *n* = 7 *Rag1Cre*^*T/+*^, *n* = 8 *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^, *n* = 8 *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^;*IgH*^*VH10tar/+*^ biologically independent samples) with mean percentage of viable cells indicated; B220/IgM profile from whole BM, CD25/CD19 profile from B220^+^IgM^−^ BM cells. ^Δ^*P*_*adj*_ = 2.1e−9 (B220^+^IgM^+^) and 3.5e−4 (B220^+^IgM^−^CD25^+^CD19^+^) comparing *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^ to *Erg*^*fl/fl*^; *P_*adj*_ = 3.1e−3 (B220^+^IgM^+^) and 3.3e−2 (B220^+^IgM^−^CD25^+^CD19^+^) *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^;*IgH*^*VH10tar/+*^ to *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^. **b** Proportions of viable splenic B lymphoid populations (mean ± SD; *n* = 14 *Erg*^*fl/fl*^, *n* = 10 *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^, *n* = 9 *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^;*IgH*^*VH10tar/+*^ biologically independent samples). ^Δ^*P*_*adj*_ = 2.1e−11 (B220^+^), 5.6e−11 (Fol), 3.3e−5 (MZ) comparing *Erg*^*fl/fl*^ to *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^; *P_*adj*_ = 2.1e−10 (B220^+^), 3.2e−8 (Fol), 3.2e−6 (MZ) comparing *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^ to *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^;*IgH*^*VH10tar/+*^ by the Student’s two-tailed unpaired *t* test corrected using the Holm’s modification for multiple testing. Fol follicular, MZ marginal zone (see Supplementary Fig. 1, Supplementary Table 1). **c** PCR of genomic DNA from B220^+^ splenocytes for *Erg* (top panel; fl, floxed allele, Δ, cre-deleted allele), V_H_-to-DJ_H_ recombination of V_H_J558, V_H_7183, V_H_Q52 families (second panel), *V*_*H*_*10tar* allele (third panel) and V_κ_ light chain recombination (bottom panel). Representative of three independent experiments. **d** Proliferation by cell trace violet assay of wild type (C57BL/6), *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^;*IgH*^*VH10tar/+*^*, Rag1Cre*^*+/+*^;*Erg*^*fl/fl*^ and *Rag1Cre*^*T/+*^ B220^+^ splenocytes stimulated with anti-IgM, CD40L + IL4 + IL5 (T-cell-dependent) or LPS (T-cell-independent) stimulation. Mean percentage of viable cells ± SD for each cell division shown. No significant differences between genotypes were observed (*P* > 0.90, two-way ANOVA). **e** Representative flow cytometry plots showing CD138^+^ differentiation and IgG1 class switch by of B220^+^ splenocytes in response to CD40L + IL4 + IL5 stimulation using CTV labelling (blue, C57BL6; orange, *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^;*IgH*^*VH10tar/+*^; green*, Erg*^*fl/fl*^; purple, *Rag1Cre*^*T/+*^). **f** CD138^+^ differentiation and IgG1 class switch of B220^+^ cells by cell division. Mean percentage of viable cells ± SD for each cell division shown. No significant differences were observed between genotypes (*P* > 0.99, two-way ANOVA for both CD138^+^ cell differentiation and IgG1 switch). For **d**, **e**, **f** *n* = 2–4 C57BL/6, *n* = 5-6 *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^;*IgH*^*VH10tar/+*^, *n* = 3–5 *Rag1Cre*^*+/+*^;*Erg*^*fl/fl*^ and *n* = 3 *Rag1Cre*^*T/+*^ mice. **g** Percentage (mean ± SD) circulating IgM^+^IgD^+^ B220^+^ B cells in *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^ (*n* = 31), *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^;*IgH*^*VH10tar/+*^ (*n* = 17), and *Erg*^*fl/fl*^ (*n* = 9) mice. *P* = 1.06e−27 comparing *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^ to *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^;*IgH*^*VH10tar/+*^ by the Student’s two-tailed unpaired *t* test. Source data are provided in the Source data file.

Similarly, in the spleens of *Rag1Cre*^T/+^;*Erg*^Δ/Δ^;*IgH*^VH10tar/+^ mice, near normal numbers of all B-lymphoid populations were observed, in contrast to the marked reduction in *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ mice (Fig. 3b). Notably, IgκL chain recombination had proceeded in *Rag1Cre*^T/+^;*Erg*^Δ/Δ^;*IgH*^VH10tar/+^ cells (Fig. 3c).

We next tested whether the rescued *Rag1Cre*^T/+^;*Erg* ^Δ/Δ^;*IgH*^VH10tar/+^ splenic B cells were functional in the absence of *Erg*. *Rag1Cre*^T/+^;*Erg*^Δ/Δ^;*IgH*^VH10tar/+^ splenocytes were indistinguishable from wild-type controls in in vitro proliferative assays using anti-μ stimulation, T-cell dependent stimulation with CD40 ligand, IL4 and IL5, or T-cell independent stimulation using lipopolysaccharide (Fig. 3d). *Rag1Cre*^T/+^;*Erg* ^Δ/Δ^;*IgH*^VH10tar/+^ splenic B cells were also able to differentiate normally as measured by formation of CD138^+^ plasma cells and IgG1 class switch recombination (Fig. 3e, f). Circulating *Rag1Cre*^T/+^;*Erg*^Δ/Δ^;*IgH*^VH10tar*/+*^ B cells also expressed IgD, unlike their *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ counterparts (Fig. 3g). These experiments demonstrated that loss of a functional *Igh* μ transcript and failure to form a pre-BCR complex was a principal reason for lack of B-cell development in *Rag1Cre*^T/+^;*Erg*^Δ*/*Δ^ mice.

### *Erg*-deficient pre–proB cells do not express Ebf1 and Pax5

To define the mechanism by which *Erg* regulates V_H_-to-DJ_H_ recombination and pre-BCR formation, we undertook gene expression profiling of *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ pre–proB cells. 

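The comparison of genotypes used the 4 pre–proB libraries alone, the filter of at least 0.5 CPM in at least 2 libraries leaving 13005 genes for edgeR's TMM normalization and quasi-likelihood tests. The biological coefficient of variation was 9.02%, with 2 residual degrees of freedom per gene and a further 4.72 borrowed across genes. The logarithms of CPM correlated across genes with Pearson's r = 0.993 between the *Erg* fl/fl pre–proB replicates and 0.995 between the *Rag1Cre* T/+;*Erg*Δ/Δ replicates, genes not being independent replicates. The median log2 fold change over all genes tested was 0.01.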

Differential gene expression and gene-ontogeny analysis of differentially expressed genes in *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ pre–proB compared with *Erg*^*fl/fl*^ pre–proB cells demonstrated deregulated expression of multiple B lymphoid genes (Fig. 4a). These included genes encoding cell surface or adhesion receptors and core components of the pre-BCR complex *CD19, CD22, Igll1, Vpreb1, Vpreb2, CD79a and CD79b*, genes required for *Igh* recombination such as *Rag1* and *Rag2* and components of non-homologous end-joining repair complex associated with V(D)J recombination: *Xrcc6* (Ku70) and *Lig4*, and importantly, transcription factors implicated in B-cell development (*Ebf1, Pax5, Tcf3, Bach2, Irf4, Myc, Pou2af1, Lef1, Myb*) (Fig. 4b).

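Of 13005 genes tested, 151 had an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 123 lower and 28 higher in *Rag1Cre* T/+;*Erg*Δ/Δ than in *Erg* fl/fl pre–proB cells. At an unadjusted p below 0.05 there were 1624 genes. Over the alternatives the number of genes called moved most, to 442 with all 8 libraries in the fit and to 10 without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 2. DESeq2 called 400 genes, limma-voom 41, edgeR without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 1 called 16, and edgeR without *Erg* fl/fl replicate 2 called 401. The lowest p-values among the lower genes belonged to the immunoglobulin genes *Ighg3*, *Ighg2c*, *Igkc*, *Igkv17-127* and *Ighv1-72*. *Igkc* (Entrez Gene 16071, chromosome 6, 70726435 to 70726754) fell from 316 and 316 to 113 and 93.9 CPM, with a log2 fold change of -1.62 (standard error 0.0955, adjusted p = 0.00296 in the edgeR test). *Igkv17-127* had 2 counts over both *Rag1Cre* T/+;*Erg*Δ/Δ libraries against 310, a ratio of *Erg* fl/fl to *Rag1Cre* T/+;*Erg*Δ/Δ of 152 with a 95% counting interval of 41.8 to 1264. *Ighv1-72* had 1 against 226, a ratio of 222 (39.5 to 8814), and its adjusted p in edgeR rose to 0.0518 without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 1 and to 0.0506 without replicate 2, the highest values over its alternatives. Immunoglobulin segment genes resemble one another closely, so the counting could have split reads between them. Among the higher genes the lowest p-values were those of *Lrp1*, *Scand1*, *Klra4*, *Scn3a* and *Ncr1*. *Scand1* rose from 23.2 and 26.1 to 50.0 and 55.6 CPM, a log2 fold change of 1.09 (standard error 0.0889, adjusted p = 0.0132 in edgeR), and *Scn3a* from 24.4 and 23.1 to 44.7 and 40.5, a log2 fold change of 0.83 (standard error 0.0860, adjusted p = 0.0178 in edgeR). The adjusted p of *Scand1* ranged from 1.57e-10 to 0.0795 over the alternatives and was above 0.05 only without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 2 (0.0795 in edgeR). That of *Scn3a* ranged from 1.28e-05 to 0.131 and was above 0.05 without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 1 (0.131 in edgeR) and without replicate 2 (0.0953).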

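Of 26 genes that the paper names in its RNA-seq results on these cells, 24 in its text, *Vpreb3* in Fig. 4a and *Poll* in Supplementary Fig. 4, 15 had an adjusted p below 0.05 over all genes tested, and 24 adjusted over the list alone, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Because 23 of the 26 are in Supplementary Data 1, which was made from these libraries, the second count is not independent evidence. *Vpreb2* (Entrez Gene 22363, chromosome 16, 17979445 to 17981274), a surrogate light chain gene, had 3 counts over both *Rag1Cre* T/+;*Erg*Δ/Δ libraries against 490 over both *Erg* fl/fl libraries, a ratio of 161 with a 95% counting interval of 54.6 to 781 (adjusted p = 0.0178 in edgeR). It resembles *Vpreb1* closely, so reads of the 2 genes may not be fully separated. Among the other genes, *Pou2af1* fell from 128 and 50.4 to 1.62 and 3.29 CPM, with a log2 fold change of -5.20 (standard error 0.576, adjusted p = 0.0178 from edgeR). The changes of *Bach2* and *Myc* were smaller, with log2 fold changes of -0.74 (standard error 0.113, adjusted p = 0.0404 from edgeR) and -1.55 (standard error 0.208, adjusted p = 0.0293 from edgeR). *CD22* and *CD79b* had log2 fold changes of -0.53 and -1.06, with adjusted p of 0.0764 and 0.0922 in edgeR. With single libraries left out they ranged from -0.67 to -0.39 for *CD22* and from -1.41 to -0.63 for *CD79b*. *CD79b* was at 165 and 98.3 CPM in *Erg* fl/fl and 63.4 and 64.1 in *Rag1Cre* T/+;*Erg*Δ/Δ cells. For *Xrcc6*, at 201 and 129 CPM in *Erg* fl/fl and 96.0 and 106 in *Rag1Cre* T/+;*Erg*Δ/Δ cells, the log2 fold change was -0.72 (standard error 0.199, adjusted p = 0.188 in edgeR), and for *Lig4*, at 26.3 and 17.9 in *Erg* fl/fl and 10.2 and 10.3 in *Rag1Cre* T/+;*Erg*Δ/Δ cells, it was -1.12 (standard error 0.201, adjusted p = 0.0626 in edgeR). *Irf4* was at -0.63 with an adjusted p of 0.0869 in edgeR. *Poll*, a polymerase gene, was at -1.59 with 0.104. None of the 26 genes changed direction under any alternative that tested it. Of the 26, 22 were past the threshold with all 8 libraries in the fit, 21 with DESeq2, 20 without *Erg* fl/fl replicate 2 and 2 with robust quasi-likelihood estimation. With limma-voom 0 were past it, against 24 at an unadjusted p below 0.05. In edgeR 0 were past it without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 1 (23 unadjusted) and 0 without replicate 2 (24 unadjusted).

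**Figure D2:**
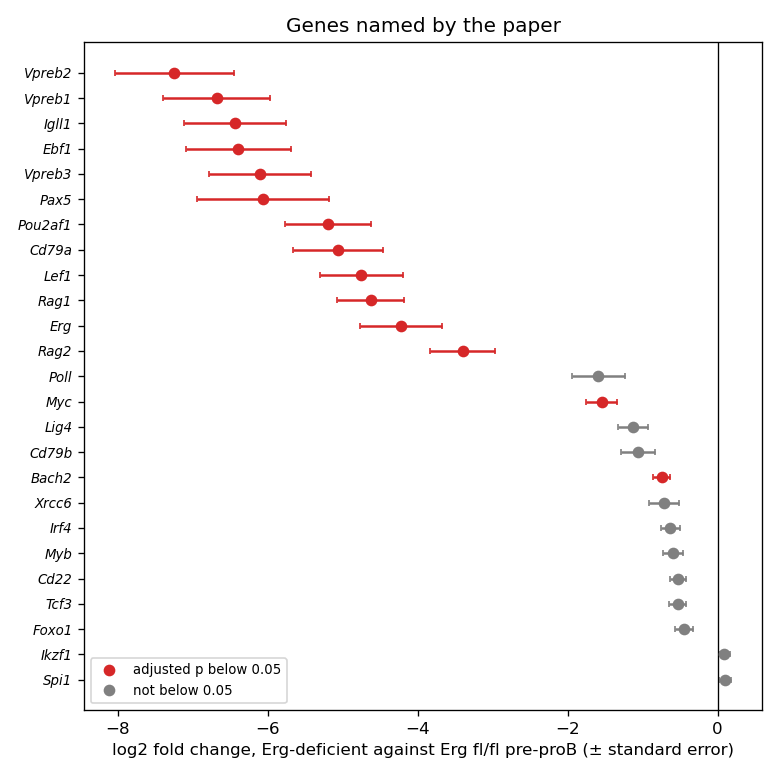
Log2 fold change of 25 of the 26 genes named by the paper in its text or figures, *Rag1Cre* T/+;*Erg*Δ/Δ against *Erg* fl/fl pre–proB cells (horizontal axis, linear, 0 for no difference), with the standard error as bars. Genes with an edgeR adjusted p below 0.05 are red and the others grey. The genes run from *Vpreb2* at -7.25 to *Spi1* at 0.10, and the fitted value of *Vpreb2* rests on 3 counts in *Rag1Cre* T/+;*Erg*Δ/Δ cells.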

**Fig. 4:**
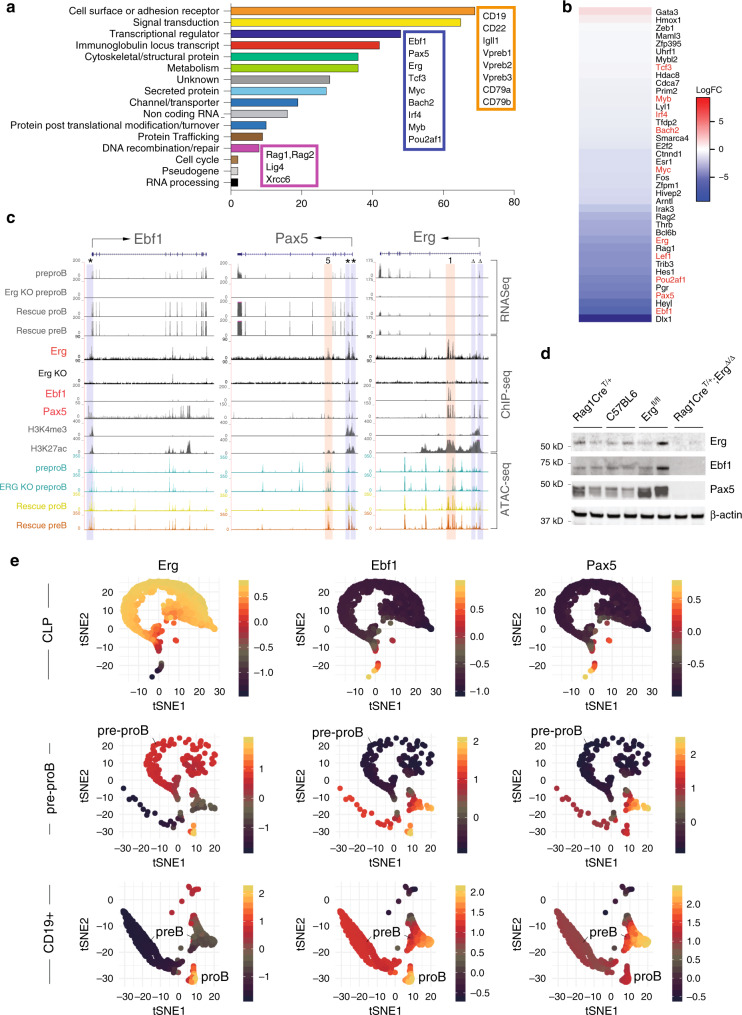
Gene expression in *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^ pre–proB cells and Erg DNA binding. **a** Differentially expressed genes in *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^ pre–proB cells compared with *Erg*^*fl/fl*^ controls, manually curated according to function based on GO term analysis (see Supplementary Data 1) with the number of genes for each functional category shown by the horizontal axis and selected genes highlighted in boxes. **b** Differential expression of transcription factors^77^ between *Erg*^*fl/fl*^ and *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^ pre–proB cells, ordered by logFC, with selected B lineage transcription factors highlighted in red. **c** RNA-seq for *Ebf1*, *Pax5* and *Erg* loci, with ChIP-seq for Erg binding in C57BL/6 proB cells and thymic *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^ Erg knockout cells (Erg KO) to control for sites of non-Erg ChIP binding to DNA (see also Supplementary Fig. 4b). Ebf1, Pax5, H3K4me3 promoter mark, H3K27ac promoter and enhancer mark in proB cells by ChiP-seq, and ATAC-seq in *Erg*^*fl/fl*^ pre–proB cells (pre–proB), *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^ pre–proB (Erg KO pre–proB), and Erg-deficient proB (Rescue proB) and preB (Rescue preB) cells in *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^;*IgH*^*VH10tar/+*^mice that develop with a functionally rearranged *Igh* allele as shown. The asterisk (*) indicates Erg binding to the promoter region (shaded blue) of *Ebf1* and *Pax5*. Erg binding to intragenic enhancer regions of *Pax5* (shaded pink) with intron number as indicated. The delta (Δ) indicates Pax5 binding to *Erg* promoter region. Ebf1 and Pax5 binding to *Erg* intragenic enhancer regions (shaded pink) with intron number as indicated (see also Supplementary Fig. 4b). **d** Western blot for Erg, Ebf1, Pax5 and β-actin in *Rag1Cre*^*T/+*^*, C57BL/6* and *Erg*^*fl/fl*^ proB and *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^ pre–proB cells (two samples of each genotype are shown). Representative of two independent experiments. **e** Single-cell RNA-seq analysis (3297 cells, GSE114793) showing t-distributed stochastic neighbour embedding (tSNE) plots of CLP, pre–proB and CD19^+^ proB and preB populations demonstrating the imputed expression of *Erg*, *Ebf1* and *Pax5* in single cells in the B lineage trajectory (see also Supplementary Fig. 5). Source data are provided in the Source data file.

*Ebf1* and *Pax5* are critical for B lineage specification^5^ and maintenance^36,37^ and act co-operatively to regulate a gene network in early B-cell fates^9^. 

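*Vpreb1* and *Igll1*, which encode the surrogate light chain of the pre-BCR, lie near each other on chromosome 16 of GRCm38, *Igll1* from 16860671 to 16863985 and *Vpreb1* from 16868401 to 16869255. *Vpreb1* fell from 188 and 64.4 CPM in the 2 *Erg* fl/fl pre–proB libraries to 0.875 and 1.61 in the 2 *Rag1Cre* T/+;*Erg*Δ/Δ libraries, with a log2 fold change of -6.68 (standard error 0.715, adjusted p = 0.0178 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Igll1* fell from 249 and 84.7 to 1.44 and 2.45, with a log2 fold change of -6.44 (standard error 0.684, adjusted p = 0.0178 from the same edgeR test). Both were lower in both *Rag1Cre* T/+;*Erg*Δ/Δ libraries than in either *Erg* fl/fl library. Their adjusted p stayed below 0.05 in 12 of 16 alternatives and rose above it with limma-voom, with robust quasi-likelihood estimation and in edgeR without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 1 or replicate 2. Over the alternatives that of *Vpreb1* ranged from 1.77e-11 to 0.325, at 0.180 without replicate 1 and 0.159 without replicate 2.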

Because we observed with the loss of *Erg,* reduced expression of several critical B lineage genes previously identified to be controlled by *Ebf1* and/or *Pax5*, for example *CD19*, *Vpreb1*, and *Igll1* (Fig. 4a), we speculated that Erg may play an important role in regulating the expression of these two essential transcription factors and their targets. To determine if Erg bound *Ebf1* and/or *Pax5* gene regulatory regions and directly regulated their expression, we undertook ChIP-seq analysis in wild-type proB cells and ATAC-seq to assess locus accessibility at the *Ebf1* and *Pax5* loci in the absence of *Erg* in *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ pre–proB cells and proB and preB cells rescued with the *IgH*^*VH10tar*^ knock-in allele. This demonstrated direct Erg binding to the proximal (β) promoter region of *Ebf1*^38^ as well as to the *Pax5* promoter and *Pax5* lymphoid-specific intron 5 enhancer^12^ (Fig. 4c*,* Supplementary Fig. 4b). Direct Erg binding to these regulatory regions together with the absence of *Ebf1*and *Pax5* transcription in *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ pre–proB cells and the loss of Ebf1 and Pax5 protein in *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ by western blot (Fig. 4d), demonstrated that Erg was a direct transcriptional regulator of *Ebf1* and *Pax5*. 

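*Ebf1* (Entrez Gene 13591, chromosome 11, 44618100 to 45008096) and *Pax5* (Entrez Gene 18507, chromosome 4, 44524748 to 44710694) were measured in the same pre–proB libraries. *Ebf1* was at 59.1 and 21.3 CPM in *Erg* fl/fl cells and 0.437 and 0.516 in *Rag1Cre* T/+;*Erg*Δ/Δ cells, where 15 counts remained over both libraries. Its log2 fold change was -6.39 (standard error 0.702, adjusted p = 0.0178 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pax5* was at 26.8 and 7.78 CPM in *Erg* fl/fl and 0.437 and 0.0646 in *Rag1Cre* T/+;*Erg*Δ/Δ cells, or 8 counts against 546, with a log2 fold change of -6.06 (standard error 0.883, adjusted p = 0.0356 from edgeR). Of the *Erg* fl/fl mean, 1.19% of *Ebf1* and 1.45% of *Pax5* remained, in counts that cannot separate low transcription in many cells from transcription in few cells. Over 14 alternatives the adjusted p of *Ebf1* ranged from 3.46e-11 to 0.315 and that of *Pax5* from 0.000541 to 0.365. Both rose above 0.05 with limma-voom and robust quasi-likelihood estimation, without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 1 (0.180 and 0.207 in edgeR) and without replicate 2 (0.165 and 0.230), and *Pax5* also with edgeR's version 4 quasi-likelihood method (0.0732). Neither gene passed the filter when *Erg* fl/fl replicate 1 or replicate 2 was left out. The paper reasons from this loss of transcript, the loss of both proteins on the western blot and the binding of Erg at the promoters and the *Pax5* intron 5 enhancer that Erg regulates both genes directly.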

Importantly, the loss of *Ebf1* and *Pax5* expression occurred while expression of other known regulators of *Ebf1* expression, namely, *Foxo1*, *Spi1, Tcf3* and *Ikzf1* were maintained (Supplementary Fig. 4a), and both *Ebf1* and *Pax5* loci remained accessible by ATAC-seq in *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ pre–proB cells (Fig. 4c). 

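*Spi1* (Entrez Gene 20375, chromosome 2, 91082374 to 91115759) was at 47.4 and 54.3 CPM in the *Erg* fl/fl and 54.9 and 55.4 in the *Rag1Cre* T/+;*Erg*Δ/Δ pre–proB libraries, a log2 fold change of 0.10 (standard error 0.0782, adjusted p = 0.642 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ikzf1* (Entrez Gene 22778, chromosome 11, 11684962 to 11772930) was at 751 and 803 CPM in *Erg* fl/fl and 805 and 862 in *Rag1Cre* T/+;*Erg*Δ/Δ cells, a log2 fold change of 0.09 (standard error 0.0724, adjusted p = 0.669 from edgeR). Neither difference was past the threshold under any of 16 alternatives, DESeq2 and limma-voom included. The pre–proB libraries also held abundant RNA of genes of plasmacytoid dendritic cells. *Siglech* was at 3856 and 3825 CPM in the *Erg* fl/fl pre–proB and 46.5 and 56.5 in the proB libraries. Unchanged levels in the sorted populations therefore cannot show that *Spi1* and *Ikzf1* were maintained in the B-lineage cells among them. *Foxo1* (Entrez Gene 56458, chromosome 3, 52268337 to 52350109) was lower, at 132 and 104 CPM in *Erg* fl/fl and 85.7 and 89.4 in *Rag1Cre* T/+;*Erg*Δ/Δ cells, 74.1% of the *Erg* fl/fl mean, but not past the threshold, with a log2 fold change of -0.44 (standard error 0.120, adjusted p = 0.175 from edgeR). *Tcf3* (Entrez Gene 21423, chromosome 10, 80409541 to 80433976) went from 239 and 193 to 154 and 148, 69.9% of the *Erg* fl/fl mean, with a log2 fold change of -0.53 (standard error 0.111, adjusted p = 0.0869 from edgeR). *Foxo1* passed the threshold with DESeq2 (adjusted p = 0.0426), and *Tcf3* with DESeq2 (0.00108) and in edgeR with all 8 libraries in the fit (0.0223). With single libraries left out the log2 fold changes ranged from -0.63 to -0.25 for *Foxo1* and from -0.70 to -0.36 for *Tcf3*.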

Reinforcing the observation that Erg, Ebf1 and Pax5 may form a co-ordinated transcriptional network, the *Erg* promoter region was directly bound by Pax5, and the *Erg* enhancer region was bound by Pax5 and Ebf1 (Fig. 4c).

To better understand the roles of Erg, Ebf1 and Pax5 in the B-cell lineage trajectory, single-cell RNA-seq of CLP, pre–proB and CD19^+^ proB and preB populations was examined (GSE 114793, Fig. 4e). Consistent with our other analysis (Fig. 1b), an increase in *Erg* expression in CLPs, pre–proB and proB cells was observed (Fig. 4e) with the identity of proB and preB populations confirmed with analysis of additional B lineage genes (Supplementary Fig. 5). Importantly, *Erg* expression preceded the expression of *Ebf1* and *Pax5* in the B lineage trajectory, with *Ebf1* and *Pax5* expression increasing during the later proB and preB stages. Taken together, this data strongly supported an apical role for Erg in initiating *Ebf1* and *Pax5* expression during early B-cell development.

### An *Erg*, *Ebf1* and *Pax5* co-dependent gene regulatory network

As we observed Ebf1 and Pax5 binding to *cis*-regulatory regions of the *Erg* locus (Fig. 4c), we determined whether Ebf1 and Pax5 could regulate *Erg* gene expression in B-cell progenitors by examining a publicly available dataset in which *Ebf1* (*Ebf1*^Δ/Δ^) or *Pax5* (*Pax5*^Δ/Δ^) had been deleted (Fig. 5a). Deletion of either *Ebf1* or *Pax5* resulted in reduced *Erg* expression (Fig. 5b), with Ebf1 appearing to be the stronger influence. We next compared gene expression changes in *Ebf1*^Δ/Δ^ pre–proB cells and *Pax5*^Δ/Δ^ proB cells to those genes regulated by Erg in pre–proB cells. As would be predicted if Erg, Ebf1 and Pax5 were components of a co-dependent gene regulatory network, this analysis showed a highly significant correlation in gene expression changes observed with *Ebf1* or *Pax5* deletion in pre–proB and proB cells and those observed with *Erg* deletion in pre–proB cells. This was noted for downregulated genes in Erg, Ebf1 and Pax5 deficient cells in particular (Fig. 5c).

**Fig. 5:**
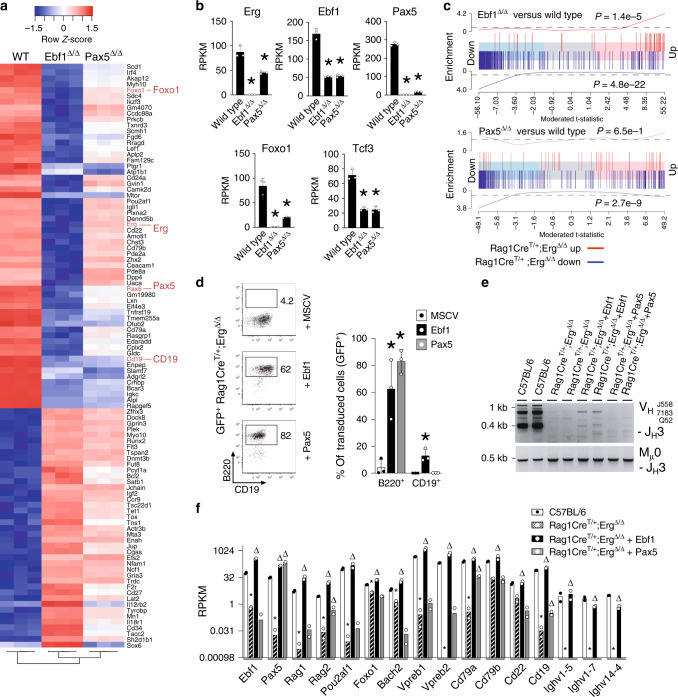
Gene expression in *Ebf1*- and *Pax5*-deficient cells and rescue of *Erg*-deficient pre–proB cells. **a** Heatmap of top 100 most variable genes in wild-type (WT, *n* = 3) proB, *Ebf*^Δ/Δ^ (*n* = 3) pre–proB, *Pax5*^Δ/Δ^ (*n* = 3) proB cells with hierarchical clustering applied. **b** Expression of *Erg*, *Ebf1, Pax5*, *Foxo1* and *Tcf3* in wild-type (*n* = 3), *Ebf1*^Δ/Δ^ (*n* = 3) and *Pax5*^Δ/Δ^ (*n* = 3) cells (RPKM, mean ± SD shown). *Compared with wild type by the Student’s two-tailed unpaired *t* test, *Erg* expression: *P* = 2.56e−4 and 4.65e−3; *Ebf1* expression: *P* = 1.28e−4 and 1.48e−4; *Pax5* expression: *P* = 1.32e−6 and 1.68e−6; *Foxo1* expression: *P* = 7.46e−4 and 2.09e−3; and *Tcf3* expression: *P* = 5.01e−4 and 6.85e−4 in *Ebf1*^Δ/Δ^ and *Pax5*^Δ/Δ^ cells respectively. **c** Barcode enrichment plots depicting strongly associated gene expression signatures of down (vertical blue bars) and up (vertical red bars) regulated genes in *Rag1Cre*^*T/+*^*;Erg*^Δ/Δ^ pre–proB cells compared with *Ebf1*^Δ/Δ^ pre–proB (top) and *Pax5*^Δ/Δ^ proB (bottom) cells. Genes are ordered (from left to right) as most downregulated to most upregulated in *Ebf1*^Δ/Δ^ or *Pax5*^Δ/Δ^ cells. X-axis: moderated t-statistic in *Ebf1*^Δ/Δ^ or *Pax5*^Δ/Δ^ versus wild-type. A camera gene set test^55^ confirmed the correlation, *P* values are shown for up- and downregulated genes. **d** Representative flow cytometry plots and percentage (Mean ± SD) of GFP^+^ B220^+^ and CD19^+^ cells from lineage-negative *Rag1Cre*^*T/+*^*;Erg*^Δ/Δ^ BM transduced with MSCV control (*n* = 3), MSCV-Ebf1 (*n* = 3) or MSCV-Pax5 (*n* = 3) GFP^+^ retroviruses cultured on OP9 stromal cells with IL-7, SCF and Flt3-ligand. *P_*adj*_ = 1.14e−2 for MSCV-Ebf1 and 2.20e−4 for MSCV-Pax5 (GFP^+^B220^+^), and 8.86e−3 for MSCV-Ebf1 (GFP^+^CD19^+^), Student’s two-tailed unpaired *t* test with Holm’s modification for multiple testing, compared with MSCV. **e** V_H_-to-DJ_H_ recombination of V_H_J558, V_H_7183, V_H_Q52 segments (top panel) with Mu0 loading controls (bottom panel) in B220^+^-enriched lineage−negative C57BL/6 (*n* = 2), *Rag1Cre*^*T/+*^*;Erg*^Δ/Δ^ (*n* = 2), and *Rag1Cre*^*T/+*^*;Erg*^Δ/Δ^ BM transduced with MSCV-Ebf1 (*n* = 2) or MSCV-Pax5 (*n* = 2) retroviruses. **f** Expression of selected B-cell genes (RPKM) by RNA-seq in B220^+^ C57BL/6 proB cells (*n* = 2), *Rag1Cre*^*T/+*^*;Erg*^Δ/Δ^ pre–proB cells (*n* = 2), and *Rag1Cre*^*T/+*^*;Erg*^Δ/Δ^ cells transduced with MSCV-Ebf1 (*n* = 2) or MSCV-Pax5 (*n* = 2) retroviruses. Limma two-sided adjusted *P* value: *P_*adj*_ < 0.05 compared with C57BL/6; ^Δ^*P*_*adj*_ < 0.05 compared with *Rag1Cre*^*T/+*^*;Erg*^Δ/Δ^. See Source data file for individual *P*_*adj*_ values. *n* number of biologically independent samples. Source data are provided in the Source data file.

Finally, to confirm that Ebf1 and Pax5 were transcriptional regulators downstream of Erg, transduction of *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ pre–proB cells with MSCV-driven constructs for constitutive overexpression of *Ebf1* and *Pax5* was performed. This experiment demonstrated rescue of B220 expression with *Ebf1* or *Pax5* overexpression in Erg deficient cells (Fig. 5d). Notably, partial rescue of CD19 expression and V_H_-to-DJ_H_ recombination was observed with *Ebf1* overexpression, while no rescue was observed with *Pax5* overexpression (Fig. 5d, e). RNA-seq analysis of *Erg*-deficient cells transduced with *Ebf1* or *Pax5* expression vectors demonstrated *Ebf1* overexpression could rescue the expression of several target genes of the transcriptional network including *Pax5* itself, genes involved in pre-BCR signalling (such as *Vpreb1*, *Vpreb2, CD79a, CD79b, CD22 and CD19*), genes involved in V-to-DJ_H_ recombination (such as *Rag1*, *Rag2*), as well as transcription from the *Igh* locus (*Ighv1-5*, *Ighv1-7*, *Ighv1-4*). In the absence of *Ebf1*, *Pax5* overexpression alone induced the expression of a much more limited set of these target genes (Fig. 5f). Therefore these data suggest that *Pax5* lies downstream of *Ebf1* and supports the model where Ebf1 facilitates the role of Pax5 in B-cell development^11^. These findings were also in keeping with a hierarchical model of Erg, Ebf1 and Pax5 forming a co-dependent transcriptional network that co-regulate critical target genes required for V_H_-to-DJ_H_ recombination and pre-BCR signaling.

### Erg co-binds common Ebf1 and Pax5 target genes

Because expression of multiple B-cell genes were deregulated in *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ pre–proB cells, including those to which Ebf1 and Pax5 had been shown to directly bind and regulate, we investigated the possibility that Erg co-bound common target genes to reinforce the Ebf1 and Pax5 gene network using a genome-wide motif analysis of Erg DNA-binding sites in proB cells. As expected, the most highly enriched motif underlying Erg binding was the ETS motif. However, significant enrichment of *Ebf1-, E2A-, Pax5*- and *Foxo1*-binding motifs were also identified within 50 bp of Erg-binding sites (Fig. 6a), suggesting that Erg acts co-operatively with other transcription factors to regulate target gene expression in a co-dependent gene network. Analysis of the binding of each of Erg, Ebf1 and Pax5 to regulatory regions of genes that were differentially expressed in *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ pre–proB cells was then undertaken. This analysis identified significant overlap of Erg-, Ebf1- and Pax5-binding sites within 5 kb of the transcriptional start site (TSS) of genes differentially expressed in *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ pre–proB cells compared with control pre–proB cells (Fig. 6b). Taken together, these data provided further compelling evidence for a gene regulatory network in which Erg is required for initiating and maintaining expression of *Ebf1* and *Pax5* from the pre–proB cell stage of development, as well as reinforcing expression of target genes within the network by co-operative binding and co-regulation of target genes with Ebf1 and Pax5.

**Fig. 6:**
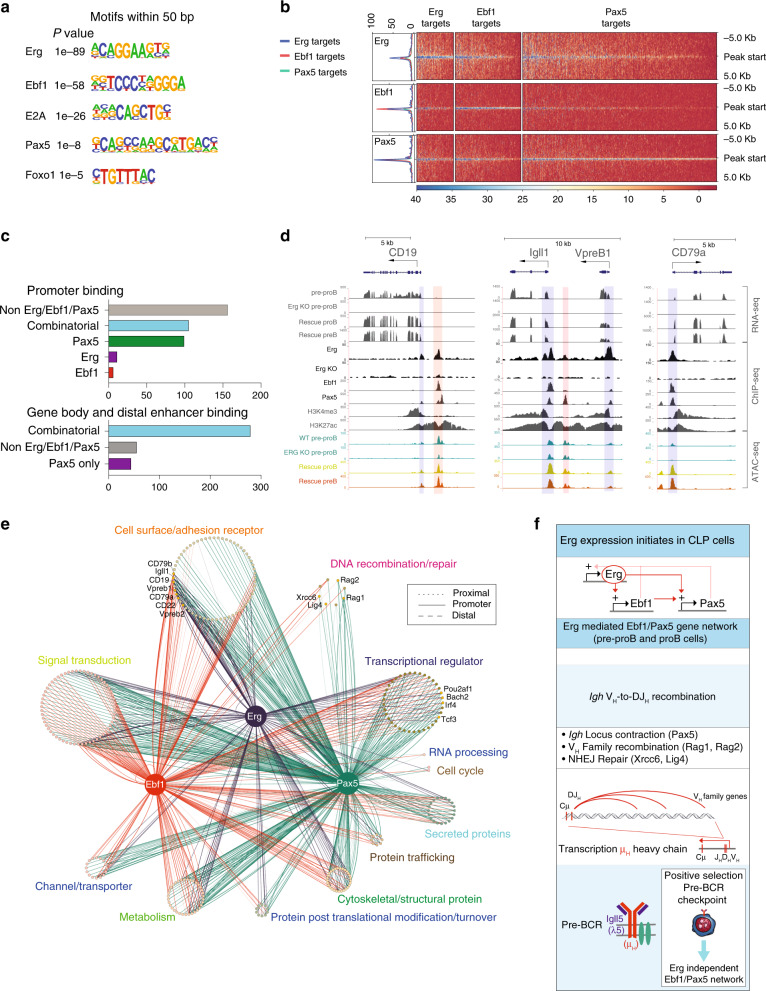
The Erg-mediated Ebf1 and Pax5 gene regulatory network. **a** Whole genome HOMER motif discovery underlying Erg bound regions in proB cells. **b** Heatmap of Erg, Ebf1 and Pax5 binding to differentially expressed genes in *Rag1Cre*^*T/+*^*;Erg*^*Δ/Δ*^ pre–proB cells centred around the transcriptional start site (TSS) ±5.0 kB (see Supplementary Data 2 for all annotated ChIP binding sites). **c** Erg, Ebf1 and Pax5 binding to annotated regions of genes differentially expressed between *Rag1Cre*^*T/+*^*;Erg*^*Δ/Δ*^ and *Erg*^*fl/fl*^ pre–proB cells. **d** RNA-seq gene expression at *CD19, Igll1, VpreB1* and *CD79a* loci, with ChIP-seq of Erg, Ebf1, and Pax5 binding, H3K4me3 promoter mark, H3K27ac promoter and enhancer mark in wild-type proB cells, and ATAC-seq of *Erg*^*fl/fl*^ pre–proB cells, *Rag1Cre*^*T/+*^*;Erg*^*Δ/Δ*^ pre–proB (Erg KO pre–proB), and Erg-deficient proB (Rescue proB) and preB (Rescue preB) cells in *Rag1Cre*^*T/+*^*;Erg*^*Δ/Δ*^*;IgH*^*VH10tar/+*^mice rescued with a functionally rearranged *Igh* allele. Erg, Ebf1 and/or Pax5 binding promoters (blue shading). Erg, Ebf1 and/or Pax5 binding to enhancer regions (pink shading). **e** The Erg-dependent Ebf1 and Pax5 transcriptional network in proB cells with binding of each transcription factor shown to annotated promoter, proximal and distal gene regions of differentially expressed genes in *Rag1Cre*^*T/+*^*;Erg*^*Δ/Δ*^ pre–proB cells (full list in Supplementary Data 2). **f** Summary of the Erg-dependent Ebf1 and Pax5 transcriptional network in V_H_-to-DJ_H_ recombination and pre-BCR formation.

To further delineate the directly regulated target genes in an Erg-dependent Ebf1 and Pax5 transcriptional network, we undertook mapping of ChIP-seq binding of Erg, Ebf1 and Pax5 to Erg-dependent genes at the pre–proB cell stage of development. The majority of these target genes demonstrated direct combinatorial binding of Erg, Ebf1 and/or Pax5 to annotated promoter regions, gene body enhancer/putative enhancer regions or putative distal enhancer regions of these genes (Fig. 6c). Detailed examination of several key target genes for which expression was completely dependent on Erg in pre–proB cells identified direct binding of Erg to the promoter and enhancer regions for several pre-BCR components, including *CD19*, *Igll1, Vpreb1* and *CD79a*. This occurred with co-ordinate binding of Ebf1 and Pax5 to the regulatory regions of these genes^15^ (Fig. 6d). In addition, indirect regulation by Erg at the *Rag1/Rag2* locus was also identified, with downregulation of expression of transcription factors that bind and regulate the *Rag2* promoter such *Pax5*, *Lef1* and *c-Myb* in *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ pre–proB cells (Fig. 4b)^39^, as well as direct binding of Erg to the conserved B-cell specific *Erag* enhancer^40^ (Supplementary Fig. 4a, b). 

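For *CD79a* (Entrez Gene 12518, chromosome 7, 24897497 to 24901858), the pre–proB libraries gave 169 and 60.0 CPM in *Erg* fl/fl and 2.56 and 4.39 in *Rag1Cre* T/+;*Erg*Δ/Δ mice, a log2 fold change of -5.06 (standard error 0.599, adjusted p = 0.0214 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Rag1Cre* T/+;*Erg*Δ/Δ cells 3.04% of the *Erg* fl/fl mean remained for *CD79a*, 1.17% for *Igll1* and 0.985% for *Vpreb1*. None of the 3 genes was at 0 in either *Rag1Cre* T/+;*Erg*Δ/Δ library, their counts over both libraries ranging from 39 for *Vpreb1* to 109 for *CD79a*. *Vpreb3* (Entrez Gene 22364, chromosome 10, 75943024 to 75949657) kept 1.46%, with a log2 fold change of -6.11 (standard error 0.682, adjusted p = 0.0182 from edgeR). The 2 *Erg* fl/fl libraries differed for each of these genes, replicate 1 holding between 2.80 times (*Vpreb3*) and 2.94 times (*Igll1*) the level of replicate 2. For *CD79a* and *Vpreb3* the adjusted p rose above 0.05 with limma-voom, with robust quasi-likelihood estimation, without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 1 (0.192 and 0.182 in edgeR) and without replicate 2 (0.165 and 0.165). Over the alternatives it ranged from 1.52e-07 to 0.346 for *CD79a* and from 9.04e-12 to 0.330 for *Vpreb3*.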

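*Lef1* (Entrez Gene 16842, chromosome 3, 131110297 to 131224357) fell from 54.1 and 20.9 CPM in the *Erg* fl/fl pre–proB libraries to 1.40 ± 0.147 (SD, n = 2) in the *Rag1Cre* T/+;*Erg*Δ/Δ libraries, a log2 fold change of -4.75 (standard error 0.552, adjusted p = 0.0203 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p ranged from 2.40e-08 to 0.317 over 16 alternatives and rose above 0.05 with limma-voom, robust quasi-likelihood estimation, without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 1 (0.182 in edgeR) and without replicate 2 (0.167). *Myb*, which encodes c-Myb (Entrez Gene 17863, chromosome 10, 21124930 to 21160984), went from 417 and 322 to 259 and 235 CPM. Both *Rag1Cre* T/+;*Erg*Δ/Δ libraries lay below both *Erg* fl/fl libraries, but its log2 fold change of -0.59 (standard error 0.132, adjusted p = 0.104 from edgeR) was not past the threshold. It passed with DESeq2 (adjusted p = 0.000533), with all 8 libraries in the fit (0.0307), with the replicate block (0.0405) and without *Erg* fl/fl replicate 2 (0.00241), over alternatives that ranged from 0.000533 to 0.392.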

Importantly, the loss of *Rag1* and *Rag2* expression in *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ pre–proB cells occurred while expression of *Foxo1*, a positive regulator of the locus^41^ was relatively maintained (Supplementary Fig. 4a).

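*Rag1* (Entrez Gene 19373, chromosome 2, 101638252 to 101649532 in GRCm38) and its neighbour *Rag2* (Entrez Gene 19374, chromosome 2, 101624712 to 101632528) were both lower. *Rag1* was at 283 and 120.2 CPM in *Erg* fl/fl and 8.00 and 8.46 in *Rag1Cre* T/+;*Erg*Δ/Δ pre–proB cells, with a log2 fold change of -4.63 (standard error 0.448, adjusted p = 0.0178 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Rag2* was at 43.6 and 18.8 CPM in *Erg* fl/fl and 3.25 and 2.71 in *Rag1Cre* T/+;*Erg*Δ/Δ cells, with a log2 fold change of -3.40 (standard error 0.436, adjusted p = 0.0241 from edgeR). Of the *Erg* fl/fl mean, 4.08% of *Rag1* and 9.55% of *Rag2* remained. The *Rag1Cre* T/+;*Erg*Δ/Δ mice carry *Rag1Cre* and the *Erg* fl/fl mice do not. The paper reports that lymphoid development was normal in mice with *Rag1Cre* alone (Supplementary Fig. 2a). The libraries did not include such mice, so an effect of *Rag1Cre* on *Rag1* and *Rag2* RNA cannot be separated from that of *Erg* in them. In a separate experiment (Fig. 5f), not analysed here, the paper reports that *Ebf1* overexpression could rescue *Rag1* and *Rag2*. The cells of that experiment were *Rag1Cre* T/+;*Erg*Δ/Δ and so carried *Rag1Cre* as well. For both genes the adjusted p rose above 0.05 with limma-voom (0.0704 and 0.188), with robust quasi-likelihood estimation, without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 1 (0.155 and 0.195 in edgeR) and without replicate 2 (0.151 and 0.187). It ranged over the alternatives from 5.57e-12 to 0.299 for *Rag1* and from 1.33e-06 to 0.316 for *Rag2*.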

An Erg-Ebf1-Pax5 mediated gene regulatory network was then mapped using each target gene, expression of which was perturbed in *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ pre–proB cells, and that was directly bound by Erg, Ebf1 and/or Pax5 at promoter, proximal or distal gene regions, to provide a comprehensive representation of this gene network (Fig. 6e). This highlights the interdependent roles of these transcription factors in multiple cellular processes required for B lymphopoiesis.

An important observation arising from our data was that the B-lymphoid developmental block arising in *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ pre–proB cells could be overcome with the provision of a rearranged functional *Igh* VH10tar allele. This suggested that once the pre-BCR checkpoint was bypassed, *Erg* was no longer critical for further B-cell development and function, including V_L_J_L_ recombination of the *Igl* and BCR formation (Fig. 3c, d). Indeed, beyond the pre-BCR checkpoint, re-emergence of *Ebf1* and *Pax5* expression occurred (Fig. 4c) as well as expression of target genes of the *Ebf1* and *Pax5* network (Fig. 6d*,* Supplementary Fig. 4a) in Erg-deficient *Rag1Cre*^T/+^;*Erg*^Δ/Δ^;*IgH*^VH10tar/+^ proB and preB cells rescued with a VH10tar allele. This was in keeping with the expression pattern of *Erg* in the B lineage trajectory (Figs. 1b–d and 4e) and defines the role of Erg as an exquisitely stage-specific regulator of early B-cell development.

## Discussion

In this study we explored the role of the transcription factor Erg in B lymphopoiesis. Our studies suggest that *Erg* expression from the CLP stage of development initiates a transcriptional network comprised of Erg, Ebf1 and Pax5 in pre–proB and proB cells to regulate V_H_-to-DJ_H_ *Igh* recombination and pre-BCR signaling (Fig. 1b, Fig. 4e).

This important role for Erg in B-cell development was demonstrated in mice in which *Erg* had been deleted throughout lymphopoiesis, which exhibited a developmental block at the pre–proB cell stage that was associated with profound defects in V_H_-to-DJ_H_ recombination, *Igh* locus organisation and transcriptional changes in multiple B-cell genes, including loss of expression of *Ebf1*, and *Pax5*. Combining RNA-seq, ChIP-seq and gene complementation studies, we were able to define a co-dependent transcriptional network between Erg, Ebf1 and Pax5, with direct Erg binding to the proximal (β) *Ebf1* promoter, to which Pax5, Ets1 and Pu.1 also co-operatively bind^38^, as well as Erg binding to the *Pax5* promoter and potent intron 5 enhancer region, two critical regulatory elements required for correct transcriptional initiation of *Pax5* in early B-cell development^12^. These data support a model (Fig. 6f) in which increased *Erg* expression from CLPs is required to initiate and maintain *Ebf1* and *Pax5* expression in pre–proB cells and proB cells, to establish an inter-dependent B-lymphoid gene regulatory network.

Together Erg, Ebf1 and Pax5 directly co-regulated the expression of multiple genes that had previously been identified as direct transcriptional targets of Ebf1 and Pax5 (Fig. 6c–e). Direct Erg binding to promoters of the pre-BCR signalling complex genes such as *Igll1*, *VpreB* and *CD79a*, establish Erg as a transcriptional regulator of target genes in this network. In addition to *Rag1* and *Rag2*, we also identified network regulation of expression of *Xrcc6*, the gene encoding the Ku70 subunit of DNA-dependent protein kinase holoenzyme (DNA-PK) that binds DNA double strand breaks during V(D)J recombination^42^, and *Lig4*, encoding the XRCC4-associated DNA-ligase that is required for DNA-end joining during V(D)J recombination^43^ (Supplementary Fig. 4a, b). Along with direct Erg promotion of expression of *Pax5*, a structural regulator of the *Igh* locus, these findings are sufficient to explain the *Rag1Cre*^T/+^;*Erg*^Δ/Δ^ phenotype in which V_H_-to-DJ_H_ recombination was lost. Together with loss of expression of components of the pre-BCR complex, we can conclude B-cell development was blocked as a consequence of *Erg* deletion due to the collapse of the Erg-mediated transcriptional network.

Importantly, re-emergence of *Ebf1* and *Pax5* expression beyond the pre-BCR checkpoint in *Igh*-rescued *Rag1Cre*^*T/+*^;*Erg*^*Δ/Δ*^;*IgH*^*VH10tar/+*^ proB and preB cells was observed, along with expression of target genes of Ebf1 and Pax5. This demonstrates that Erg is a stage-specific regulator of early B-cell development, with emergence of an Erg-independent Ebf1 and Pax5 gene network during the later stages of B-cell development, once clones have transitioned through the pre-BCR checkpoint. This would allow IgL chain V_L_ to J_L_ recombination and BCR formation to proceed in preB cells in which endogenous *Erg* expression is also reduced (Figs. 1b, c and  4e). The transcriptional regulators of *Ebf1* and *Pax5* expression during these later stages of B-cell development remain to be defined.

*Erg,* however, is critical for initiating and maintaining *Ebf1* and *Pax5* expression in pre–proB and proB cells (Fig. 4e), orchestrating a transcriptional network required for early B-cell development. In this role, Erg not only co-ordinates the transcriptional functions of Ebf1 and Pax5, but also directly binds and activates critical target genes required for transition through the pre-BCR checkpoint.

## Methods

### Mice

Mice carrying the *Erg*^tm1a(KOMP)wtsi^ knock-first reporter allele^44^ (*Erg*^*KI*^, KOMP Knockout Mouse Project) were generated by gene targeting in ES cells. Mice with a conditional *Erg* knockout allele (*Erg*^*fl*^) from which the IRES-LacZ cassette was excised were generated by interbreeding *Erg*^*KI*^ mice with *Flpe* transgenic mice^45^. *Rag1Cre* mice^46^, in which Cre recombinase is expressed during lymphopoiesis from the CLP stage^22^, were interbred with *Erg*^*fl*^ mice to generate mice lacking *Erg* in lymphopoiesis (*Rag1Cre*^T/+^;*Erg*^Δ/Δ^) and *Rag1Cre*^+/+^;*Erg*^fl/fl^ (*Erg*^*fl/fl*^) controls. Mice carrying the rearranged immunoglobulin heavy chain *IgH*^*VH10tar*^ allele^47^ were a gift from Professor Robert Brink. The cEμ^Δ/Δ^ and μΑ^Δ/Δ^ mice were generated by the MAGEC laboratory (Walter and Eliza Hall Institute of Medical Research)^48^ on a C57BL/6J background. To generate cEμ^Δ^ mice, 20 ng/μl of Cas9 mRNA, 10 ng/μl of sgRNA (GTTGAGGATTCAGCCGAAAC and ATGTTGAGTTGGAGTCAAGA) and 40 ng/μl of oligo donor (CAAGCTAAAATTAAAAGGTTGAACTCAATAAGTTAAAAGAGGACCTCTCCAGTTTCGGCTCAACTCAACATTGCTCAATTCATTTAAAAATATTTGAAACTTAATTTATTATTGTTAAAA) were injected into the cytoplasm of fertilised one-cell stage embryos. To generate μΑ^Δ^ mice, 20 ng/μl of Cas9 mRNA, 10 ng/μl of sgRNA (GAACACCTGCAGCAGCTGGC) and 40 ng/μl of oligo donor (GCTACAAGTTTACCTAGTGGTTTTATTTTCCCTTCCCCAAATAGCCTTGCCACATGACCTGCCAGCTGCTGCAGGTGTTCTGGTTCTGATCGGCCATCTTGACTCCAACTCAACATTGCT) were injected into the cytoplasm of fertilized one-cell stage embryos. Twenty-four hours later, two-cell stage embryos were transferred into the oviducts of pseudo-pregnant female mice. Viable offspring were genotyped by next-generation sequencing. Non-commercial unique materials are subject to Materials Transfer Agreements. Mice were co-housed in a barrier facility and analysed from 6 to 18 weeks of age. Male and female mice were used. The primers and PCR conditions used for genotyping are provided in Supplementary Table 3. This study was performed in accordance with the Australian Code for the Care and Use of Animals for Scientific Purposes, published by the Australian National Health and Medical Research Council. Euthanasia was performed by CO_2_ induction or cervical dislocation. Experimental procedures were approved by the Walter and Eliza Hall Institute of Medical Research Animal Ethics Committee.

### Primary cell culture

B-cell progenitors were obtained from bone marrow that was lineage depleted using biotinylated Ter119, Mac1, Gr1, CD3, CD4, and CD8 antibodies, anti-biotin microbeads and LS columns (Miltenyi Biotec) and cultured on OP9 stromal cells in Iscove’s Modified Dulbecco’s Medium (Gibco, Invitrogen) supplemented with 10% (v/v) foetal calf serum (Gibco, Invitrogen), 50 μM β-mercaptoethanol as well as murine interleukin-7 (10 ng/mL) at 37 °C in 10% CO_2_ for 7 days. Splenic B cells were purified by negative selection using a B-cell isolation kit (Miltenyi Biotec)^49^ and purity was confirmed by flow cytometry prior to labelling with Cell Trace Violet (CTV; Life technologies) as per the manufacturer’s instructions. Labelled cells were seeded at 5 × 10^4^ cells per well and cultured for 90 h.

### Haematology

Blood was collected into tubes containing EDTA (Sarstedt) and analysed on an Advia 2120 analyser (Bayer).

### Flow cytometry

Single-cell suspensions from bone marrow, lymph node or spleen were prepared in balanced salt solution (BSS-CS: 0.15 M NaCl, 4 mM KCl, 2 mM CaCl_2_, 1 mM MgSO_4_, 1 mM KH_2_PO_4_, 0.8 mM K_2_HPO_4_, and 15 mM HEPES supplemented with 2% [vol/vol] bovine calf serum). Analysis of blood was performed after erythrocyte lysis in buffered 156 mM NH_4_Cl. Staining was performed using biotinylated or fluorochrome-conjugated antibodies specific for murine antigens Ter119 (Ly-76), CD41 (MWReg30), Gr1 (Ly6G and Ly6C), Mac1 (CD11b), NK1.1, CD11c (N418), CD45R/B220 (RA3-6B2), CD19 (1D3), CD3 (17A2), CD4 (GK1.5), CD8a (53.6.7), Sca1 (Ly6A/E, D7), cKit (CD117, ACK4 or 2B8), CD150 (TC15-12F12.2), CD105 (MJ7/18), CD16/32 (24G2), CD127 (A7R34), CD135 (A2F10), Ly6D (49-H4), CD21/CD35 (7G6), CD23 (B3B4), CD93 (AA4.1), CD24 (M1/69), CD43 (S7), CD45.2 (S450-15-2), CD45.1 (A20), IgM^b^ (AF6-78), IgD (11-26 c.2a), CD138 (281.2), IgG1 (X56), CD25 (3C7), CD44 (IM7). Secondary staining used streptavidin PE-Texas-Red (Invitrogen). See Supplementary Table 4 for antibody dilutions and catalogue numbers for commercial antibodies. FACS-Gal analysis was performed using warm hypotonic loading of fluorescein di β-D-galactopyranoside (Molecular Probes) on single cells^50^ followed by immunophenotyping using relevant surface antigens as defined in Supplementary Table 1. Cells were analysed using a LSR II or FACS Canto flow cytometer (Becton Dickinson) or sorted using a FACSAria II (Becton Dickinson) flow cytometer after antibody staining and lineage selection or depletion using anti-biotin beads and LS columns (Miltenyi Biotec). Data were analysed using FlowJo software (Version 8.8.7, Tree Star).

### Splenic B-cell culture

Purified and CTV labelled splenic B cells were cultured with either AffiniPure F(ab’)_2_ Fragment Goat Anti-Mouse IgM µ Chain Specific (20 μg/ml; Jackson Immunoresearch), CD40L (produced in-house^51^) supplemented with IL4 (10 ng/ml; R&D systems) and IL5 (5 ng/ml; R&D systems) to assess T-cell dependent responses, or LPS (25 ug/ml; Difco) to assess T-cell independent responses, and analysed by flow cytometry.

### Analysis of publicly available RNA-seq datasets

FASTQ files containing RNA-seq profiles of pre–proB cells from Ebf1^Δ/Δ^ (GSM2879293, GSM2879294, GSM2879295), pro-B cells from Pax5^Δ/Δ^ (GSM2879296, GSM2879297, GSM2879298) and control populations from wild-type mice (GSM2879299, GSM2879300, GSM2879301). Reads were aligned to the mm10 genome using Rsubread’s align function and read counts were summarised at the gene level as for the primary samples (See Supplementary Methods)^52^. Genes were filtered from downstream analysis using edgeR’s filterByExpr function and library sizes were TMM normalised. Counts were transformed to log2-CPM and the mean-variance relationship estimated using the *voom* function in limma^53^. Heatmaps were generated using heatmap.2 function in gplots. Genes were tested for differential expression using linear modelling in limma 3.38.2^54^. Gene set testing was performed using *camera*^55^ and barcode plots were generated with limma.

For single cell RNA-seq analysis raw counts corresponding to single-cell RNA-seq of wild-type mouse CLPs, pre–proB and CD19^+^ B lymphoid progenitor cells were downloaded from Gene Expression Omnibus repository, accession GSE114793. Raw counts were filtered to remove low expressed genes and cells with low cell quality. Read counts were then L1 normalised such that the sum of expression values for each cell sums to 1. Library sizes were then normalised by median counts per cell. Normalised read counts were then imputed using the MAGIC algorithm^56^ (Rmagic v 1.4.0) with the settings *t* = 11, *k* = 30 with other parameters set at default values. The tSNE visualisation of the first 20 principal components of the imputed values was obtained using Rtsne (v 0.15) package with the following parameters: perplexity parameter = 80, momentum of 0.5 for the first 250 iterations and a final momentum of 0.8. The learning rate of the tSNE was set to 200 with an exaggeration factor of 12. PCA initialisation was disabled. All of the analysis was performed in R version 3.6.1.

### ATAC-seq analysis

ATAC-seq^57^ was performed on sorted pre–proB, proB and preB populations. Briefly, 5 × 10^4^ nuclei were fragmented by sonication for 30 min at 37 °C and the DNA purified prior to amplification with indexing primers (HiFi Ready Mix, Kapa Biosciences) for 13 PCR cycles followed by quality assessment by Bioanalyser. High quality libraries were size selected (150–700 base pairs) and sequenced using a high output paired end 75 base pair kit on the NextSeq 500 (Illumina) to a minimum of 50 million reads. ATAC-seq reads were aligned to mm10 genome using Bowtie2^58^ (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml accessed 6th March 2017). Peak calling was performed using MACS2^59^. Intersections of genetic coordinates were performed using Bedtools (http://bedtools.readthedocs.io/en/latest/ accessed 6 March 2017). Heatmaps of unique peaks were generated using pHeatmap in R. These data have been deposited in Gene Expression Omnibus database (accession number GSE132852).

### Visualisation of RNA-seq, ChIP-seq and ATASeq data

RNA-seq, ChIP-seq and ATAC-seq files were converted to BigWig files using deepTools (version 2)^60^ and uploaded to Cyverse (www.cyverse.org) for visualisation in UCSC Genome Browser^61^ (genome.ucsc.edu).

### Gene network analysis

All Ebf1-, Pax5- and Erg-ChIP-seq peaks mapping to differentially expressed genes in *Rag1Cre*^T/+^;*Erg*^*Δ/Δ*^ pre–proB cells within 10 kb of the TSS were identified. Peaks inside the gene body were annotated as “proximal targets”, peaks overlapping the TSS were labelled as promoter regulated targets, peaks less than 3 kb upstream or downstream of the TSS were labelled as putative promoter regulated targets, peaks more than 3 kb upstream or downstream TSS were labelled as putative distal targets. Gene Ontogeny (GO) annotation of differentially expressed genes was performed and underwent expert manual curation. The network was constructed using^62^ CRAN package, and exported to Cytoscape^63^ for customisation using RCy3^64^ R/Bioconductor package.

### Hi-C analysis

For in situ Hi-C analysis^13,65^, primary immune cell libraries were generated in biological duplicates for each genotype. An Illumina NextSeq 500 was used to sequence libraries with 80 bp paired-end reads to produce libraries of sizes between 42 million and 100 million valid read pairs. Each sample was aligned to the mm10 genome using the *diffHic* package v1.14.0^66^, which utilises cutadapt v0.9.5^67^ and bowtie2 v2.2.5^58^ for alignment. The resultant BAM file was sorted by read name, the FixMateInformation command from the Picard suite v1.117 (https://broadinstitute.github.io/picard/) was applied, duplicate reads were marked and then re-sorted by name. Read pairs were determined to be dangling ends and removed if the pairs of inward-facing reads or outward-facing reads on the same chromosome were separated by less than 1000 bp for inward-facing reads and 6000 bp for outward-facing reads. Read pairs with fragment sizes above 1000 bp were removed. An estimate of an alignment error was obtained by comparing the mapping location of the 3′ segment of each chimeric read with that of the 5′ segment of its mate. A mapping error was determined to be present if the two segments were not inward-facing and separated by less than 1000 bp, and around 1–2% were estimated to have errors. Differential interactions (DIs) between the three different groups were detected using the *diffHic* package^66^. Read pairs were counted into 100 kbp bin pairs. Bins were discarded if found on sex chromosomes, contained a count of less than 10, contained blacklisted genomic regions as defined by ENCODE for mm10^68^ or were within a centromeric or telomeric region. Filtering of bin-pairs was performed using the filterDirect function, where bin pairs were only retained if they had average interaction intensities more than 5-fold higher than the background ligation frequency. The ligation frequency was estimated from the inter-chromosomal bin pairs from a 500 kbp bin-pair count matrix. The counts were normalised between libraries using a loess-based approach. Tests for DIs were performed using the quasi-likelihood (QL) framework^69^ of the edgeR package. The design matrix was constructed using a layout that specified the cell group to which each library belonged and the mouse sex. A mean-dependent trend was fitted to the negative binomial dispersions with the estimateDisp function. A generalised linear model (GLM) was fitted to the counts for each bin pair^70^, and the QL dispersion was estimated from the GLM deviance with the glmQLFit function. The QL dispersions were then squeezed towards a second mean-dependent trend, using a robust empirical Bayes strategy^71^. A *P* value was computed against the null hypothesis for each bin pair using the QL *F* test. *P* values were adjusted for multiple testing using the Benjamini–Hochberg method. A DI was defined as a bin pair with a false discovery rate (FDR) below 5%. DIs adjacent in the interaction space were aggregated into clusters using the diClusters function to produce clustered DIs. DIs were merged into a cluster if they overlapped in the interaction space, to a maximum cluster size of 1 Mbp. The significance threshold for each bin pair was defined such that the cluster-level FDR was controlled at 5%. Cluster statistics were computed using the *csaw* package v1.16.0^72^. Overlaps between unclustered bin pairs and genomic intervals were performed using the InteractionSet package^73^. Plaid plots were constructed using the contact matrices and the plotHic function from the *Sushi R* package^74^. The colour palette was inferno from the *viridis* package (https://github.com/sjmgarnier/viridis accessed 30 March 2018) and the range of colour intensities in each plot was scaled according to the library size of the sample. The plotBedpe function of the *Sushi* package was used to plot the unclustered DIs as arcs where the *z*-score shown on the vertical access was calculated as -log_10_(*p*-value). These data have been deposited in Gene Expression Omnibus database (accession number GSE133246).

### Fluorescence in situ hybridisation

Cultured B-cell progenitors were resuspended in hypotonic 0.075 M KCl solution and warmed to 37 °C for 20 min. Cells were pelleted and resuspended in 3:1 (vol/vol) methanol:glacial acetic acid fixative. Fixed cells were dropped onto coated Shandon^TM^ polysine slides (ThermoFisher Scientific) and air dried. The cells were hybridised with FISH probes (Creative Bioarray) at 37 °C for 16 h beneath a coverslip sealed with Fixogum (Marabu) after denaturation at 73 °C for 5 min. Cells were washed at 73 °C in 0.4× SSC/0.3%NP_40_ for 2 min followed by 2× SSC/0.1%NP_40_ for less than 1 min at room temperature and air dried in the dark and cover slipped. Images of nuclei were captured on an inverted Zeiss LSM 880 confocal using a 63×/1.4 NA oil immersion objective. Z-stacks of images were then captured using the lambda scan mode, a 405 and a multi-band pass beam splitter (488/561/633). The following laser lines were used: 405, 488, 561 and 633 nm. Spectral data were captured at 8 nm intervals. In all cases, images were set up with a pixel size of 70 nm and an interval of 150 nm for z-stacks. Single dye controls using the same configuration were captured and spectra imported for spectral unmixing using the Zen software (Zen 2.3, Zeiss Microscopy). Unmixed data were then deconvolved using the batch express tool in Huygens professional software (Scientific Volume Imaging). Images were analysed using TANGO software^75^ after linear deconvolution. Nuclear boundaries were extracted in TANGO using the background nuclear signal in the Aqua channel. A 3D median filter was applied and the 3D image projected with maximum 2D image projection for nuclei detection using the Triangle method for automated thresholding in ImageJ^76^. Binary image holes were filled and a 2D procedure implemented to separate touching nuclei using ImageJ 2D watershed implementation. The 2D boundaries of the detected nuclei were expanded in 3D and inside each 3D delimited region, Triangle thresholding was applied to detect the nuclear boundary in the 3D space. Acquired images from immunofluorescent probes were first filtered using 3D median and 3D tophat filter to enhance spot-like structures followed by application of the “spotSegmenter” TANGO plugin with only the best four spots having the brightest intensity kept for analysis. The spots identified by TANGO were manually verified against the original immunofluorescent image to identify and record the correct distance computed by TANGO between the aqua and 5-Rox immunofluorescent probes for both *Igh* alleles within a nucleus.

### Statistical analysis

Student’s unpaired two-tailed *t* tests were used using GraphPad Prism (GraphPad Software) unless otherwise specified. Unless otherwise stated, a *P* value of <0.05 was considered significant.

Details of reagents and software packages used are provided in Supplementary Table 4.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

The following datasets analysed in the current study are available at the NCBI Gene Expression Omnibus, accession GSE132852 (ATAC-seq), GSE132853 (ChIP-seq), GSE132854 (RNA-seq), GSE133246 (Hi-C). The source data underlying Figs. 1b, d–f, 2a, b, d, 3a–d, f, g, 4d, 5b, d–f, Supplementary Figs. 2a–c, 3b, c are provided in the Source Data file. The data supporting this study are available in the Article, Supplementary Information, Source Data or available from the authors upon reasonable requests. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: An Erg-driven transcriptional program controls B cell lymphopoiesis
**Source:** Nat Commun. 2020 Jun 15;11:3013. doi: 10.1038/s41467-020-16828-y
**Supplement:** Supplementary file 1 — Supplementary Information

# **An Erg-driven transcriptional program controls B cell lymphopoiesis**

Ng et al.

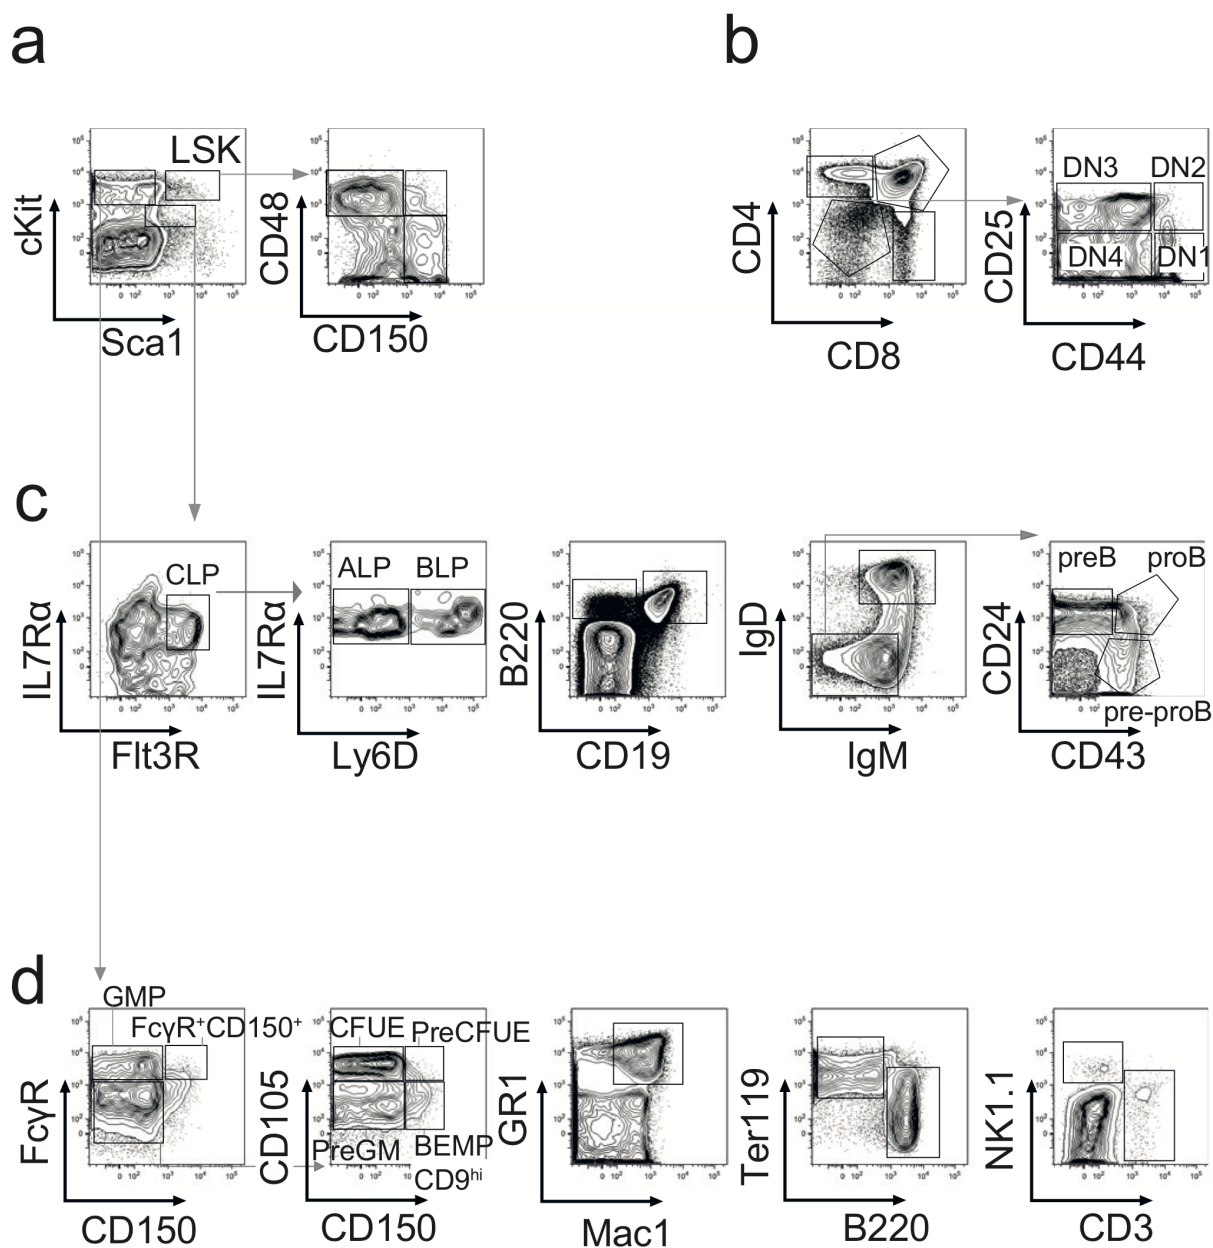

**Supplementary Figure 1. Representative flow cytometry plots indicating gating strategies for analysis of hematopoietic cell populations. a.** Bone marrow LSK cells, **b.** thymus sub-populations, **c.** bone marrow B lineage cells and **d.** bone marrow myeloid cell populations in *Erg*<sup>KI/+</sup> mice. The cell surface markers and definitions of cell populations used are provided in **Supplementary Table 1.**

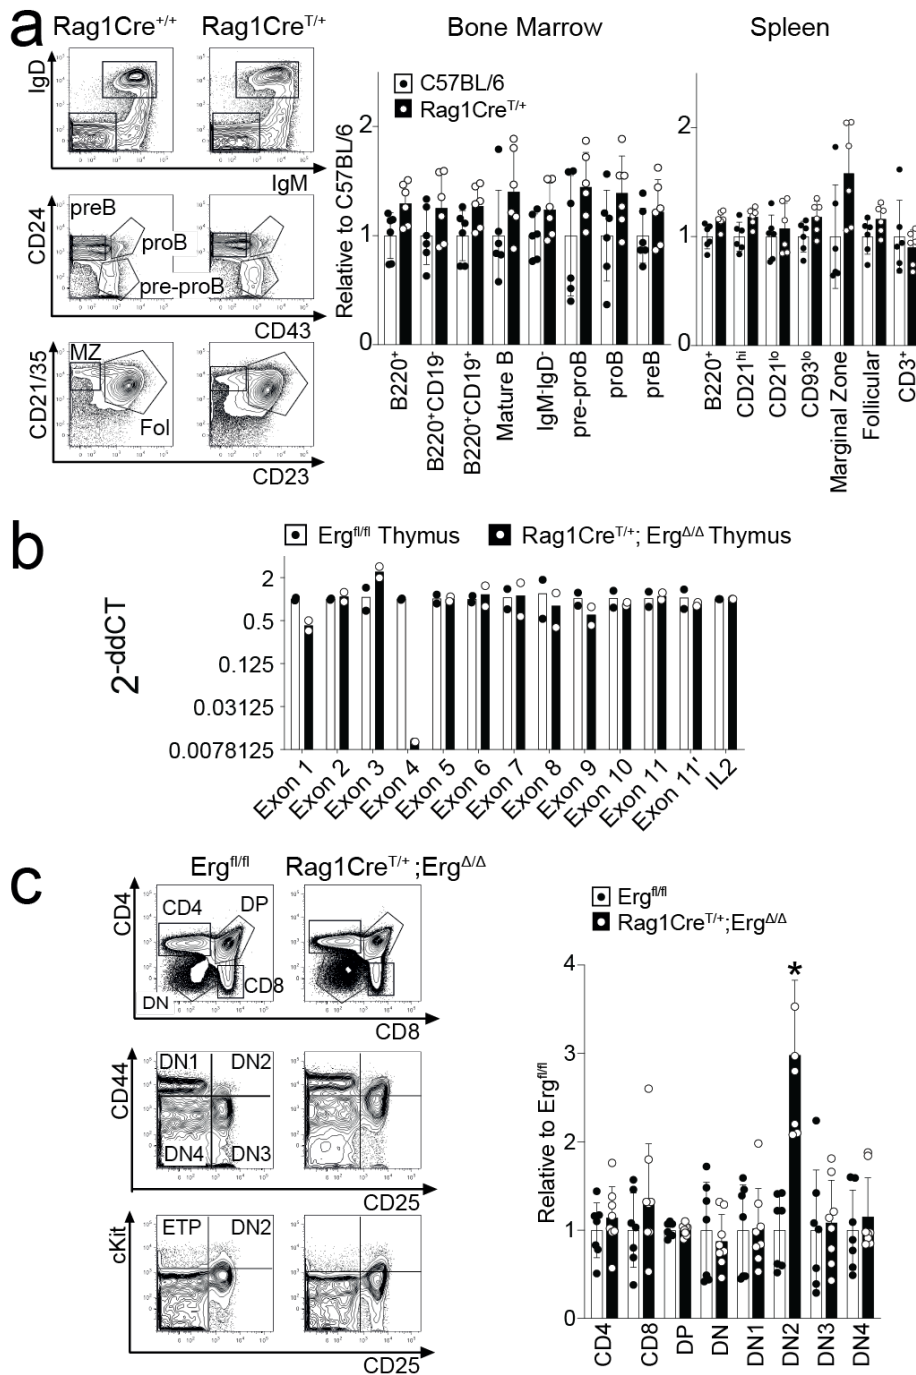

**Supplementary Figure 2. B lymphopoiesis in *Rag1Cre<sup>T/+</sup>* mice and T lymphopoiesis in *Rag1Cre<sup>T/+</sup>;Erg<sup>Δ/Δ</sup>* mice. a. Representative flow cytometry plots (left panels) of *Rag1Cre<sup>T/+</sup>* bone marrow and spleen cells. The IgM/IgD profile is from B220<sup>+</sup> bone marrow cells (top panel), the CD24/CD43 profiles from B220<sup>+</sup>IgM<sup>+</sup>IgD<sup>+</sup> bone marrow cells (middle panel) and the CD21/CD23 profiles from B220<sup>+</sup>CD93<sup>lo</sup> spleen cells (bottom panel). Ratio of *Rag1Cre<sup>+/+</sup>* and *Rag1Cre<sup>T/+</sup>* B lymphoid cells shown relative to *Rag1Cre<sup>+/+</sup>* controls in bone marrow and spleen with mean±S.D. shown (right panels). No significant differences were observed between the two genotypes for any**

population by Student's two-tailed unpaired t-test corrected using Holm's modification for multiple testing (n=6 mice per genotype). See source data file for individual  $P_{\text{adj}}$  values. **b.** Quantitative genomic PCR on DNA from  $Erg^{fl/fl}$  (n=2 biologically independent samples) and  $Rag1Cre^{T/+};Erg^{A/A}$  (n=2 biologically independent samples) thymocytes using primers spanning individual *Erg* exons <sup>1</sup> demonstrating efficient exon 4 deletion in  $Rag1Cre^{T/+};Erg^{A/A}$  thymocytes by  $2^{-\Delta\Delta CT}$  method normalised to IL2 receptor and *Erg* exon 1. **c.** Representative flow cytometry plots (left panels) from  $Erg^{fl/fl}$  and  $Rag1Cre^{T/+};Erg^{A/A}$  thymi identifying the specific cell populations indicated with the mean±S.D. of  $Erg^{fl/fl}$  (n=7) and  $Rag1Cre^{T/+};Erg^{A/A}$  mice (n=8) shown relative to the mean of  $Erg^{fl/fl}$  controls (right panel). No significant differences were observed other than in the DN2 population ( $P = 7.9\text{e-}5$  by Student's two-tailed unpaired t-test. Source data are provided in the Source Data file.

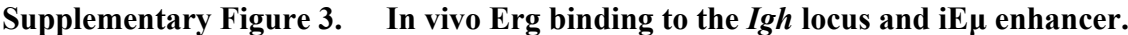

**a.** *Igh* locus with representative RNA-seq tracks shown for *Erg*<sup>fl/fl</sup> and *Rag1Cre*<sup>T/+</sup>;*Erg*<sup>Δ/Δ</sup> (Erg KO) pre-proB cells, and Erg deficient proB and preB cells in *Rag1Cre*<sup>T/+</sup>;*Erg*<sup>Δ/Δ</sup>;*IgH*<sup>VH10tar/+</sup> mice rescued with a functionally rearranged immunoglobulin heavy chain allele (Rescue proB, Rescue preB). ChIP-seq tracks for Erg in wild-type proB cells (pink shading) and *Rag1Cre*<sup>T/+</sup>;*Erg*<sup>Δ/Δ</sup> thymus cells (Erg KO) to control for sites of non-Erg ChIP binding to DNA. H3K4me3 and H3K27ac ChIP-seq tracks in wild-type proB cells shown. Chromatin accessibility by ATAC-seq (blue) in WT and Erg KO pre-proB cells, and *Rag1Cre*<sup>T/+</sup>;*Erg*<sup>Δ/Δ</sup>;*IgH*<sup>VH10tar/+</sup> Erg deficient proB (yellow, Rescue proB) and preB (orange, Rescue preB) cells rescued with a functionally rearranged immunoglobulin heavy chain allele. **b.** Erg binding to iEμ containing the μA element by ChIP-PCR showing fold-enrichment (mean±S.D.) in wild type proB cells normalised to a negative intergenic region and ChIP input control using the 2<sup>-ΔΔCT</sup> method (n=5 biological replicates, \* *P*=2.77e-3 by Student's two-tailed unpaired t-test). **c.** Genomic PCR using degenerate primers to *Igh* locus V<sub>H</sub>558, V<sub>H</sub>7183, V<sub>H</sub>Q52 segments for detection of V<sub>H</sub>-to-DJ<sub>H</sub> (top panel) and Mu0 loading controls (bottom panel) in cEμ<sup>Δ/+</sup>, cEμ<sup>Δ/Δ</sup> and μA<sup>Δ/Δ</sup> B220<sup>+</sup> splenocytes. Representative of two independent experiments. **d.** Erg binding to the 3' *Igh* region in C57BL/6 (WT) and μA<sup>Δ/Δ</sup> proB cells and *Rag1Cre*<sup>T/+</sup>;*Erg*<sup>Δ/Δ</sup> (Erg KO) pre-proB cells by ChIP-seq. Source data are provided in the Source Data file.

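Counts on the 120 heavy chain variable genes of the count table, those whose symbol starts with *Ighv*, made up 0.0235% ± 0.00504 (SD, n = 2) of the counts in *Erg* fl/fl and 0.00249% ± 0.00305 (SD, n = 2) in *Rag1Cre* T/+;*Erg*Δ/Δ pre–proB libraries. In the *Rag1Cre* T/+;*Erg*Δ/Δ cells replicate 1 held 57 such counts, 0.000341% (95% Clopper-Pearson interval 0.000258 to 0.000441), and replicate 2 held 756, 0.00465% (95% Clopper-Pearson interval 0.00432 to 0.00499), the intervals covering counting error only. In replicate 2, 40.1% of them fell on a single gene, *Ighv9-3*, named after its value was seen. The most counted *Ighv* gene held 24.6% of them in replicate 1. It held 26.3% and 20.4% in the *Erg* fl/fl pre–proB libraries and between 5.00% and 5.80% in the proB and preB libraries. In the *Erg* fl/fl pre–proB libraries the share of all counts on *Ighv* genes was 0.0270% and 0.0199%. Both *Rag1Cre* T/+;*Erg*Δ/Δ values lay below both *Erg* fl/fl values, the most extreme order that 2 against 2 libraries can take (exact permutation test, two-sided p = 0.33, the smallest it can give). Of 41 *Ighv* genes that passed the filter, 15 were lower and 0 higher at an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0 were higher at an unadjusted p below 0.05. DESeq2 and limma-voom called 0 higher as well, and edgeR without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 1 called 1 higher. With genes without a count in *Rag1Cre* T/+;*Erg*Δ/Δ cells set to 3 counts over the group, the median log2 fold change of these 41 genes was -4.46. Near-identical *Ighv* genes may share reads. The counts do not show whether these transcripts came from pre–proB cells or from plasma or mature B cells in the sorted populations. In *Erg* fl/fl proB and preB cells the share rose to 0.0653% ± 0.00388 (SD, n = 2) and 0.101% ± 0.00447 (SD, n = 2). Of the alternatives, leaving out one of the *Rag1Cre* T/+;*Erg*Δ/Δ libraries moved a share most, to the value of the library that remained.

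**Figure D3:**
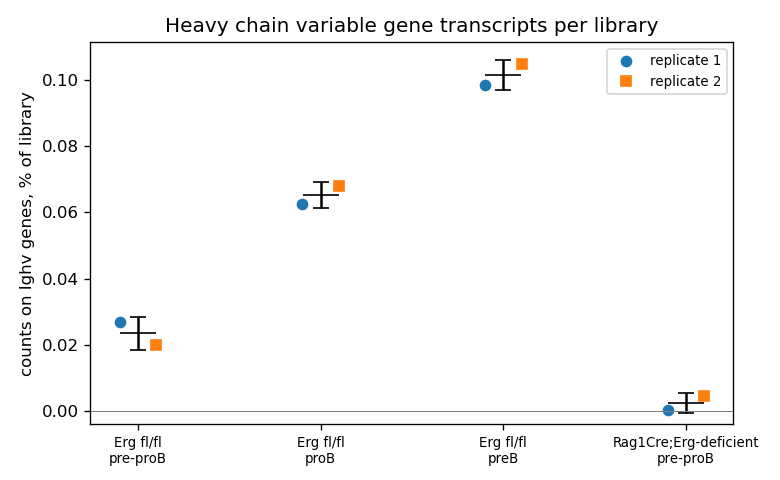
Share of each library's counts on *Ighv* genes, in percent (linear axis). Circles are replicate 1, squares replicate 2, and the black lines mean ± SD (n = 2); the lower bar of the *Rag1Cre* T/+;*Erg*Δ/Δ group passes 0 because its 2 values differ. The *Erg* fl/fl pre–proB values are 0.0270% and 0.0199%, and the *Rag1Cre* T/+;*Erg*Δ/Δ values are 0.000341% and 0.00465%.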

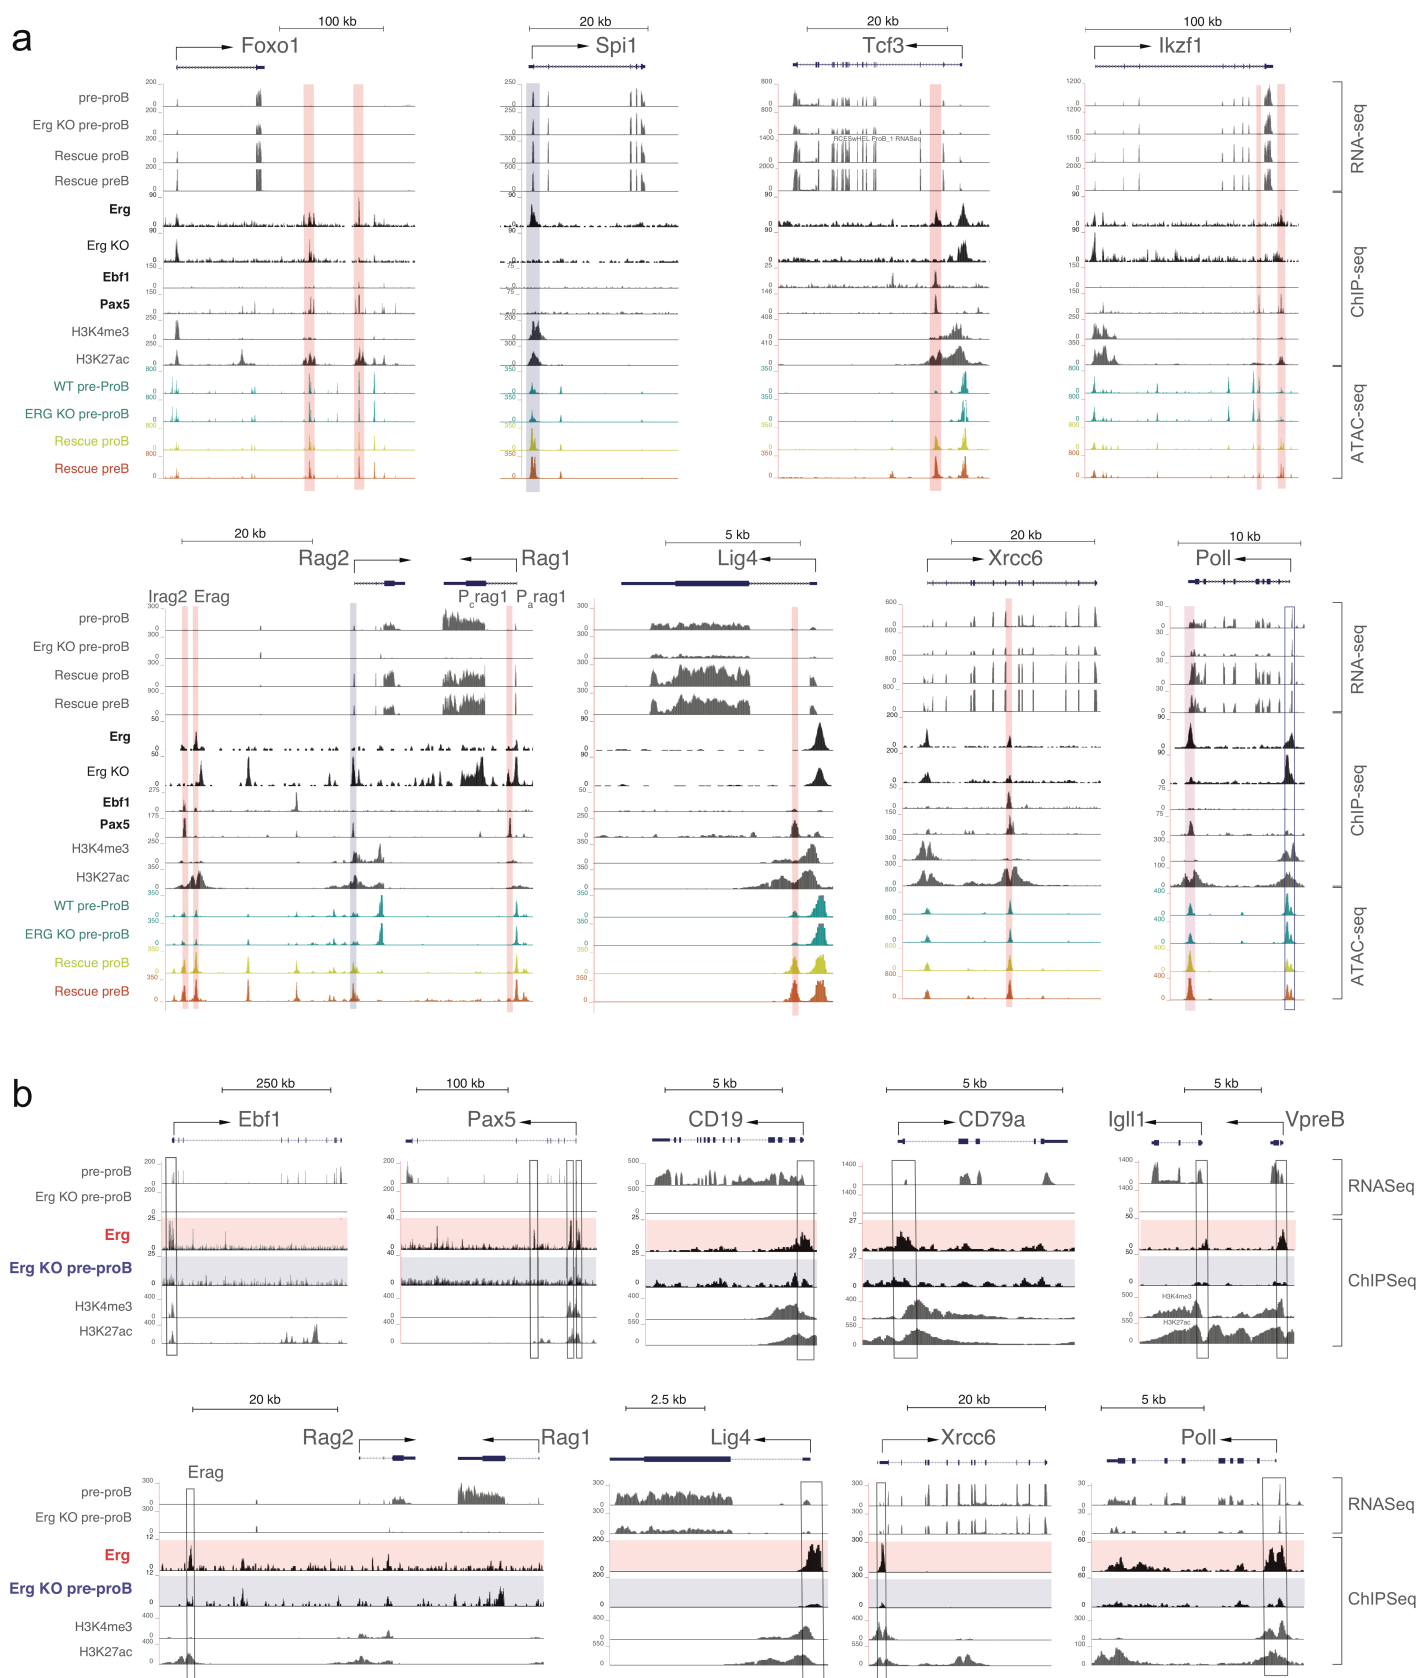

**Supplementary Figure 4. RNA-seq and Erg, Ebf1 and Pax5 binding and chromatin accessibility**

**at selected gene loci. a.** RNA-seq gene expression at gene loci, with Erg, Ebf1, and Pax5 binding, H3K4me3 promoter mark, H3K27ac promoter and enhancer mark by ChIP-seq, and ATAC-seq in

*Erg*<sup>fl/fl</sup> pre-proB cells (pre-proB), *Rag1Cre*<sup>T/+</sup>;*Erg*<sup>Δ/Δ</sup> pre-proB (Erg KO pre-proB), and Erg deficient proB and preB cells in *Rag1Cre*<sup>T/+</sup>;*Erg*<sup>Δ/Δ</sup>;*IgH*<sup>VH10tar/+</sup> mice rescued with a functionally rearranged *Igh* allele (Rescue proB, Rescue preB). Erg, Ebf1 and/or Pax5 binding promoter region (blue shading). Erg, Ebf1 and/or Pax5 binding to enhancer regions (pink shading). **b.** RNA-seq at B cell gene loci in *Erg*<sup>fl/fl</sup> pre-proB cells (pre-proB) and *Rag1Cre*<sup>T/+</sup>;*Erg*<sup>Δ/Δ</sup> pre-proB (Erg KO pre-proB), with Erg binding by ChIP-seq in C57BL/6 proB cells (Erg) using *Rag1Cre*<sup>T/+</sup>;*Erg*<sup>Δ/Δ</sup> pre-proB cells (Erg KO pre-proB) as a negative control for sites of non-Erg ChIP binding to DNA. H3K4me3 promoter mark and H3K27ac promoter and enhancer mark are also shown. Open boxes indicate Erg binding to cis-regulatory promoter or enhancer regions.

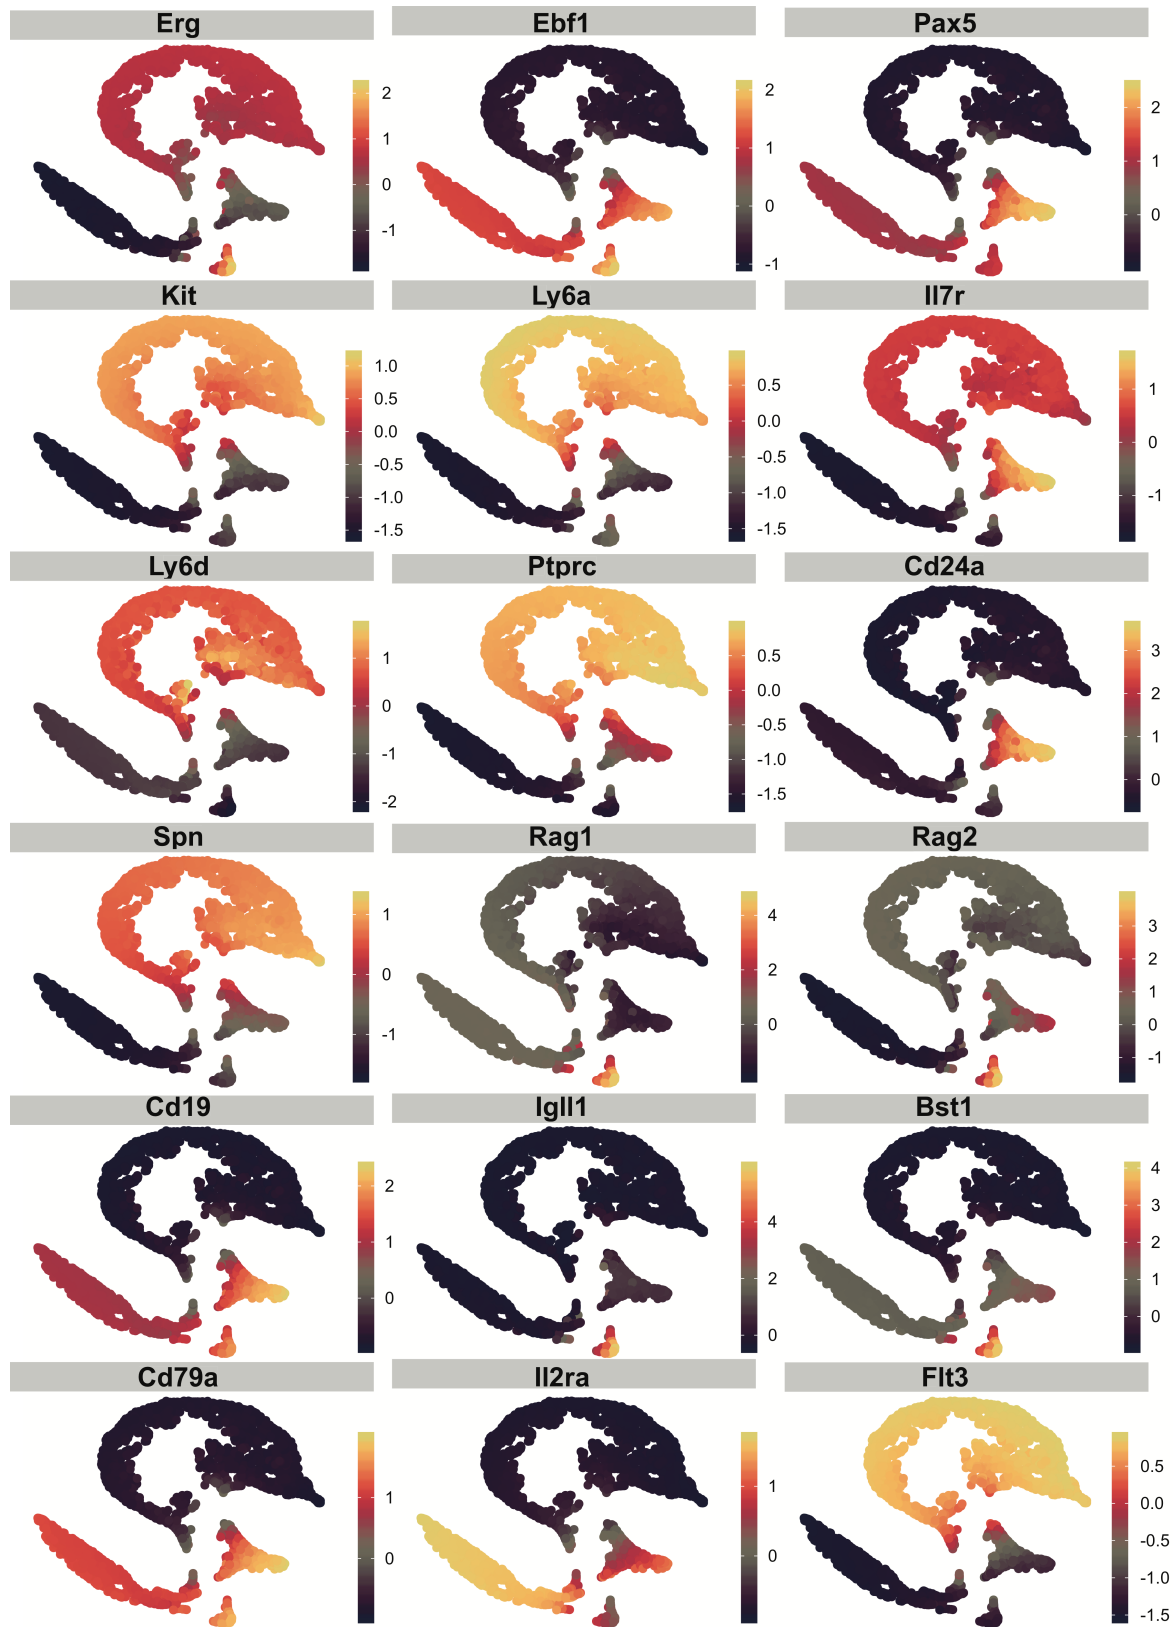

**Supplementary Figure 5. Single cell RNA-seq analysis of B lymphoid populations.** Single cell RNA-seq analysis (3297 cells, GSE114793) t-distributed stochastic neighbour embedding (tSNE) plots of CLP, pre-proB and CD19<sup>+</sup> proB and preB populations demonstrating the imputed expression of B lineage genes shown with interaction recovered using the MAGIC algorithm <sup>2</sup>.

## Supplementary Tables

**Supplementary Table 1. Immunophenotype of hematopoietic cell populations**

|                                              | Immunophenotype                                                                                                                                    | Reference |
|----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------|-----------|
| Bone marrow                                  |                                                                                                                                                    |           |
| LSK                                          | Lineage <sup>-</sup> Sca-1 <sup>+</sup> Kit <sup>+</sup>                                                                                           | 3, 4      |
| LT-HSC, CD150 <sup>+</sup> CD48 <sup>-</sup> | Lineage <sup>-</sup> Sca-1 <sup>+</sup> Kit <sup>+</sup> CD150 <sup>+</sup> CD48 <sup>-</sup>                                                      | 5         |
| ST-HSC, CD150 <sup>+</sup> CD48 <sup>+</sup> | Lineage <sup>-</sup> Sca-1 <sup>+</sup> Kit <sup>+</sup> CD150 <sup>+</sup> CD48 <sup>+</sup>                                                      |           |
| MPP, CD150 <sup>-</sup> CD48 <sup>+</sup>    | Lineage <sup>-</sup> Sca-1 <sup>+</sup> Kit <sup>+</sup> CD150 <sup>-</sup> CD48 <sup>+</sup>                                                      |           |
| PreGM                                        | Lineage <sup>-</sup> IL7Rα <sup>-</sup> cKit <sup>+</sup> Sca1 <sup>-</sup> CD150 <sup>-</sup><br>Endoglin <sup>-</sup> FcγRII/III <sup>-</sup>    | 6, 7, 8   |
| GMP                                          | Lineage <sup>-</sup> IL7Rα <sup>-</sup> cKit <sup>+</sup> Sca1 <sup>-</sup> CD150 <sup>-</sup> Endoglin <sup>-</sup><br>FcγRII/III <sup>-</sup>    | 9         |
| BEMP & CD9 <sup>hi</sup>                     | Lineage <sup>-</sup> IL7Rα <sup>-</sup> cKit <sup>+</sup> Sca1 <sup>-</sup> CD150 <sup>+</sup> Endoglin <sup>-</sup><br>FcγRII/III <sup>-</sup>    | 7         |
| PreCFUE                                      | Lineage <sup>-</sup> IL7Rα <sup>-</sup> cKit <sup>+</sup> Sca1 <sup>-</sup><br>CD150 <sup>+</sup> Endoglin <sup>+</sup> FcγRII/III <sup>-</sup>    | 8         |
| CFUE                                         | Lineage <sup>-</sup> IL7Rα <sup>-</sup> cKit <sup>+</sup> Sca1 <sup>-</sup> CD150 <sup>-</sup><br>Endoglin <sup>+</sup> FcγRII/III <sup>-</sup>    | 8         |
| CLP                                          | Lineage <sup>-</sup> IL7Rα <sup>+</sup> Flt3 <sup>+</sup> cKit <sup>lo</sup> Sca1 <sup>lo</sup>                                                    | 10        |
| ALP                                          | Lineage <sup>-</sup> IL7Rα <sup>+</sup> Flt3 <sup>+</sup> cKit <sup>lo</sup> Sca1 <sup>lo</sup> Ly6D <sup>-</sup>                                  | 11        |
| BLP                                          | Lineage <sup>-</sup> IL7Rα <sup>+</sup> Flt3 <sup>+</sup> cKit <sup>lo</sup> Sca1 <sup>lo</sup> Ly6D <sup>+</sup>                                  |           |
| pre-proB<br>(Hardy Fraction A-to-B)          | B220 <sup>+</sup> IgM <sup>-</sup> IgD <sup>-</sup> NK1.1 <sup>-</sup> CD11c <sup>-</sup> CD19 <sup>+</sup> CD43 <sup>+</sup> CD24 <sup>-</sup>    |           |
| proB<br>(Hardy Fraction C)                   | B220 <sup>+</sup> IgM <sup>-</sup> IgD <sup>-</sup> NK1.1 <sup>-</sup> CD11c <sup>-</sup><br>CD19 <sup>+</sup> CD43 <sup>+</sup> CD24 <sup>+</sup> |           |
| preB<br>(Hardy Fraction D)                   | B220 <sup>+</sup> IgM <sup>-</sup> IgD <sup>-</sup> NK1.1 <sup>-</sup> CD11c <sup>-</sup> CD19 <sup>+</sup> CD43 <sup>-</sup><br>CD24 <sup>+</sup> |           |
| Immature B<br>(Hardy Fraction E)             | B220 <sup>+</sup> CD19 <sup>+</sup> IgM <sup>+</sup> IgD <sup>-</sup>                                                                              | 12        |
| Mature recirculating B<br>(Hardy Fraction F) | B220 <sup>+</sup> CD19 <sup>+</sup> IgM <sup>+</sup> IgD <sup>+</sup>                                                                              |           |
| Thymus                                       |                                                                                                                                                    |           |
| DP                                           | CD4 <sup>+</sup> CD8 <sup>+</sup>                                                                                                                  | 18        |
| DN1                                          | CD4 <sup>-</sup> CD8 <sup>-</sup> CD25 <sup>-</sup> CD44 <sup>+</sup>                                                                              |           |
| DN2                                          | CD4 <sup>-</sup> CD8 <sup>-</sup> CD25 <sup>+</sup> CD44 <sup>+</sup>                                                                              |           |
| DN3                                          | CD4 <sup>-</sup> CD8 <sup>-</sup> CD25 <sup>+</sup> CD44 <sup>-</sup>                                                                              |           |
| DN4                                          | CD4 <sup>-</sup> CD8 <sup>-</sup> CD25 <sup>-</sup> CD44 <sup>-</sup>                                                                              |           |
| Spleen                                       |                                                                                                                                                    |           |
| Marginal Zone                                | B220 <sup>+</sup> CD19 <sup>+</sup> CD93 <sup>lo</sup> CD21/35 <sup>hi</sup> CD23 <sup>lo</sup>                                                    | 19, 20    |
| Follicular                                   | B220 <sup>+</sup> CD19 <sup>+</sup> CD93 <sup>lo</sup> CD21/35 <sup>med</sup> CD23 <sup>hi</sup>                                                   |           |

**Supplementary Table 2. Peripheral blood counts in *Rag1Cre<sup>T/+</sup>;Erg<sup>Δ/Δ</sup>* mice.**

| Genotype                                                 | RBC<br>x10 <sup>12</sup> /L | Platelets<br>x10 <sup>9</sup> /L | WBC<br>x10 <sup>9</sup> /L | Neutrophil<br>x10 <sup>9</sup> /L | Lymphocyte<br>x10 <sup>9</sup> /L | Monocyte<br>x10 <sup>9</sup> /L | Eosinophil<br>x10 <sup>9</sup> /L |
|----------------------------------------------------------|-----------------------------|----------------------------------|----------------------------|-----------------------------------|-----------------------------------|---------------------------------|-----------------------------------|
| <i>Erg<sup>fl/fl</sup></i><br>(n= 32)                    | 11.03 ± 0.48                | 1038 ± 192                       | 9.07 ± 1.64                | 1.00 ± 0.90                       | 7.52 ± 1.66                       | 0.18 ± 0.15                     | 0.21 ± 0.11                       |
| <i>Rag1Cre<sup>T/+</sup>;Erg<sup>Δ/Δ</sup></i><br>(n=25) | 10.73 ± 1.85                | 1256 ± 204                       | 4.82 ± 1.72 *              | 1.09 ± 0.82                       | 3.22 ± 1.12 *                     | 0.22 ± 0.17                     | 0.24 ± 0.06                       |

Blood was collected into EDTA and differential cell counts performed using an ADVIA 120 Hematology System. RBC, red blood cells; WBC, white blood cells. \*  $P_{adj} < 10^{-11}$  by Student's two-tailed unpaired t-test corrected for multiple testing by Benjamini-Hochberg procedure to control for false discovery rate.

**Supplementary Table 3. Primers and PCR reactions**

|                                                  | Primer 1                                                                                                                                                 | Primer 2                                                                                                | Expected sizes                                   |
|--------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------|--------------------------------------------------|
| Erg <sup>i</sup>                                 | WA972 5'-GGTGAGGTCTCTTCCTGAACC-3' common forward                                                                                                         | WA974 5'-TTGGATCCTCAGAATCTACCG-3' exon 4 reverse<br>WA1092 5'-TTATCCTACCTGCCCCTGGT-3' 3' exon 4 reverse | Wildtype 206bp<br>Targeted 231bp<br>Floxed 355bp |
| V <sub>H</sub> -to-DJ <sub>H</sub> <sup>ii</sup> | VH558 5'-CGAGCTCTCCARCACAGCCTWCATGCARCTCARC-3'<br>VQ52 5'-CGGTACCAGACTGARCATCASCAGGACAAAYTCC-3'<br>VH7183 5'-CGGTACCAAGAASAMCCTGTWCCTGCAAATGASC-3'<br>21 | J3 5'-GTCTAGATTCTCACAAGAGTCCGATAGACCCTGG-3'                                                             | See <b>Figure 2</b> .                            |
| D <sub>H</sub> -to-J <sub>H</sub> <sup>iii</sup> | DHL 5'-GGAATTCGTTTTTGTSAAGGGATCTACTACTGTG-3'<br>21                                                                                                       | J3 5'-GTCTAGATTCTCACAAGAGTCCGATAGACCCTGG-3'                                                             | See <b>Figure 2</b> .                            |
| Mu0 <sup>ii</sup>                                | Mu0 5'-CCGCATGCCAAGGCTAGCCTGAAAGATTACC-3'<br>21                                                                                                          | J3 5'-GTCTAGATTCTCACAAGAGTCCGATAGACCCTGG-3'                                                             | Germline 1,259bp                                 |
| V <sub>k</sub> D <sup>iv</sup>                   | V <sub>k</sub> D 5'-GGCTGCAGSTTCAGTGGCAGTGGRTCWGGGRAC-3'<br>22                                                                                           | Mar35 5'-AACACTGGATAAAGCAGTTTATGCCCTTTC-3'<br>23                                                        | See <b>Figure 3</b> .                            |
| HEL-IgH <sup>i</sup>                             | VH10tarU 5'-GTCTCTGCAGGTGAGTCCTAACTTCT-3'<br>24                                                                                                          | VH10tarL 5'-CAACTATCCCTCCAGCCATAGGAT-3'                                                                 | Wildtype 865bp<br>Knockin 302bp                  |
| IL2 <sup>i</sup>                                 | WA735 5'-CTAGGCCACAGAATTGAAAGATCT-3'                                                                                                                     | WA736 5'-GTAGGTGGAAATTCTAGCATCATCC-3'                                                                   |                                                  |
| iE <sub>μ</sub> π/μA <sup>vii</sup>              | iE <sub>μ</sub> 5'-TTTCGG/CTGAATCCTCAACT-3' forward<br>Chr12;113427394 to 113427413                                                                      | iE <sub>μ</sub> 5'-GGTCATGTGGCAAGGCTATT-3' reverse<br>Chr12; 113427561 to 113427581                     | 374bp                                            |
| Erg -ve <sup>vii</sup>                           | Erg negative 5'-GGGAAACAACACCCTTCTCA-3' forward                                                                                                          | Erg negative 5'-AATGTTGATCCTGCCAATCC-3' reverse                                                         | 749bp                                            |

- 94°C denaturation for 3 minutes, followed by 35 cycles at 94°C for 1 minute, 60°C for 30 seconds, 72°C for 1 minutes, and a final 5 minutes extension at 72°C.
- 94°C denaturation for 3 minutes, followed by 35 cycles at 94°C for 1 minute, 60°C for 30 seconds, 72°C for 2 minutes, and a final 5 minutes extension at 72°C.
- 94°C denaturation for 3 minutes, followed by 40 cycles of 1 minute at 94°C, 1 minute at 60°C, and 1 minute at 72°C, and a final extension step at 72°C for 10 min <sup>25</sup>.
- 94°C denaturation for 3 minutes, followed by 27 cycles at 94°C for 1 minute, 60°C for 1 minute, 68°C for 3 minute, and a final 5 minute extension at 68°C <sup>26</sup>.
- 95°C denaturation for 3 minutes, followed by 35 cycles at 95°C for 30 seconds, 58°C for 40 seconds, 72°C for 45 seconds <sup>27</sup>.
- 94°C denaturation for 5 min, followed by 30 cycles at 94°C for 30 seconds, annealing temperature 30 seconds, 72°C for 1 min, and a final 10 min extension at 72°C. The annealing temperature was held at 68°C, 65°C and 62°C for five cycles each and 58°C for 15 cycles <sup>28</sup>.
- 95°C denaturation for 20 seconds, followed by 40 cycles at 95°C for 3 seconds, 60°C for 30 seconds.

**Supplementary Table 4. Key Resources Table**

|                                        |                                                                     |                                                       |
|----------------------------------------|---------------------------------------------------------------------|-------------------------------------------------------|
| RNA-seq                                | This paper                                                          | GSE132854                                             |
| ChIP-seq                               | This paper                                                          | GSE132853                                             |
| ATAC-seq                               | This paper                                                          | GSE132852                                             |
| Hi-C                                   | This paper                                                          | GSE133246                                             |
| ChIP-seq Ebf1                          | <sup>30</sup>                                                       | GSM1296532, GSM1296537                                |
| ChIP-seq ProB Rag2_Input               | <sup>30</sup>                                                       | GSM1296537                                            |
| ChIP-seq Pax5                          | <sup>31</sup>                                                       | GSM932924                                             |
| ChIP-seq Prob_Rag2_Input_2             | <sup>31</sup>                                                       | GSM1145867                                            |
| ChIP-seq H3K4me3                       | <sup>32</sup>                                                       | GSM2255547                                            |
| ChIP-seq H3K27ac                       | <sup>32</sup>                                                       | GSM2255552                                            |
| RNA-seq Ebf1 knockout                  | <sup>33</sup>                                                       | GSM2879293, GSM2879294, GSM2879295                    |
| RNA-seq Pax5 knockout                  | <sup>33</sup>                                                       | GSM2879296, GSM2879297, GSM2879298                    |
| RNA-seq wild-type                      | <sup>33</sup>                                                       | GSM2879299, GSM2879300, GSM2879301                    |
| scRNA-seq wild-type                    | <sup>33</sup>                                                       | GSE114793                                             |
| Experimental Models: Organisms/Strains |                                                                     |                                                       |
| Mouse: Flpe <sup>T/+</sup>             | <sup>34</sup><br>Susan Dymecki, Harvard University                  | N/A                                                   |
| Mouse: Rag1Cre <sup>T/+</sup>          | <sup>35</sup><br>Terry Rabbitts, University of Leicester            | N/A                                                   |
| Mouse: IgH <sup>VH10tar</sup>          | <sup>36</sup><br>Robert Brink, Garvan Institute of Medical Research | N/A                                                   |
| Oligonucleotides                       |                                                                     |                                                       |
| WA972                                  | Geneworks                                                           | WA972 5'-GGTGAGGTCTCTTCCTGA ACC-3' common forward     |
| WA974                                  | Geneworks                                                           | WA974 5'-TTGGATCCTCAGAATCTAC CG-3' exon 4 reverse     |
| WA1092                                 | Geneworks                                                           | WA1092 5'-TTATCCTACCTGCCCCCTGG T-3' 3' exon 4 reverse |
| VH558                                  | Geneworks                                                           | VH558 5'-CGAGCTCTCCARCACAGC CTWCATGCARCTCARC-3'       |
| VQ52                                   | Geneworks                                                           | VQ52 5'-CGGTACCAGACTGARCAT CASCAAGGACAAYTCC-3'        |
| VH7183                                 | Geneworks                                                           | VH7183 5'-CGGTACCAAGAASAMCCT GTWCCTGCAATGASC-3'       |
| J3                                     |                                                                     | 5'-GTCTAGATTCTCACAAGA GTCCGATAGACCTGG-3'              |
| DHL                                    | Geneworks                                                           | DHL 5'-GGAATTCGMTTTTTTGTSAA GGGATCTACTACTGTG-3'       |
| Mu0                                    | Geneworks                                                           | Mu0 5'-CCGCATGCCAAGGCTAGC CTGAAAGATTACC-3'            |

|                                                                                       |                                     |                                                         |
|---------------------------------------------------------------------------------------|-------------------------------------|---------------------------------------------------------|
| VκD                                                                                   | Geneworks                           | VκD 5'-<br>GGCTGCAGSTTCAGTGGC<br>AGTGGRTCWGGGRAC-3'     |
| Mar35                                                                                 | Geneworks                           | Mar35 5'-<br>AACACTGGATAAAGCAGT<br>TTATGCCCTTTC-3'      |
| VH10tarU                                                                              | Geneworks                           | VH10tarU 5'-<br>GTCTCTGCAGGTGAGTCCT<br>AACTTCT-3'       |
| VH10tarL                                                                              | Geneworks                           | VH10tarL 5'-<br>CAACTATCCCTCCAGCCAT<br>AGGAT-3'         |
| iEμ forward                                                                           | Geneworks                           | iEμ 5'-<br>TTTCGG/CTGAATCCTCAA<br>CT-3' forward         |
| iEμ reverse                                                                           | Geneworks                           | iEμ 5'-<br>GGTCATGTGGCAAGGCTA<br>TT-3' reverse          |
| Erg negative forward                                                                  | Geneworks                           | Erg negative 5'-<br>GGGAAACAACACCCTTCT<br>CA-3' forward |
| Erg negative reverse                                                                  | Geneworks                           | Erg negative 5'-<br>AATGTTGATCCTGCCAATC<br>C-3' reverse |
| Recombinant DNA                                                                       |                                     |                                                         |
| Erg <sup>tm1a(KOMP)Wtsi</sup> targeting vector                                        | KOMP Knockout Mouse Project         | Project ID: CSD48771                                    |
| MSCV-mEbf1                                                                            | In-house                            | N/A                                                     |
| MSCV-mPax5                                                                            | In-house                            | N/A                                                     |
| FISH probe: VhJ558 Distal Region, IgHv1-72, BAC RP23-230L2                            | Creative Bioarray                   | N/A                                                     |
| FISH probe: Vh7183 Proximal Region, IgH5-2, BAC RP23-404D8                            | Creative Bioarray                   | N/A                                                     |
| Software and Algorithms                                                               |                                     |                                                         |
| FlowJo                                                                                | Tree Star                           | RRID:SCR_008520                                         |
| R Studio                                                                              | RStudio, Inc                        | RRID:SCR_000432                                         |
| R                                                                                     | R Project for Statistical Computing | RRID:SCR_001905                                         |
| R packages Rsubread, limma, edgeR, Rmagic, Rtsne, csaw, diffHic, InterationSet, Sushi | Bioconductor                        | RRID:SCR_001905                                         |
| MACS2                                                                                 | Liu Lab, Harvard University         | RRID:SCR_013291                                         |
| Bowtie2                                                                               | <sup>37</sup>                       | RRID:SCR_005476                                         |
| deepTools                                                                             | <sup>38</sup>                       | RRID:SCR_016366                                         |
| R packages pheatmap viridis                                                           | CRAN                                | RRID:SCR_003005S                                        |
| ImageJ                                                                                | <sup>39</sup>                       | RRID:SCR_003070                                         |
| Zen                                                                                   | Zeiss Microscopy                    | RRID:SCR_013672                                         |
| Huygens Software                                                                      | Scientific Volume Imaging           | RRID:SCR_014237                                         |

## Supplementary Methods

**Genomic PCR.** Genomic DNA was extracted using DirectPCR lysis reagent (Viagen) with proteinase K (Sigma-Aldrich) or the DNeasy minikit (Qiagen). 1  $\mu$ L of supernatant from murine tail samples lysed in 200  $\mu$ L or 50-100ng of genomic DNA were used for each reaction. Conditional *Erg* genomic deletion was detected using primers designed to detect the wild-type, floxed or deleted *Erg* alleles (**Supplementary Table 3**). Degenerate PCR primers for detection of genomic recombination across distal V<sub>H</sub>558 or proximal V<sub>H</sub>7183, V<sub>H</sub>Q52 regions, the D<sub>H</sub> region or Mu0 regions to J3 segments <sup>21</sup>, and V $\kappa$  <sup>22</sup> were used as described, as were primers to detect TCR V $\beta$ J recombination <sup>40</sup>, <sup>41</sup> and the *IgH*<sup>VH10tar</sup> allele <sup>24</sup> (**Supplementary Table 3**) <sup>42 25, 26, 28</sup>. PCR products were separated by agarose gel electrophoresis and visualized with ethidium bromide staining. For quantitative genomic PCR using SYBR green (Life technologies), primers spanning individual *Erg* exons were used as described <sup>1</sup> and relative quantitation was performed using the 2<sup>- $\Delta\Delta$ CT</sup> method <sup>43</sup>.

**RNA-seq of primary B lymphoid samples.** Total RNA was extracted using the RNeasy Plus minikit (Qiagen) from bone marrow B lymphoid populations sorted independently from two *Rag1Cre*<sup>T/+</sup>;*Erg* <sup>$\Delta/\Delta$</sup>  and *Rag1Cre*<sup>+/+</sup>;*Erg*<sup>fl/fl</sup> mice at 7-10 weeks of age. Sequencing was performed on an Illumina Hi-Seq 2500 to generate 100bp paired-end reads. Two biological replicates were sequenced for each mouse strain and B cell development stage. Adapter sequences were removed using Trimalore (<https://github.com/FelixKrueger/TrimGalore>). Reads were aligned to the mm10 mouse genome using STAR <sup>44</sup>. Genewise counts were obtained using featureCounts <sup>45</sup> with Rsubread's built-in Entrez Gene annotation <sup>46</sup>. Downstream analysis as conducted using edgeR 3.22.5 <sup>47</sup>. For each B cell stage, genes were filtered as non-expressed if they were assigned 0.5 counts per million mapped reads (CPM) in fewer than two libraries. Library sizes were TMM normalized and differential expression was assessed using quasi-likelihood F-tests <sup>48</sup>. Genes were called differentially expressed if they achieved a false discovery rate of 0.05 (**Supplementary Data 1**). For plotting purposes, counts were converted to Fragments Per Kilobase of transcript per Million mapped reads

(FPKM) using edgeR's rpkm function. These data have been deposited in Gene Expression Omnibus database (accession number GSE132854 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132854>]).

**Chromatin Immunoprecipitation (ChIP).** Chromatin immunoprecipitation was performed on  $2 \times 10^7$  cultured proB cells for Erg binding using the ab133264 antibody. Cells were cross-linked with 1% formaldehyde for 15 min at room temperature, terminated by the addition of 0.125M glycine. Cells were then lysed in 1% SDS, 10mM EDTA, 50mM Tris-HCl, pH8.0, and protease inhibitors. Lysates were sonicated in a Covaris ultrasonicator to achieve a mean DNA fragment size of 500 bp. Immunoprecipitation was performed using 10 $\mu$ g of antibodies for a minimum of 12h at 4°C in modified RIPA buffer (1% Triton X-100, 0.1% deoxycholate, 90mM NaCl, 10mM Tris-HCl, pH8.0 and protease inhibitors). An equal volume of protein A and G magnetic beads (Life Technologies) were used to bind the antibody and associated chromatin. Reverse crosslinking of DNA was performed at 65°C overnight with RNaseA digestion followed by DNA purification using QIAquick PCR purification kits (Qiagen). Immunoprecipitated DNA was analysed on an Applied Biosystems StepOnePlus System with SYBR green reagents for iE $\mu$   $\mu$ A and intergenic negative control regions using specific primers as detailed in **Supplementary Table 3**. Relative ChIP PCR enrichment of the iE $\mu$   $\mu$ A containing region in proB cells compared to input was performed and normalized to the intergenic negative control region using the  $2^{-\Delta\Delta CT}$  method <sup>43</sup>.

**ChIP-seq.** For sequencing analysis of immunoprecipitated DNA, DNA was quantified using the Qubit dsDNA HS Assay (Life Technologies). Library preparations were performed using the standard ThruPLEX<sup>TM</sup>-FD Prep Kit protocol (Rubicon Genomics) and size selected for 200–400bp fragments using Pippin Prep (Sage Science Inc.). Fragment sizes were confirmed using either the High Sensitivity DNA assay or the DNA 1000 kit and 2100 bioanalyzer (Agilent Technologies). Libraries were quantified with qPCR, normalized and pooled to 2nM before sequencing with single-end 75bp reads using standard protocols on the NextSeq (Illumina). DNA reads were adapter trimmed using Trimmomatic <sup>49</sup> and aligned to the GRCm38/mm10 build of the *Mus musculus* genome using the

BWA aligner <sup>50</sup>. Peaks were called using MACS2 <sup>51</sup> with default parameters to identify peaks using C17 antibody for Erg binding with *Rag1Cre<sup>T/+</sup>;Erg<sup>Δ/Δ</sup>* thymocytes as a negative control to filter peaks not due to Erg binding or ab133264 antibody in *Rag1Cre<sup>T/+</sup>;Erg<sup>Δ/Δ</sup>* pre-proB cells and *uA<sup>Δ/Δ</sup>* proB cells and wild-type proB cell controls, and were annotated to closest (peak start within 10kb from TSS) and overlapping genes using the R/Bioconductor package ChIPpeakAnno <sup>52</sup> (**Supplementary Data 2**). These data have been deposited in Gene Expression Omnibus database (accession number GSE132853 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132853]). Publicly available FASTQ files for Ebf1 (GSM1296532, GSM1296537), Pax5 (GSM932924), H3K4me3 (GSM2255547) and H3K27Ac (GSM2255552) ChIP-seq experiments were aligned to the mm10 mouse reference genome (GRCm38, December 2011) using Rsubread <sup>53</sup>. Peak-calling was performed using MACS2 <sup>51</sup> against input FASTQ files (GSM1296537, GSM1145867). Coordinates for annotated immunoglobulin heavy chains were obtained from Ensemble/Biomart (accessed 6th March 2017) and coordinates for 3' regulatory region (3'RR) hypersensitivity regions, 3'αE, iEμ, were as published <sup>54 55 56 57</sup>.

## Supplementary References

1. Loughran, S.J. *et al.* The transcription factor Erg is essential for definitive hematopoiesis and the function of adult hematopoietic stem cells. *Nat Immunol* **9**, 810-819 (2008).
2. van Dijk, D. *et al.* Recovering Gene Interactions from Single-Cell Data Using Data Diffusion. *Cell* **174**, 716-729 e727 (2018).
3. Osawa, M., Hanada, K., Hamada, H. & Nakauchi, H. Long-term lymphohematopoietic reconstitution by a single CD34-low/negative hematopoietic stem cell. *Science* **273**, 242-245 (1996).
4. Okada, S. *et al.* In vivo and in vitro stem cell function of c-kit- and Sca-1-positive murine hematopoietic cells. *Blood* **80**, 3044-3050 (1992).
5. Kiel, M.J. *et al.* SLAM family receptors distinguish hematopoietic stem and progenitor cells and reveal endothelial niches for stem cells. *Cell* **121**, 1109-1121 (2005).
6. Boiers, C. *et al.* Expression and role of FLT3 in regulation of the earliest stage of normal granulocyte-monocyte progenitor development. *Blood* **115**, 5061-5068 (2010).
7. Ng, A.P. *et al.* Characterization of thrombopoietin (TPO)-responsive progenitor cells in adult mouse bone marrow with in vivo megakaryocyte and erythroid potential. *Proc Natl Acad Sci U S A* **109**, 2364-2369 (2012).
8. Pronk, C.J. *et al.* Elucidation of the phenotypic, functional, and molecular topography of a myeloerythroid progenitor cell hierarchy. *Cell Stem Cell* **1**, 428-442 (2007).
9. Akashi, K., Traver, D., Miyamoto, T. & Weissman, I.L. A clonogenic common myeloid progenitor that gives rise to all myeloid lineages. *Nature* **404**, 193-197 (2000).
10. Kondo, M., Weissman, I.L. & Akashi, K. Identification of clonogenic common lymphoid progenitors in mouse bone marrow. *Cell* **91**, 661-672 (1997).
11. Inlay, M.A. *et al.* Ly6d marks the earliest stage of B-cell specification and identifies the branchpoint between B-cell and T-cell development. *Genes Dev* **23**, 2376-2381 (2009).
12. Hardy, R.R., Carmack, C.E., Shinton, S.A., Kemp, J.D. & Hayakawa, K. Resolution and characterization of pro-B and pre-pro-B cell stages in normal mouse bone marrow. *J Exp Med* **173**, 1213-1225 (1991).
13. Blasius, A.L., Barchet, W., Cella, M. & Colonna, M. Development and function of murine B220+CD11c+NK1.1+ cells identify them as a subset of NK cells. *J Exp Med* **204**, 2561-2568 (2007).
14. Asselin-Paturel, C. *et al.* Mouse type I IFN-producing cells are immature APCs with plasmacytoid morphology. *Nat Immunol* **2**, 1144-1150 (2001).
15. Chan, C.W. *et al.* Interferon-producing killer dendritic cells provide a link between innate and adaptive immunity. *Nat Med* **12**, 207-213 (2006).

16. Taieb, J. *et al.* A novel dendritic cell subset involved in tumor immunosurveillance. *Nat Med* **12**, 214-219 (2006).
17. Rumfelt, L.L., Zhou, Y., Rowley, B.M., Shinton, S.A. & Hardy, R.R. Lineage specification and plasticity in CD19- early B cell precursors. *J Exp Med* **203**, 675-687 (2006).
18. Godfrey, D.I., Kennedy, J., Suda, T. & Zlotnik, A. A developmental pathway involving four phenotypically and functionally distinct subsets of CD3-CD4-CD8- triple-negative adult mouse thymocytes defined by CD44 and CD25 expression. *J Immunol* **150**, 4244-4252 (1993).
19. Allman, D. *et al.* Resolution of three nonproliferative immature splenic B cell subsets reveals multiple selection points during peripheral B cell maturation. *J Immunol* **167**, 6834-6840 (2001).
20. Loder, F. *et al.* B cell development in the spleen takes place in discrete steps and is determined by the quality of B cell receptor-derived signals. *J Exp Med* **190**, 75-89 (1999).
21. Schlissel, M.S., Corcoran, L.M. & Baltimore, D. Virus-transformed pre-B cells show ordered activation but not inactivation of immunoglobulin gene rearrangement and transcription. *J Exp Med* **173**, 711-720 (1991).
22. Schlissel, M.S. & Baltimore, D. Activation of immunoglobulin kappa gene rearrangement correlates with induction of germline kappa gene transcription. *Cell* **58**, 1001-1007 (1989).
23. Inlay, M., Alt, F.W., Baltimore, D. & Xu, Y. Essential roles of the kappa light chain intronic enhancer and 3' enhancer in kappa rearrangement and demethylation. *Nat Immunol* **3**, 463-468 (2002).
24. Jurado, S. *et al.* The Zinc-finger protein ASCIZ regulates B cell development via DYNLL1 and Bim. *J Exp Med* **209**, 1629-1639 (2012).
25. Angelin-Duclos, C. & Calame, K. Evidence that immunoglobulin VH-DJ recombination does not require germ line transcription of the recombining variable gene segment. *Mol Cell Biol* **18**, 6253-6264 (1998).
26. Xiang, Y. & Garrard, W.T. The Downstream Transcriptional Enhancer, Ed, positively regulates mouse Ig kappa gene expression and somatic hypermutation. *J Immunol* **180**, 6725-6732 (2008).
27. LeBleu, V. *et al.* Stem cell therapies benefit Alport syndrome. *J Am Soc Nephrol* **20**, 2359-2370 (2009).
28. Jackson, A., Kondilis, H.D., Khor, B., Sleckman, B.P. & Krangel, M.S. Regulation of T cell receptor beta allelic exclusion at a level beyond accessibility. *Nature Immunology* **6**, 189-197 (2005).
29. Kehry, M.R. & Castle, B.E. Regulation of CD40 ligand expression and use of recombinant CD40 ligand for studying B cell growth and differentiation. *Semin Immunol* **6**, 287-294 (1994).

30. Schwickert, T.A. *et al.* Stage-specific control of early B cell development by the transcription factor Ikaros. *Nat Immunol* **15**, 283-293 (2014).
31. Revilla, I.D.R. *et al.* The B-cell identity factor Pax5 regulates distinct transcriptional programmes in early and late B lymphopoiesis. *EMBO J* **31**, 3130-3146 (2012).
32. Smeenk, L. *et al.* Molecular role of the PAX5-ETV6 oncoprotein in promoting B-cell acute lymphoblastic leukemia. *EMBO J* **36**, 718-735 (2017).
33. Jensen, C.T. *et al.* Dissection of progenitor compartments resolves developmental trajectories in B-lymphopoiesis. *J Exp Med* **215**, 1947-1963 (2018).
34. Farley, F.W., Soriano, P., Steffen, L.S. & Dymecki, S.M. Widespread recombinase expression using FLP<sub>eR</sub> (flipper) mice. *Genesis* **28**, 106-110 (2000).
35. McCormack, M.P., Forster, A., Drynan, L., Pannell, R. & Rabbitts, T.H. The LMO2 T-cell oncogene is activated via chromosomal translocations or retroviral insertion during gene therapy but has no mandatory role in normal T-cell development. *Mol Cell Biol* **23**, 9003-9013 (2003).
36. Phan, T.G. *et al.* B cell receptor-independent stimuli trigger immunoglobulin (Ig) class switch recombination and production of IgG autoantibodies by anergic self-reactive B cells. *J Exp Med* **197**, 845-860 (2003).
37. Langmead, B. & Salzberg, S.L. Fast gapped-read alignment with Bowtie 2. *Nat Methods* **9**, 357-359 (2012).
38. Ramirez, F., Dundar, F., Diehl, S., Gruning, B.A. & Manke, T. deepTools: a flexible platform for exploring deep-sequencing data. *Nucleic Acids Res* **42**, W187-191 (2014).
39. Schneider, C.A., Rasband, W.S. & Eliceiri, K.W. NIH Image to ImageJ: 25 years of image analysis. *Nat Methods* **9**, 671-675 (2012).
40. Anderson, S.J., Abraham, K.M., Nakayama, T., Singer, A. & Perlmutter, R.M. Inhibition of T-cell receptor beta-chain gene rearrangement by overexpression of the non-receptor protein tyrosine kinase p56lck. *EMBO J* **11**, 4877-4886 (1992).
41. Wojciechowski, J., Lai, A., Kondo, M. & Zhuang, Y. E2A and HEB are required to block thymocyte proliferation prior to pre-TCR expression. *J Immunol* **178**, 5717-5726 (2007).
42. Abe, K. *et al.* Novel lymphocyte-independent mechanisms to initiate inflammatory arthritis via bone marrow-derived cells of Alil8 mutant mice. *Rheumatology (Oxford)* **47**, 292-300 (2008).
43. Livak, K.J. & Schmittgen, T.D. Analysis of relative gene expression data using real-time quantitative PCR and the 2<sup>-</sup>(-Delta Delta C(T)) Method. *Methods* **25**, 402-408 (2001).
44. Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15-21 (2013).
45. Liao, Y., Smyth, G.K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923-930 (2014).

46. Liao, Y., Smyth, G.K. & Shi, W. The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. *Nucleic Acids Res* **47**, e47 (2019).
47. Robinson, M.D., McCarthy, D.J. & Smyth, G.K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139-140 (2010).
48. Chen, Y., Lun, A.T. & Smyth, G.K. From reads to genes to pathways: differential expression analysis of RNA-Seq experiments using Rsubread and the edgeR quasi-likelihood pipeline. *F1000Res* **5**, 1438 (2016).
49. Bolger, A.M., Lohse, M. & Usadel, B. Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* **30**, 2114-2120 (2014).
50. Li, H. Aligning sequence reads, clone sequences and assembly contigs with BWA-MEM. Preprint at <https://arXiv:1303.3997v2>; 2013.
51. Zhang, Y. *et al.* Model-based analysis of ChIP-Seq (MACS). *Genome Biol* **9**, R137 (2008).
52. Zhu, L.J. *et al.* ChIPpeakAnno: a Bioconductor package to annotate ChIP-seq and ChIP-chip data. *BMC Bioinformatics* **11**, 237 (2010).
53. Liao, Y., Smyth, G.K. & Shi, W. The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. *Nucleic Acids Res* **41**, e108 (2013).
54. Thomas-Claudepierre, A.S. *et al.* Mediator facilitates transcriptional activation and dynamic long-range contacts at the IgH locus during class switch recombination. *J Exp Med* **213**, 303-312 (2016).
55. D'Addabbo, P., Scascitelli, M., Giambra, V., Rocchi, M. & Frezza, D. Position and sequence conservation in Amniota of polymorphic enhancer HS1.2 within the palindrome of IgH 3'Regulatory Region. *BMC Evol Biol* **11**, 71 (2011).
56. Chakraborty, T. *et al.* A 220-nucleotide deletion of the intronic enhancer reveals an epigenetic hierarchy in immunoglobulin heavy chain locus activation. *J Exp Med* **206**, 1019-1027 (2009).
57. Ebert, A. *et al.* The distal V(H) gene cluster of the Igh locus contains distinct regulatory elements with Pax5 transcription factor-dependent activity in pro-B cells. *Immunity* **34**, 175-187 (2011).

# Supplementary material for: An Erg-driven transcriptional program controls B cell lymphopoiesis
**Source:** Nat Commun. 2020 Jun 15;11:3013. doi: 10.1038/s41467-020-16828-y
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Flow cytometry; BD FACS LSR II, RNA-seq (Illumina); HiSeq 2500, ChIP-seq and ATAC-seq; NextSeq 500 (Illumina), HiC; MiSeq (Illumina). Fluorescence In Situ Hybridisation; LSM 880 confocal microscope (Zeiss).

#### Data analysis

Flow collection software: BD FACSDiva 7 (BD Biosciences). Analysis software: all data were imported as uncompensated files and re-compensated and analysed on FlowJo 8 (FlowJo Tree Star RRID:SCR\_008520), Excel for Mac v16 (Microsoft), Prism v8 (GraphPad).

Fluorescence In Situ Hybridisation software Zen 2.3 (Zeiss Microscopy) RRID:SCR\_013672 was used for data collection. Analysis was undertaken using ImageJ RRID:SCR\_003070, Huygens Software Scientific Volume Imaging RRID:SCR\_014237.

Bioinformatic analysis was performed using: R Studio RStudio, Inc RRID:SCR\_000432, R R Project for Statistical Computing RRID:SCR\_001905, R packages Rsubread, limma, edgeR, Rmagic, Rtsne, csaw, diffHic, InterationSet, Sushi Bioconductor RRID:SCR\_001905, MACS2 Liu Lab Harvard University RRID:SCR\_013291, Bowtie2 RRID:SCR\_005476, deepTools RRID:SCR\_016366, R packages pheatmap viridis CRAN RRID:SCR\_003005S, MAGIC Krishnaswamy Lab Yale University (<https://github.com/pkathail/magic/>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The following datasets analysed in the current study are available at the NCBI Gene Expression Omnibus, accession GSE132852 (<https://www.ncbi.nlm.nih.gov/geo/>)

query/acc.cgi?acc=GSE132852] (ATAC-seq), GSE132853 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132853] (ChIP-seq), GSE132854 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132854] (RNA-seq), GSE133246 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE133246] (Hi-C). Other publicly available datasets are available at the NCBI Gene Expression Omnibus, accession GSM1296532, GSM1296537 (ChIP-seq Ebf1), GSM1296537 (ProB\_Rag2\_input), GSM932924 (ChIP-seq Pax5), GSM1145867 (ProB\_Rag2\_Input\_2), GSM2255547 (ChIP-seq H3K4me3), GSM2255552 (ChIP-seq H3K27ac), GSM2879293, GSM2879294, GSM2879295 (RNA-seq Ebf1 knockout), GSM2879296, GSM2879297, GSM2879298 (RNA-seq Pax5 knockout), GSM2879299, GSM2879300, GSM2879301 (RNA-seq wild-type), GSE114793 (scRNA-seq wild-type). The source data underlying Fig. 1b, 1d, 1e, 1f, 2a, 2b, 2d, 3a, 3b, 3c, 3d, 3f, 3g, 4d, 5b, 5d, 5e, 5f, Supplementary Fig. 2a, 2b, 2c, 3b, 3c are provided as Source Data file. The data supporting this study are available in the Article, Supplementary Information, Source Data or available from the authors upon reasonable requests.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

### Antibodies used

Antibodies for Western blot/ChIP:

Anti-Erg Santa Cruz Biotechnology sc-354, Anti-Erg Abcam ab133264 (used 1:1000 for Western blot), Anti-Ebf1 Abcam ab108369 (used 1:1000 for Western blot), Anti-Pax5 In-house Clone: 1H9 (used 1:100 for Western blot).

Flow Cytometry Antibodies:

Ter119 APC-Cy7 1:150 BD Biosciences Clone : Ly-76, CD41 PE 1:333 BD Biosciences Clone : MWReg30, Gr1 PE-Cy7 1:333 BD Biosciences Clone : Ly6G & Ly6C, Mac1 Alexa700 1:333 BD Biosciences Clone : CD11b, NK1.1 PerCP-Cy5.5 1:333 BD Biosciences Clone : N418, CD45R/B220 APC 1:333 BD Biosciences Clone : RA3-6B2, CD19 Biotin 1:333 BD Biosciences Clone : 1D3, CD3 PE 1:333 BD Biosciences Clone : 17A2, CD4 APC 1:300 BD Biosciences Clone : CK1.5, CD8a PE 1:300 BD Biosciences Clone : 53.6.7. Sca1 (Ly6A/E) PE-Cy7 1:200 BD Biosciences Clone : D7, cKit (CD117) PerCP-Cy5.5 1:200 BD Biosciences Clone : 2B8 or ACK4, CD150 APC 1:100 Biolegend Clone : TC15-12F12.2, CD105 PE 1:100 BD Biosciences Clone : MJ7/18, CD16/32 PE-Cy7 1:100 BD Biosciences Clone : 24G2, CD127 Biotin 1:100 eBioscience Clone : A7R34, CD135 PE 1:50 Biolegend Clone : A2F10, Ly6D APC 1:1000 BD Biosciences Clone : 49-H4, CD21/35 FITC 1:400 BD Biosciences Clone : 7G6, CD23 PE-Cy7 1:400 BD Biosciences Clone : B3B4, CD93 PerCP-Cy5.5 1:400 BD Biosciences Clone : AA4.1, CD24 PerCP-Cy5.5 1:400 BD Biosciences Clone : M1/69, CD43 PE-

Cy7 1:400 BD Biosciences Clone : S7, CD45.2 Biotin 1:400 BD Biosciences Clone : S450-15-2, CD45.1 Alexa700 1:400 BD Biosciences Clone : A20, IgMb APC-Cy7 1:150 BD Biosciences Clone : AF6-78, IgD PE 1:333 BD Biosciences Clone : 11-26c.2a, CD138 PE 1:200 BD Biosciences Clone : 281.2, IgG1 APC 1:200 BD Biosciences Clone : X56, CD25 PerCP-Cy5.5 1:400 BD Biosciences Clone : 3C7, CD44 PE-Cy7 1:300 BD Biosciences Clone : IM7

## Validation

All antibodies were validated by manufacturers for the applications and species used in this study and were supported by publications or internal validation. See manufacturers websites for validation statements ([www.biolegend.com](http://www.biolegend.com); [www.bdbiosciences.com](http://www.bdbiosciences.com); [www.ebioscience.com](http://www.ebioscience.com); <https://www.abcam.com>) found in technical data sheets. All antibodies were tested by titration including matching isotype controls against known reacting cell types in parallel. All experiments included appropriate negative and positive control populations.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

All mice were 6 to 18 weeks at start of experiment. Both male and female mice were used. Mice strains used were bred on a C57BL/6J background. Mice were co-housed in a barrier facility and analysed from 6 to 18 weeks of age. Euthanasia was performed by CO<sub>2</sub> induction or cervical dislocation.

Mice carrying the Ergtm1a(KOMP)wtst knock-first reporter allele (ErgKI, KOMP Knockout Mouse Project) were generated by gene targeting in ES cells. Mice with a conditional Erg knockout allele (Ergfl) from which the IRES-LacZ cassette was excised were generated by interbreeding ErgKI mice with Flpe transgenic mice. Rag1Cre mice, in which Cre recombinase is expressed during lymphopoiesis from the CLP stage, were interbred with Ergfl mice to generate mice lacking Erg in lymphopoiesis (Rag1CreT/+;ErgΔ/Δ) and Rag1Cre+/+;Ergfl/fl (Ergfl/fl) controls.

Mice carrying the rearranged immunoglobulin heavy chain IgHVH10tar allele were a gift from Professor Robert Brink.

The cEμΔ/Δ and μAΔ/Δ mice were generated by the MAGEC laboratory (Walter and Eliza Hall Institute of Medical Research) on a C57BL/6J background. To generate cEμΔ mice, 20ng/μl of Cas9 mRNA, 10ng/μl of sgRNA (GTTGAGGATTCAGCCGAAAC and ATGTTGAGTTGGAGTCAAGA) and 40 ng/μl of oligo donor (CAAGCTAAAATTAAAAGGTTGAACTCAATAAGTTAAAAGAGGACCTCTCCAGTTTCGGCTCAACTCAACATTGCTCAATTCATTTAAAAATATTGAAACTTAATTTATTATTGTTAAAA) were injected into the cytoplasm of fertilized one-cell stage embryos. To generate μAΔ mice, 20ng/μl of Cas9 mRNA, 10ng/μl of sgRNA (GAACACCTGCAGCAGCTGGC) and 40 ng/μl of oligo donor (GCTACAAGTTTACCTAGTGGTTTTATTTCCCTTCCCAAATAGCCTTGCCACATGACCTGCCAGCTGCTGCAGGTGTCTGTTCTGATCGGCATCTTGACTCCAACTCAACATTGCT) were injected into the cytoplasm of fertilized one-cell stage embryos. Twenty-four hours later, two-cell stage embryos were transferred into the oviducts of pseudo-pregnant female mice. Viable offspring were genotyped by next-generation sequencing.

### Wild animals

The study did not involve wild animals.

### Field-collected samples

The study did not involve field collected samples.

### Ethics oversight

This study was performed in accordance with the Australian Code for the Care and Use of Animals for Scientific Purposes, published by the Australian National Health and Medical Research Council. Experimental procedures were approved by the Walter and Eliza Hall Institute of Medical Research Animal Ethics Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

These data have been deposited in Gene Expression Omnibus database (accession number GSE132853 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132853>]).

#### Files in database submission

GSM3895107, GSM3895108

#### Genome browser session (e.g. [UCSC](#))

No longer applicable

## Methodology

### Replicates

ChIP-seq was performed on C57BL/6J proB cells with Rag1CreT/+;ErgΔ/Δ thymocytes as a negative control. Confirmatory replicates were performed on C57BL/6J, μA Δ/Δ proB cells and Rag1CreT/+;ErgΔ/Δ pre-proB cells as negative controls (see Supplementary Figure 4b).

### Sequencing depth

Each library was sequenced using a high output single end 75 base pair kit on the NextSeq500 (Illumina) to a minimum of ~9.3 million read depth with a minimum of ~9 million uniquely mapped reads per library.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

# Supplementary material for: An Erg-driven transcriptional program controls B cell lymphopoiesis
**Source:** Nat Commun. 2020 Jun 15;11:3013. doi: 10.1038/s41467-020-16828-y
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Title: Supplementary Data 1**

**Description: RNA-seq for differentially expressed genes.** Rag1Cre<sup>T/+</sup>;Erg<sup>Δ/Δ</sup> and Erg<sup>fl/fl</sup> pre-proB cells, Ebf1<sup>Δ/Δ</sup> pre-proB cells and Pax5<sup>Δ/Δ</sup> proB cells and wild-type, Rag1Cre<sup>T/+</sup>;Erg<sup>Δ/Δ</sup> pre-proB cells and Rag1Cre<sup>T/+</sup>;Erg<sup>Δ/Δ</sup> pre-proB transduced with MSCV-Ebf1 and MSCV-Pax5 retroviruses. Differentially expressed genes between Rag1Cre<sup>T/+</sup>;Erg<sup>Δ/Δ</sup> and Erg<sup>fl/fl</sup> pre-proB cells, OP9 cultured WT, Ebf1<sup>Δ/Δ</sup> pre-proB cells and Pax5<sup>Δ/Δ</sup> proB cells, and OP9 cultured B220<sup>+</sup> C57BL/6 proB, Rag1Cre<sup>T/+</sup>;Erg<sup>Δ/Δ</sup> pre-proB and Rag1Cre<sup>T/+</sup>;Erg<sup>Δ/Δ</sup> cells transduced with MSCV-Ebf1 and MSCV-Pax5 retroviruses. **See Fig. 4, Fig. 5.**

**Title: Supplementary Data 2**

**Description: ChIP-seq for the Erg, Ebf1 and Pax5 gene regulatory network.** Erg, Ebf1 and Pax5 ChIP binding coordinates to differentially expressed genes in Rag1Cre<sup>T/+</sup>;Erg<sup>Δ/Δ</sup> pre-proB cells. **See Fig. 6.**

How the deposited data were processed for this re-analysis (not part of the article)

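RNA was sequenced from sorted bone marrow pre–proB, proB and preB cells of *Erg* fl/fl mice and from pre–proB cells of *Rag1Cre* T/+;*Erg*Δ/Δ mice, with 2 biological replicates in each of the 4 groups. The authors deposited whole-number counts of reads per gene, without normalization, in 1 table of 27179 Entrez Gene identifiers and 8 libraries. As the Supplementary Methods state, they removed adapters with Trim Galore, aligned the reads to mm10 with STAR and counted them with featureCounts and Rsubread's built-in Entrez Gene annotation. The STAR version, the use of strand and the treatment of reads that map to several genes are not given in the sources used here, so reads of near-identical or overlapping genes can be shared between them. The *Erg* fl/fl control mice carried no *Rag1Cre* allele. Libraries were assigned to genotype, stage and replicate by their labels, which match Fig. 1d, Fig. 1e and the Supplementary Methods.

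Library totals ranged from 15565381 to 18457632 counts with a median of 17006205, and TMM factors over the 8 libraries from 0.952 to 1.05. At these depths 3 counts correspond to between 0.163 and 0.193 CPM, and that number of counts was used as the limit for a group without a count. Intervals and limits from counts cover counting error only. Gene symbols and GRCm38 coordinates came from RefSeq for 25275 identifiers, from Supplementary Data 1 for 5 and from GENCODE for 18. The 1881 identifiers left without a symbol hold 0.523% of the counts and stayed in library sizes and tests.

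CPM (counts scaled to library size) were computed here with TMM-normalized library sizes over the 8 libraries. Fold changes and p-values came from edgeR 4.0.16 in R 4.3.3, with glmQLFit set to the legacy quasi-likelihood method and glmQLFTest, in 1 fit of the 4 pre–proB libraries and 1 fit of the 6 *Erg* fl/fl libraries. Genes needed at least 0.5 CPM in at least 2 libraries of the fit, and p-values were adjusted by the Benjamini-Hochberg method over all genes kept. A gene was called at an adjusted p below 0.05. The Supplementary Methods name edgeR, that filter for each B cell stage, TMM and quasi-likelihood F-tests. They do not state which libraries the authors fitted together, and the fits of 4 and of 6 libraries were chosen here. Standard errors are the log2 fold change divided by the square root of the F statistic. *Erg* FPKM values were computed here as CPM divided by the gene length listed in Supplementary Data 1. The whole procedure was tested on 1 simulated set of counts per design, drawn with the means, dispersions and library sizes of the real libraries. In each, 200 genes above a minimum level were changed by a log2 fold change of at least 2 in size. In the pre–proB design edgeR called 200 of 200 changed genes among 13005 and 24 unchanged ones, which made up 10.7% of its calls. In the comparison of proB with pre–proB it called 200 of 200 among 13650 and 22 unchanged ones, 9.91% of its calls. Both shares of unchanged genes lay above the 0.05 that the threshold is meant to hold. The simulations do not show how often smaller changes would be called.

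The genes named in the text were chosen by a rule set before the data were examined, as were the main settings, the alternatives and the marker lists. The rule takes 26 genes that the paper names in its RNA-seq results on these cells, every gene of a marker list where the list is discussed, and in each direction the 5 called genes with the lowest p-value whose libraries do not overlap between genotypes. The rule was written as genes of the paper's text, but its list held *Vpreb3* and *Poll*, which the text does not name. Supplementary Data 1, which was made from these libraries, had been read when the rule and the lists were written. The lists hold genes of T-like, NK-like, plasmacytoid dendritic-like, myeloid-like, erythroid-like, plasma cell-like, mature B-like and early lymphoid progenitor-like cells, proliferation genes, Y-linked genes and *Xist*. The percentile of a list's median was taken among 10000 random lists of the same size, matched on mean expression in 20 bins.

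The alternatives were DESeq2's median-of-ratios size factors or total counts in place of TMM, no filter, edgeR's filterByExpr or at least 1 CPM in at least 2 libraries, DESeq2 1.42.0 or limma-voom (limma 3.58.1) in place of edgeR's test, edgeR's version 4 quasi-likelihood method, robust estimation, all 8 libraries in one fit, immunoglobulin genes left out, the replicate number as a block, and each library left out in turn. The fit of the *Erg* fl/fl libraries was not run with filterByExpr or robust estimation. When a library is left out, the lone library of its group is assumed to vary like the other groups. In the comparison of genotypes only the other genotype's pair then gives the spread, so the adjusted p of such fits does not measure robustness. Values of groups of 2 libraries are given as mean ± SD or for each library. Medians of called genes with and without an Erg peak in Supplementary Data 2 were compared by a permutation test with 100000 resamples, two-sided. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The ChIP-seq, ATAC-seq, Hi-C, single-cell, rescue and retroviral experiments were not analysed here.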

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

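The tests of a larger share of counts, of a strain variant, of plasma or mature B cells, of plasmacytoid dendritic-like cells, of RNA from both sexes and of reads assigned to the wrong library were chosen only after the results were seen.

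Genes of natural killer (NK) cells, which the paper does not discuss, were higher in *Rag1Cre* T/+;*Erg*Δ/Δ than in *Erg* fl/fl pre–proB cells. The median log2 fold change of 11 NK-like markers was 2.04, all 11 lying above 0 between 1.24 and 3.34, while random lists matched on expression gave -0.17 to 0.13. Of the list, 6 genes had an adjusted p below 0.05 over all genes and 11 adjusted over the list alone, both in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Since 7 of the genes are in Supplementary Data 1, made from these libraries, the second count is not independent evidence. Of the list, 0 genes lay above 10 CPM in *Erg* fl/fl proB cells, 1 in *Erg* fl/fl pre–proB cells, and 0 are in another list. The most abundant, *Il2rb*, went from 21.5 and 31.4 to 51.3 and 74.6 CPM, *Klrb1c* from 11.1 and 7.78 to 20.8 and 34.9, *Gzma* from 1.80 and 4.19 to 18.1 and 36.7 and *Nkg7* from 6.03 and 8.81 to 17.6 and 28.0. *Klra4* rose from 0.898 and 1.58 to 10.6 and 14.9 CPM, a log2 fold change of 3.34 (standard error 0.307, adjusted p = 0.0178 in edgeR), and *Ncr1* from 2.12 and 2.92 to 15.1 and 26.0, a log2 fold change of 3.01 (standard error 0.312, adjusted p = 0.0178 in edgeR). Without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 1 the adjusted p of *Klra4* was 0.0548 and without replicate 2 it was 0.0953, over a range of 1.87e-13 to 0.0953. That of *Ncr1* was 0.0905 with limma-voom and 0.0764 without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 2, over a range of 2.43e-14 to 0.0905. Reads may be shared between the *Klra* genes, which are paralogs, but *Gzma*, *Nkg7* and *Ncr1* belong to other families. Over 16 alternatives the median of the list lay between 1.77 and 2.27. A larger share of counts for the cells left once B-lineage transcripts are missing is argued against as the whole cause. The 182 genes expressed in *Erg* fl/fl pre–proB cells and nearly absent from proB and preB cells had a median log2 fold change of 0.19, with a 95th percentile of 0.55. The lowest NK-like marker, at 1.24, lay above that percentile. A rise of all other lineages alike is argued against too, as the medians lay apart, at -0.70 for myeloid-like, 0.13 for T-like and 0.15 for plasmacytoid dendritic-like markers, the last 2 at percentiles 98.1 and 98.5 of random lists. The erythroid-like markers had a median of 1.20, against -0.997 to 0.45 for random lists, but 0.40 without a filter. Of the 4 tested, 3 lay above 0, globin genes near the filter such as *Hba-a2*, at 0.642 and 0.851 CPM in *Erg* fl/fl and 1.87 and 2.13 in *Rag1Cre* T/+;*Erg*Δ/Δ cells, while *Car2* fell from 13.1 and 7.90 to 4.37 and 5.36 CPM, so this list decides nothing. More NK-like cells in the sorted *Rag1Cre* T/+;*Erg*Δ/Δ populations is a candidate explanation. Against it, Supplementary Table 1 defines pre–proB cells as negative for NK1.1, the product of *Klrb1c*, and for CD11c, so the gate was set to leave out cells with NK1.1 on their surface, while *Klrb1c* RNA was counted in all 4 pre–proB libraries. Whether NK-like cells passed the gate stays open, and a higher level of these genes in the same cells stays open, since sorted populations do not show which cells carried the RNA. Sorting purity was not tested, and loss of *Erg* and presence of *Rag1Cre* both stay among the open explanations.

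The immunoglobulin constant gene *Ighg3* had the lowest p-value of all genes, and the paper does not discuss it. It was at 224 and 216 CPM in *Erg* fl/fl and at 0.187 and 0.194 in *Rag1Cre* T/+;*Erg*Δ/Δ pre–proB cells, 6 counts against 7043 over both libraries. The ratio of *Erg* fl/fl to *Rag1Cre* T/+;*Erg*Δ/Δ was 1154 with a 95% counting interval of 529.9 to 3146, and the fitted log2 fold change -10.13 (standard error 0.135, adjusted p = 5.67e-07 in edgeR). *Ighg2c* went from 91.2 and 54.7 to 0.0625 and 0.258 CPM, a log2 fold change of -8.79 (standard error 0.507, adjusted p = 0.00296 in edgeR). The adjusted p of *Ighg2c* was 0.135 with limma-voom, 0.131 with robust estimation and 0.0506 without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 2, over a range of 1.84e-21 to 0.135. *Ighg2b* fell as well, from 92.6 and 76.6 to 0.250 and 4.84 CPM, while *Ighm* was at 3136 and 2879 and 2938 and 2826. These genes resemble one another, so reads may be shared between them. A strain variant of the heavy chain locus as the whole cause is argued against by the light chain variable genes on chromosome 6. With genes without a count in *Rag1Cre* T/+;*Erg*Δ/Δ cells set to 3 counts over the group, the median log2 fold change of 45 of these genes was -4.22, and 43 were below 0. Between the *Erg* fl/fl pre–proB libraries, the 38 immunoglobulin genes past the threshold and lower had a median log2 ratio of replicate 1 to replicate 2 of -0.01. It was 1.15 for the 85 other genes past the threshold and lower, so the 2 sets did not move together. Transcripts of plasma or mature B cells in the *Erg* fl/fl populations still cannot be told apart from transcripts of the pre–proB cells themselves. The mature B-like markers had a median of -0.90, with 1 of 7 past the threshold over all genes in edgeR, *Ms4a1*, and 6 adjusted over the list alone, which is not independent evidence since 4 of the list are in Supplementary Data 1. The plasma cell-like markers had a median of -0.09, between -0.22 and 0.02 over the alternatives. Of the 6 tested, 2 lay above 0, and 2 were past the threshold adjusted over the list alone. The lowest, *Jchain* at -1.99, fell from 96.5 and 106 to 9.56 and 42.0 CPM, so the median of this list decides nothing. *Xbp1*, a plasma cell-like marker, was already at 408 and 485 CPM in *Erg* fl/fl and 490.0 and 533 in *Rag1Cre* T/+;*Erg*Δ/Δ cells, a level that would hide a small share of plasma cells, and this keeps the question open.

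*Lrp1* (Entrez Gene 16971, chromosome 10, 127538157 to 127621148), which the paper does not discuss, had the lowest p-value among the higher genes. It rose from 17.8 and 18.2 CPM in *Erg* fl/fl to 47.4 and 50.8 in *Rag1Cre* T/+;*Erg*Δ/Δ pre–proB cells, a log2 fold change of 1.43 (standard error 0.0768, adjusted p = 0.00296 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed past the threshold under all 16 alternatives, between 1.38 and 1.48, with adjusted p from 6.96e-18 to 0.0328. With total counts in place of TMM the log2 fold change was 1.40, which argues against normalization as its cause. *Lrp1* is in none of the marker lists, so the tests do not show which cells carried it, and a change within pre–proB cells and a change in which cells were sorted both stay open.

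Genes of plasmacytoid dendritic cells, which the paper does not discuss, were abundant in the pre–proB libraries of both genotypes. From pre–proB to proB cells of *Erg* fl/fl mice their median log2 fold change was -5.78 over 10 genes, between -5.94 and -5.69 over 16 alternatives. *Siglech* was at 3856 and 3825 CPM in *Erg* fl/fl pre–proB, 46.5 and 56.5 in proB, 11.2 and 11.5 in preB and 3953 and 4507 in *Rag1Cre* T/+;*Erg*Δ/Δ pre–proB cells. *Irf8* was at 3446 and 3982 and *Bst2* at 1332 and 1449 CPM in the *Erg* fl/fl pre–proB libraries. Between genotypes the median of the list was 0.15, at percentile 98.5 of random lists. Of its 10 genes, 10 lay above 10 CPM in *Erg* fl/fl pre–proB and 7 in proB cells, 0 are in another list and 0 in Supplementary Data 1. Cells like plasmacytoid dendritic cells within the sorted pre–proB populations may be the source, although Supplementary Table 1 defines pre–proB cells as negative for CD11c. *Itgax*, which encodes CD11c and was named after its values were seen, was at 326 and 405 CPM in *Erg* fl/fl and 384 and 453 in *Rag1Cre* T/+;*Erg*Δ/Δ pre–proB and 3.06 and 5.14 in proB cells. Transcription of these genes in pre–proB cells themselves stays open, as does the stage, since sorted populations were measured.

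*Xist* and the Y-linked genes *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y*, which the paper does not discuss, were both present in every library. *Xist* lay between 449.9 and 1114 CPM and the sum of the Y-linked genes between 229 and 321, the lowest value of a Y-linked gene in any library being 18.1 CPM. Reads assigned to the wrong library are argued against as the cause, as they would leave levels many times apart, while the highest Y-linked sum was 1.40 times the lowest. RNA from mice of both sexes in each library may explain the pattern. The paper states that male and female mice were used. Its Supplementary Methods describe populations sorted independently from 2 mice of each genotype, which with 2 replicates would leave 1 mouse per library and goes against this explanation. They do not say whether cells of more mice were pooled, and the explanation stays a hypothesis.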

How the results depend on the processing

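No alternative or test in this part was chosen after a result was seen. The rise of *Erg* from pre–proB to proB cells and its fall from proB to preB cells kept their direction and an adjusted p below 0.05 under all 16 alternatives. The numbers of genes past the threshold between stages stayed within 1.5 times the reported counts, at 8684 to 10085 for proB against pre–proB, 6026 to 8343 for preB against proB and 8573 to 9781 for preB against pre–proB. The share of counts on *Ighv* genes in *Rag1Cre* T/+;*Erg*Δ/Δ cells, 0.00249%, was 0.00465% without replicate 1 and 0.000341% without replicate 2, and it stayed within 1.5 times in the *Erg* fl/fl populations.

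The comparison of genotypes moved more. From 151 genes past the threshold, 123 lower and 28 higher, the counts went to 279, 226 and 53 without a filter, 400, 312 and 88 with DESeq2, 41, 34 and 7 with limma-voom, 442, 373 and 69 with all 8 libraries in the fit. EdgeR's version 4 method gave 88, 69 and 19, robust estimation 80 lower genes of 110, and total counts 18 higher genes of 114. With each library left out in turn the counts ranged from 10 to 401 in all, 6 to 331 lower and 1 to 70 higher. A fit with a library left out holds 1 library of that genotype, so its spread within groups came from the other genotype's pair alone. The *Erg* fl/fl pair was far apart in B-lineage genes, with a median log2 ratio of 1.37 over 52 genes. Counts and adjusted p from such fits therefore follow the spread of 1 genotype and do not measure robustness. The cause of the other differences was not tested.

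The replicate numbers were not shown to pair the libraries. Across 9271 genes the deviation of replicate 1 from replicate 2 correlated between populations with r from -0.0209 to 0.242, genes not being independent replicates. With the number as a replicate block, 265 genes were past the threshold, 218 lower and 47 higher, and the log2 fold change of *Erg* between genotypes was -4.15.

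The log2 fold change of *Erg* in *Rag1Cre* T/+;*Erg*Δ/Δ cells kept its direction but was no longer past the threshold with limma-voom (-4.02) and robust estimation (-4.23). The cause was not tested. With single libraries left out it ranged from -4.80 to -3.32. The difference of *Erg* between preB and pre–proB cells, -0.92, passed the threshold without a filter (-0.98, adjusted p = 0.0439) and with all 8 libraries (-0.96, adjusted p = 0.0436), and ranged from -1.51 to -0.0938 with libraries left out, over adjusted p from 4.67e-05 to 0.692 in edgeR and the other tools. The cause was not tested.

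The difference in median log2 fold change between genes past the threshold with and without an Erg peak, -0.66 (permutation test, p = 0.492), was 0.42 with limma-voom, 0.59 with robust estimation and 0.0877 with the replicate block, the opposite direction. It was -1.14 with DESeq2 (permutation p = 0.0116), -2.44 without immunoglobulin genes (permutation p = 0.00203), -0.64 without *Erg* fl/fl pre–proB replicate 1 and -1.10 without replicate 2. It has no value without either *Rag1Cre* T/+;*Erg*Δ/Δ library, because one side of the comparison then held fewer than 2 genes. The genes compared change with the setting, and the cause was not tested. Of the 127 genes with an Erg peak in Supplementary Data 2, 126 are in Supplementary Data 1. Genes past the threshold outside that list could therefore hardly have a peak. The list holds 291 of the 400 genes past the threshold with DESeq2 and 107 of the 116 without immunoglobulin genes. A comparison within the list was run for the main setting only, so the p-values of the alternatives decide nothing. Of genes past the threshold and lower, 90.2% were higher in proB than in pre–proB cells, 79.4% with limma-voom and 50.0 to 95.1% with libraries left out, the lowest, without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 1, over 6 genes. The median log2 fold change from pre–proB to preB cells of the higher genes, -2.86, was -3.18 with DESeq2, -2.53 with all 8 libraries, -3.28 with the replicate block and -3.25 to -0.93 with libraries left out. The cause was not tested.

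Over 35 named genes the alternatives gave 541 values, of which 448 kept direction and side of the threshold, 68 were no longer past it, 25 were newly past it and 0 changed direction. The values of fits with a library left out are among these, and their side of the threshold rests on the spread of the other genotype's pair. *Vpreb2*, *Ebf1*, *Pax5*, *Ighg3*, *Ighg2c*, *Igkv17-127* and *Ighv1-72* had no value when *Erg* fl/fl replicate 1 or replicate 2 was left out, because too few libraries then reached the filter. The depth of 15565381 to 18457632 counts limits genes such as *Vpreb2*, with 3 counts in *Rag1Cre* T/+;*Erg*Δ/Δ cells, to wide ratios.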

Differences from the paper's values

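No test in this part was chosen after a result was seen. The paper's Supplementary Data 1 lists 419 genes as differentially expressed in *Rag1Cre* T/+;*Erg*Δ/Δ pre–proB cells, against 151 here, and 130 are shared. Of the alternatives set before the data were examined, DESeq2 (400), all 8 libraries in the fit (442) and leaving out *Erg* fl/fl replicate 2 (401) come within 1.5 times the paper's count. DESeq2 leaves 128 of the paper's genes uncalled, all 8 libraries 38, and the fit without *Erg* fl/fl replicate 2 leaves 206. The other alternatives do not come that close. The paper's list holds 368 lower genes, against 123 here, with the same 3 alternatives within 1.5 times, at 312, 373 and 331, and no other. It holds 51 higher genes, against 28 here. No filter (53), all 8 libraries (69), the replicate block (47) and leaving out *Erg* fl/fl replicate 2 (70) come within 1.5 times, and the others do not, DESeq2 among them with 88. The log2 fold changes differ less. For the 23 named genes in the paper's list they differ by at most 0.0108 from the paper's, and all 404 of the paper's genes tested here have the paper's direction.

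The legend of Fig. 1e gives the paper's adjusted p for *Erg* in *Rag1Cre* T/+;*Erg*Δ/Δ pre–proB cells as 1.41e-05, against 0.0250 here from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the alternatives set before the data were examined comes within 1.5 times of it, and they ranged from 7.03e-08 to 0.363. Supplementary Data 1 lists the paper's value of 1.41e-05 for *Erg* in its column of unadjusted p and 0.00365 in its column of false discovery rates. Against that rate the value here differs as well, and only all 8 libraries in the fit (0.00493) comes within 1.5 times of it.

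The paper names 8 genes as deregulated or lists them in Supplementary Data 1 that were not past the threshold here in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all lower in *Rag1Cre* T/+;*Erg*Δ/Δ cells. The adjusted p here was 0.0764 for *CD22*, 0.0922 for *CD79b*, 0.188 for *Xrcc6*, 0.0626 for *Lig4*, 0.104 for *Poll*, 0.0869 for *Tcf3*, 0.0869 for *Irf4* and 0.104 for *Myb*. Past the threshold were *Lig4* without a filter, *CD22*, *Lig4*, *Tcf3*, *Irf4* and *Myb* with DESeq2, *CD22*, *CD79b*, *Lig4*, *Poll*, *Tcf3*, *Irf4* and *Myb* with all 8 libraries in the fit, *Myb* with the replicate block, *CD22* and *CD79b* without *Erg* fl/fl replicate 1 and *CD79b*, *Xrcc6*, *Lig4*, *Poll*, *Tcf3*, *Irf4* and *Myb* without *Erg* fl/fl replicate 2. The other 15 of the genes that the paper names and that are in Supplementary Data 1 were past it here. The paper lists *Tcf3* among deregulated transcription factors and also among maintained regulators. Its log2 fold change here was -0.53. *Foxo1*, which the paper describes as maintained, was at -0.44 and past the threshold with DESeq2. The paper describes expression of *Igll1*, *Vpreb1* and *CD79a* as completely dependent on Erg, and here 0.985% to 3.04% of their *Erg* fl/fl mean remained in *Rag1Cre* T/+;*Erg*Δ/Δ cells. It describes transcription of *Ebf1* and *Pax5* as absent, and here 15 and 8 counts remained over both *Rag1Cre* T/+;*Erg*Δ/Δ libraries.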

Other observations

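The tests of the share of B-lineage cells, depth and proB-like cells behind differences between *Erg* fl/fl libraries and genotypes, and of variants beside *Erg* or *Rag1*, the Erg peak medians with genes without a count set to 3 counts, and the comparisons by Erg peak over genes of Supplementary Data 1, were chosen only after the results were seen.

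The 2 *Erg* fl/fl pre–proB libraries differed in B-lineage genes. Of 52 genes that were above 20 CPM in proB cells and below 2% of that level in both *Rag1Cre* T/+;*Erg*Δ/Δ libraries, 51 were higher in replicate 1, with a median log2 ratio of 1.37 (quartiles 1.04 and 1.55). Over the 85 genes past the threshold and lower that are not immunoglobulin genes the median was 1.15, and over the 38 immunoglobulin genes among them -0.01. Depth or normalization is argued against as the cause, because the median of these 52 genes lay 1.40 above that of 12189 genes above 1 CPM, a difference that no factor per library changes. Different sex of the mice is argued against by the Y-linked genes, whose sums had a log2 ratio of 0.18, and *Xist*, with -0.11. A larger share of B-lineage cells in replicate 1 may explain the difference, and a higher level of these genes in the same cells stays open.

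Of the 123 genes past the threshold and lower in *Rag1Cre* T/+;*Erg*Δ/Δ pre–proB cells, 111 were higher in *Erg* fl/fl proB than in *Erg* fl/fl pre–proB cells, 90.2% (95% Clopper-Pearson interval 83.6 to 94.9, genes not being independent), and 96 of them past the threshold. Of all genes tested, 50.2% were higher in proB cells. Both comparisons share the *Erg* fl/fl pre–proB libraries, which alone makes genes that are lower in both comparisons more frequent. In 20 simulations with unchanged groups against shared controls, 10.4% of as many genes were higher in proB cells (4.88 to 15.4). The simulated proB cells did not differ from pre–proB cells, while 9961 of 13650 genes were past the threshold between the real stages. The simulations therefore show the direction of the effect of shared controls, and 10.4% is no baseline for the 90.2%. Fewer later B-lineage cells among the sorted *Rag1Cre* T/+;*Erg*Δ/Δ cells cannot be told apart from lower transcription within the cells. Of the 4937 genes past the threshold and higher in proB than in pre–proB cells, 4478 were also tested between genotypes. Between genotypes 73.2% of these 4478 had a log2 fold change within 0.2 of 0. Their median was -0.05, and their values ran from -9.48 to 1.49. Loss of cells with the proB level of all these genes would lower them together, and most hardly moved. The test does not decide the question, because genes that rise little in proB cells would move little. The size of each gene's rise was not taken into account. Cells like the sorted proB cells in the *Erg* fl/fl pre–proB libraries are argued against as the whole cause. Above the *Rag1Cre* T/+;*Erg*Δ/Δ level, 14 proliferation genes held a median of -1.41% of the proB level in replicate 1 and 2.56% in replicate 2, against 21.9% and 6.76% for the 52 B-lineage genes. B-lineage cells that cycle less than the sorted proB cells stay open.

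Lower genes made up 81.5% of the genes past the threshold, 84.2% with total counts and 80.3% with median-of-ratios size factors, which argues against scaling as the cause. It was 37.5% of 16 genes without *Rag1Cre* T/+;*Erg*Δ/Δ replicate 1. The 28 higher genes include 6 NK-like markers. From pre–proB to preB cells of *Erg* fl/fl mice, 19 of the 24 with a value fell, with a median log2 fold change of -2.86, below all 10000 matched random lists (95% of them between -0.92 and 0.33). It was -0.93 without *Erg* fl/fl pre–proB replicate 1.

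Sex of the mice is argued against as the cause of the differences between genotypes, the sum of the Y-linked genes having a log2 ratio of 0.13 and *Xist* of -0.03. Variants carried along beside *Erg* or *Rag1* are argued against for most genes, as 145 of the 151 genes past the threshold lay farther than 10 Mb from both, and 3 had no position. The 3 within that distance were *Erg*, *Rag1* and *Rag2*, among 127 genes tested there. The place of *Rag1Cre* in the genome was taken to be *Rag1*. An effect of *Rag1Cre* itself was not tested.

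In Supplementary Data 2, 42 of the 151 genes past the threshold have an Erg peak. Their median log2 fold change was -5.01, against -4.35 for the other 109, a difference of -0.66 (permutation test over genes, two-sided, p = 0.492). Of genes with a peak 95.2% were lower, and of those without 76.1% (Fisher's exact test, two-sided, p = 0.00516). Of the 127 genes with an Erg peak in Supplementary Data 2, 126 are in Supplementary Data 1, and of the genes past the threshold 21 are not in it. Over the 130 that are, 42 with and 88 without a peak, the medians were -5.01 and -4.54 (permutation test over genes, two-sided, p = 0.517), and 95.2% and 76.1% were lower (Fisher's exact test, two-sided, p = 0.00672). With genes without a count in *Rag1Cre* T/+;*Erg*Δ/Δ cells set to 3 counts over the group, 0 with and 24 without a peak among the 151, the medians were -5.01 and -3.92, and over the 130 they were -5.01 and -4.12.

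Other marker lists gave these medians of the log2 fold change between genotypes. It was 0.13 for 11 T-like markers, of which 2 lay above 10 CPM in proB cells and 0 are in Supplementary Data 1. Of 10 myeloid-like markers, with a median of -0.70, 3 were past the threshold and lower, *S100a9*, *Ngp* and *Ltf*, and 7 lay above 10 CPM in proB cells. *S100a9* was at 35.5 and 17.1 CPM in *Erg* fl/fl and 5.06 and 5.62 in *Rag1Cre* T/+;*Erg*Δ/Δ pre–proB cells and at 51.7 and 142 in proB cells. Of 10 erythroid-like markers 4 were tested, with a median of 1.20 that lay between 0.40 and 1.40 over the alternatives, and 3 are in Supplementary Data 1. Of the plasma cell-like markers 6 were tested and 5 lay above 10 CPM in proB cells, 1 is in Supplementary Data 1 and 1 in another list. Of 8 mature B-like markers, 6 lay above 10 CPM in proB cells, 4 are in Supplementary Data 1 and 1 is in another list. The median was -0.03 for 8 early lymphoid progenitor-like markers, of which 7 lay above 10 CPM in proB cells, and 0.07 without *Erg* fl/fl replicate 2. It was -0.05 for 14 proliferation genes, 14 of them above 10 CPM in proB cells, 0.07 for 4 Y-linked genes and -0.04 for *Xist*. The lists of genes the paper names had medians of -5.91 for 8 surface and pre-BCR genes, -1.59 for 5 recombination and repair genes, -1.55 for 9 deregulated transcription factors (-0.58 without *Erg* fl/fl replicate 1 and -0.90 without replicate 2) and -0.18 for 4 maintained regulators.

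The 2 *Rag1Cre* T/+;*Erg*Δ/Δ libraries differed in immunoglobulin genes. *Igha* was at 194 and 297 CPM in *Erg* fl/fl pre–proB cells and 7.62 and 139 in *Rag1Cre* T/+;*Erg*Δ/Δ replicate 1 and replicate 2, and *Jchain* at 96.5 and 106 and 9.56 and 42.0. *Igha* was chosen after its values were seen. Between stages of *Erg* fl/fl mice, 9961 genes were past the threshold for proB against pre–proB, 8035 for preB against proB and 9649 for preB against pre–proB in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.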
